# Hydroxycitrate delays early mortality in mice and promotes muscle regeneration while inducing a rich hepatic energetic status

**DOI:** 10.1111/acel.14205

**Published:** 2024-05-17

**Authors:** Isabel Espadas, María Ángeles Cáliz‐Molina, Raúl López‐Fernández‐Sobrino, Concepción Panadero‐Morón, Alejandro Sola‐García, Mario Soriano‐Navarro, Enrique Martínez‐Force, Mónica Venegas‐Calerón, Joaquin J. Salas, Franz Martín, Benoit R. Gauthier, Clara Alfaro‐Cervelló, David Martí‐Aguado, Vivian Capilla‐González, Alejandro Martín‐Montalvo

**Keywords:** ACLY, health span, hydroxycitrate, lifespan, liver, muscle strength, tissue regeneration

## Abstract

ATP citrate lyase (ACLY) inhibitors have the potential of modulating central processes in protein, carbohydrate, and lipid metabolism, which can have relevant physiological consequences in aging and age‐related diseases. Here, we show that hepatic phospho‐active ACLY correlates with overweight and Model for End‐stage Liver Disease score in humans. Wild‐type mice treated chronically with the ACLY inhibitor potassium hydroxycitrate exhibited delayed early mortality. In AML12 hepatocyte cultures, the ACLY inhibitors potassium hydroxycitrate, SB‐204990, and bempedoic acid fostered lipid accumulation, which was also observed in the liver of healthy‐fed mice treated with potassium hydroxycitrate. Analysis of soleus tissue indicated that potassium hydroxycitrate produced the modulation of wound healing processes. In vivo, potassium hydroxycitrate modulated locomotor function toward increased wire hang performance and reduced rotarod performance in healthy‐fed mice, and improved locomotion in mice exposed to cardiotoxin‐induced muscle atrophy. Our findings implicate ACLY and ACLY inhibitors in different aspects of aging and muscle regeneration.

**Abbreviations**
Ac‐CoA: acetyl coenzyme A
ACLY: ATP‐citrate lyase
Acss2: cytosolic Acyl‐coenzyme A synthetase short‐chain family member 2
ALT: alanine transaminase
AST: aspartate transaminase
BAT: brown adipose tissue
Bemp: Bempedoic acid
BMI: body mass index
CSA: cross‐sectional area
CTX: cardiotoxin
DPI: days post injury
ECAR: extracellular acidification rate
FAMES: fatty acid methyl esters
GSEA: gene Set Enrichment Analysis
HC: potassium hydroxycitrate
HCA: hydroxycitric acid
HFD: high fat diet
HOMA‐IR: homeostatic assessment of insulin resistance
INR: international normalized ratio
IPA: ingenuity pathway analysis
IPPTT: intraperitoneal pyruvate tolerance test
ITT: insulin tolerance test
MELD: model for End‐stage Liver Disease
OCR: oxygen consumption rate
OGTT: oral glucose tolerance test
PAS: periodic acid Schiff
PCA: principal component analysis
RXR: retinoid X receptors
SB: SB‐204990
SEM: standard error of the mean
STD: standard diet
T4: thyroxine
TNF: tumor necrosis factor
WAT: white adipose tissue

## 1 INTRODUCTION

Unhealthy aging is a major public health challenge. During the last decades, life expectancy has increased considerably, but in many cases this increase in longevity is not accompanied by an optimal quality of life during old age and ~50% of people older than 80 years of age suffer dependency (Kalyani et al., 2014). Given the high incidence of pathologies associated with aging (e.g., sarcopenia, diabetes, neurodegenerative diseases and cancer, among others), there is an urgent need to develop therapies to prevent and treat these conditions and promote active healthy aging.

ATP citrate lyase (ACLY) catalyzes the production of cytosolic acetyl coenzyme A (Ac‐CoA) and oxaloacetate from coenzyme A and citrate in the presence of ATP. ACLY is a particularly interesting target in aging and age‐related diseases due to its ability to modulate critical cellular tasks, such as cholesterol synthesis, coenzyme Q synthesis, de novo lipogenesis, hepatic gluconeogenesis, and protein acetylation, among others (Granchi, 2018). The lack of ACLY activity and ACLY inhibitors exert calorie restriction‐like effects, such as the potentiation of immunosurveillance and autophagic flux (Mariño et al., 2014; Pietrocola et al., 2016), implicating ACLY activity and ACLY inhibitors in complex processes that have to be properly coordinated to sustain optimal health span and lifespan. Intriguingly, in certain cases, naturally occurring ACLY inhibitors, such as Garcinia extracts, rich in hydroxycitric acid (HCA), have been shown to produce hepatotoxic effects even in humans (Zovi et al., 2022). However, these extracts are a mixture of chemicals, which impedes the assessment of the toxicity of HCA, as other components in the formulation may cause the adverse effects. These evidences raise the need of further delineating the therapeutic potential of ACLY inhibition.

Despite the large body of research using ACLY inhibitors, the chronic effects of these compounds in relevant aspects of health span and lifespan have not been investigated in mammals. In this report, we set out to investigate the chronic effects of ACLY inhibition in neurocognitive health, metabolic health, physical health, lifespan, and we evaluated tissue specific effects in liver and skeletal muscle. We exposed chronically wild‐type mice to potassium hydroxycitrate (HC) using a healthy diet, and we evaluated the effects of three extensively used ACLY inhibitors, HC, SB‐204990 (SB), and bempedoic acid (Bemp) in cell cultures. Overall, our results indicate that HC delays early mortality and modulates liver and muscle physiology in healthy mice, exerting pro‐regenerative benefits in an experimental model of skeletal muscle atrophy.

## 2 RESULTS

### 2.1 Hepatic phospho‐ACLY levels correlate with obesity and liver disease

We have previously described that hepatic ACLY expression and activity is increased in aged healthy‐fed wild‐type mice (Sola‐García et al., 2023). However, the relevance of ACLY expression levels in somatic tissues (i.e., non‐tumor) in humans has not been investigated in depth. In order to evaluate whether alterations in ACLY levels are associated with organismal health, we evaluated by immunohistochemical analyses a cohort of 30 individuals that underwent liver biopsies for their clinical diagnosis. We performed an unbiased analysis in which each biopsy was evaluated in a blinded manner by an experienced pathologist and quantified for intensity of staining for total ACLY and phospho‐active pSer455 ACLY. A striking positive correlation was observed between phospho pSer455 ACLY and body weight, body mass index (BMI), and Model for End‐stage Liver Disease (MELD) score in the whole human population studied (Figure 1a–d). The correlation of BMI with phospho‐ACLY was significant in both sexes, whereas the effects observed in the whole population were mostly supported by the male gender in the case of body weight and MELD score. We also found sex‐specific inverse correlations of phospho‐ACLY levels with free thyroxine (T4) and digital pathology (% collagen) (Marti‐Aguado et al., 2021) in male subjects, and specific negative correlations of phospho‐ACLY levels with alanine transaminase (ALT) levels in female subjects (Figure S1A–C). Total ACLY levels were correlated with international normalized ratio (INR), prothrombin time and quick index, reflective of negative alterations in the hepatic control of the coagulation system in individuals expressing high levels of ACLY in the whole population of the study (Figure 1e–g). In these correlations, the effects on the whole population were mostly supported by the female gender. Sex‐specific correlations were found for circulating levels of ferritin and the Deugnier iron score in the case of male subjects and the percentage of lymphocytes in female individuals (Figure S1D–F). In the case of females, significant higher levels of hepatic ACLY were also found in hypothyroid patients (Figure S1G). Remarkably, we determined a weak trend in the positive correlation of hepatic pSer455 ACLY and ACLY levels that did not reach statistical significance, suggesting that the translational control of ACLY expression is separated from signaling events that promote full ACLY activation (Figure S1H). Overall, these results indicate that increased hepatic phospho‐active and total ACLY levels correlate with obesity and hepatic alterations, being detrimental for human health.

**FIGURE 1:**
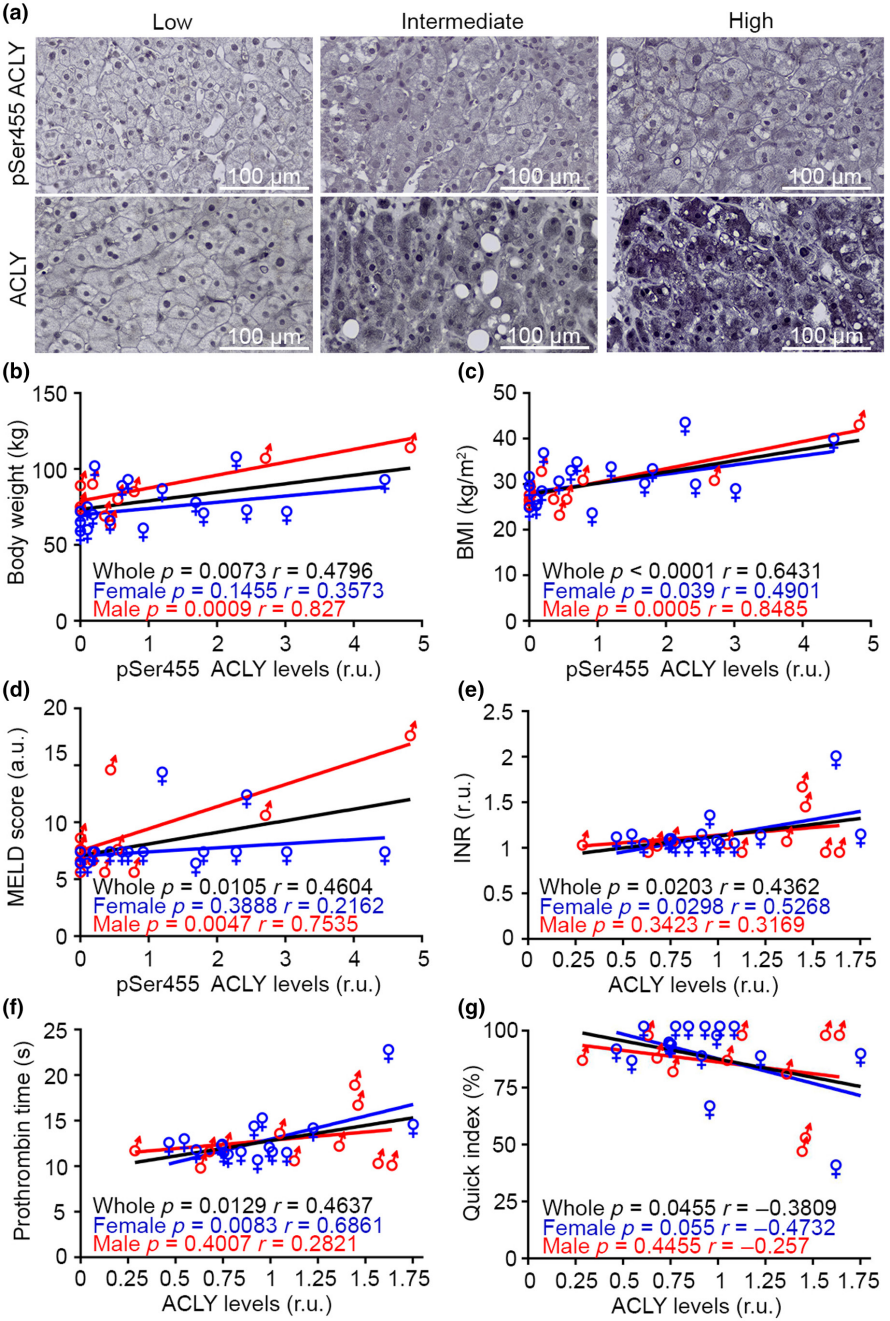
Hepatic phospho‐active ACLY expression is positively correlated with overweight and MELD score in humans. (a) Representative staining of pSer455 ACLY and total ACLY in patients undergoing liver biopsies. pSer455 ACLY low: body weight 56 kg, BMI 23.9, MELD 7. pSer455 ACLY intermediate: body weight 84 kg, BMI 32.8, MELD 14. pSer455 ACLY high: body weight 117 kg, BMI 44, MELD 18. ACLY low: INR 1.08, prothrombin time 12.2 s, Quick index 89. ACLY intermediate: INR 1.31, prothrombin time 14.8 s, Quick index 65. ACLY high: INR 1.96, prothrombin time 22.3 s, Quick index 39; *n* = 12 males and 18 females. (b) Linear regression of hepatic pSer455 ACLY and body weight. *n* = 12 males and 18 females. Pearson correlation. (c) Linear regression of hepatic pSer455 ACLY and BMI; *n* = 12 males and 18 females; Pearson correlation. (d) Linear regression of hepatic pSer455 ACLY and MELD; *n* = 12 males and 18 females; Pearson correlation. (e) Linear regression of hepatic ACLY and international normalized ratio; *n* = 11 males and 17 females; Pearson correlation. (f) Linear regression of hepatic ACLY and prothrombin time; *n* = 11 males and 17 females; Pearson correlation. (g) Linear regression of hepatic ACLY and Quick index; *n* = 11 males and 17 females; Pearson correlation. a.u., arbitrary units; INR, international normalized ratio; MELD, Model for End‐stage Liver Disease; r.u., relative units. Data shown are individual biological values.

### 2.2 ACLY inhibitors increase lipid content and reduce mitochondrial metabolism

Given the implications of increased phospho‐ACLY and total ACLY levels for hepatic alterations and overweight, we next focused to determine transcriptional changes and molecular pathways altered by ACLY inhibitors (HC, SB, and Bemp) in siRNA ACLY interfered and siRNA control AML12 hepatocytes (Figure S2A–L). 

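RNA was sequenced from AML12 cells, a hepatocyte line from mouse liver, in 8 groups of 3 libraries. Cells given a control siRNA (siC) or siRNA against Acly (siAcly) were left untreated (Ut) or treated for 16 h with 1 mM HC, 10 µM SB or 30 µM Bemp. Acly encodes the enzyme that splits cytosolic citrate into acetyl-CoA and oxaloacetate, and lies on chromosome 11 of GRCm38 from 100476353 to 100528000. Its normalized value was 3153 on average in 11 of the 12 siC libraries (range 2575.7 to 3859.6). In the 12 siAcly libraries it was 368.2 on average (range 215.3 to 598.5). The library labelled siC Bemp 11 had an Acly value of 404.4, inside the siAcly range, while the siC Bemp libraries 10 and 83 had 2946.8 and 2882.7. The paper's measurements of Acly mRNA and protein (Figure S2A,B) run lower in siAcly cells, which does not settle the label of that library, and its label was kept.
The authors extracted RNA with RNeasy columns, prepared stranded libraries from mRNA and sequenced them on an Illumina NovaSeq. They aligned reads to the UCSC mm10 genome with a STAR-based application and normalized gene counts by the median of ratios. The deposited values are these normalized values. Those of a library were not multiples of 1 factor, so whole reads could not be recovered and depth is an estimate. In siC cells the estimated depth was 13.5 to 15.5 M reads (median 14.4) for Ut and 9.94 to 14.0 M (median 12.0) for HC. It was 13.0 to 16.3 M (median 14.2) for SB and 8.43 to 15.2 M (median 12.1) for Bemp. In siAcly cells it was 12.2 to 14.3 M (median 12.5) for Ut and 9.14 to 15.7 M (median 13.7) for HC. It was 7.31 to 13.3 M (median 13.1) for SB and 10.4 to 11.0 M (median 10.4) for Bemp.
Values were taken to log2 after adding 1, and limma was fitted to all 8 groups for the 12296 genes with a value of at least 10 in at least 3 libraries. Adding 1 makes the fold changes of genes with low values smaller than they are. Gene lists were tested with camera at a preset correlation between genes of 0.01, and none of the 20 lists kept a call in any comparison once that correlation was estimated. In simulated data the test called 46% of genes changed by a log2 of 1 and 89% of genes changed by 2. Those data held 100 changed genes of each size, and with fewer the adjusted limit is stricter and the shares lower. The labels do not say whether the 3 libraries of a group are separate cultures or share a day. The first principal component (31.1% of the variance) set libraries numbered 81 to 87 apart from those numbered 1 to 23. Each group except siC Ut had 1 library numbered 81 to 87, and siC Ut had none.

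**Figure D1:**
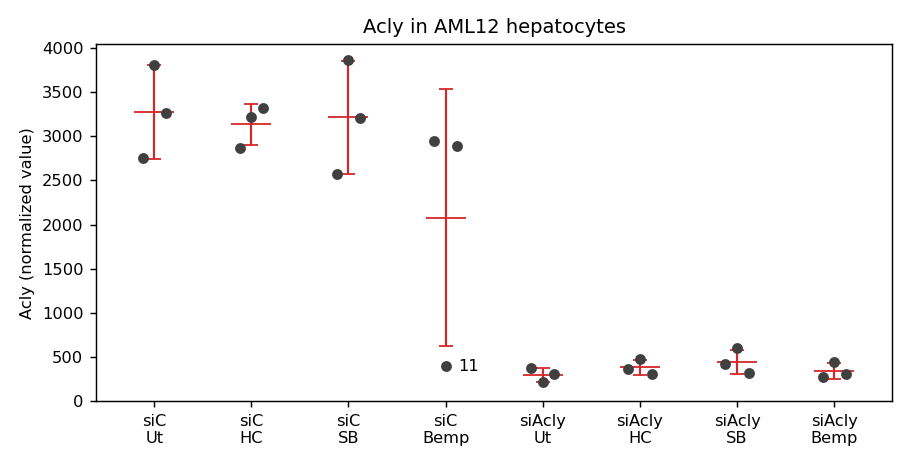
Normalized Acly values of the 24 AML12 libraries by siRNA and treatment, with 1 point per library and bars for the mean and SD of 3 libraries. The library labelled siC Bemp 11, at 404.4, lies among the siAcly libraries (215.3 to 598.5).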

We used ingenuity pathway analysis (IPA), gene set enrichment analysis (GSEA), ShinyGO, and Metascape platforms for transcriptional analyses. Interestingly, Metascape and ShinyGO analysis showed that siRNA ACLY interference produced a profound modulation of the transcriptome, resulting in alterations in pathways related to extracellular matrix reorganization (Naba matrisome associated), monocarboxylic acid metabolism, and response to xenobiotics (Figure S2M,N). 

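In untreated cells, siRNA interference lowered Acly from 3273 ± 527 to 300.1 ± 80.7 (SD, n = 3 each), and its log2 value fell by 3.47 (standard error 0.48, adjusted p = 0.0065 from limma). Of 12296 genes, 17 rose and 6 fell at an adjusted p under 0.05. At the paper's threshold (here an unadjusted p of 0.05 or lower and a log2 fold change of at least 1), 510 genes differed, 268 higher and 242 lower. An unadjusted p under 0.05 was found for 2332 genes, against 615 expected by chance. Cdkn1a and Cdkn2b, which encode inhibitors of the cyclin-dependent kinases that drive the cell cycle, rose by 1.58 (standard error 0.32) and 1.56 (standard error 0.31). Cdkn1a (chromosome 17, 29090976 to 29100727) was 6702 ± 4407 in siAcly cells and 1947 ± 137 in siC cells (SD, n = 3 each). Sncg, which encodes γ-synuclein, rose the most, by 2.33 (standard error 0.45), and Ifitm10 and Pdlim2, which encode a transmembrane and a cytoskeletal protein, rose by 1.57 and 1.37. After Acly, the largest falls were those of Abca6, a lipid transporter, which fell by 1.86 (standard error 0.34), and of Zbtb18, a transcriptional repressor, which fell by 1.17. The kinase Tnik fell by 1.05 and the vesicle protein Lrba fell by 1.00. The adjusted p values of these 9 genes other than Acly ran from 0.0137 for Pdlim2 to 0.0481.
Genes of the matrix, of fatty acid oxidation and of xenobiotic metabolism were followed as lists. Of 26 extracellular matrix genes, 17 had higher and 9 lower means in siAcly cells (median log2 fold change 0.14, camera adjusted p = 0.244, or adjusted p = 0.861 with an estimated correlation). No member passed over all genes, and 1 rose and 1 fell when adjusted over the list alone. Fn1, which encodes fibronectin, had a log2 fold change of −0.71 (standard error 0.21, adjusted p = 0.115), and Col18a1, a basement membrane collagen, 0.12 (standard error 0.23, adjusted p = 0.796). Genes of fatty acid oxidation, which breaks down monocarboxylic acids, were lower as a group, 23 of 25 members (median −0.34, adjusted p = 8.82e-05, or adjusted p = 0.784 with an estimated correlation). No member passed over all genes and 2 fell when adjusted over the list alone. The carnitine transferase Cpt1a had −0.42 (standard error 0.12, adjusted p = 0.109). Of 18 cytochromes P450 of xenobiotic metabolism, 17 had lower means (median −1.26, adjusted p = 0.142, or adjusted p = 0.819 with an estimated correlation), and no member passed over all genes or when adjusted over the list alone. Cyp3a13 had 1.02 (standard error 0.51, adjusted p = 0.284) and Cyp1a1 −0.58 (standard error 0.69, adjusted p = 0.664). Its value was 917.4 in siC Ut 13 against 194.6 and 200.2 in the other siC libraries and 142.1 to 441.2 in siAcly cells, and without siC Ut 13 it pointed the other way, at 0.15 (adjusted p = 0.94). In Bemp libraries other than the library labelled siC Bemp 11 it was 677.8 to 1255, so the label of siC Ut 13 is in doubt, and it was kept.
Targets of p53, which holds damaged or stressed cells out of division, were higher in siAcly cells for 18 of 20 genes (median 0.79, adjusted p = 2.99e-07, or adjusted p = 0.612 with an estimated correlation). Among them Cdkn1a passed over all genes, and 10 rose when adjusted over the list alone. Genes of the amino acid stress response, which make and import amino acids, were higher for 20 of 22 (median 0.67, adjusted p = 9.55e-06, or adjusted p = 0.612 with an estimated correlation). None passed over all genes and 5 rose when adjusted over the list alone. Within it, the serine synthesis enzymes Phgdh and Psat1 had 0.58 (standard error 0.24, adjusted p = 0.206) and 0.00 (standard error 0.15, adjusted p = 1.00).
Single libraries moved these results. The count of 23 genes became 300 without siAcly Ut 14, 4 without siC Ut 1, 1 without siAcly Ut 84, and 0 without siAcly Ut 15, siC Ut 2 or siC Ut 13. It was 188 with the series of library numbers as a covariate, and 1338 with a run factor of 3 levels found from the data and added after they were seen. With only the 2 groups compared it was 1, and with no limit on low values it was 7. The matrix list passed without siAcly Ut 15 (adjusted p = 0.0396) or siC Ut 2 (adjusted p = 0.0426), and had a median of −0.08 without siC Ut 1 (adjusted p = 0.998). The cytochrome P450 list also passed without siAcly Ut 15 (adjusted p = 0.0158) or siC Ut 2 (adjusted p = 0.0356), with only the 2 groups compared (adjusted p = 0.0125) and with no limit on low values (adjusted p = 0.0334). Without siAcly Ut 15 the median of p53 targets was 0.42 (adjusted p = 5.66e-04).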

Noticeably, alterations in the hepatic control of coagulation processes were also highlighted, in accordance with the association of total ACLY levels in human liver biopsies (Figure 1e–g and Figure S2N). 

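Coagulation genes, which encode clotting factors and their inhibitors, went both ways in siAcly cells. Proc (chromosome 18, 32123126 to 32139570) encodes the anticoagulant protein C and was 1453 ± 80.9 in siAcly cells and 1057 ± 114 in siC cells (SD, n = 3 each). This is a log2 fold change of 0.46 (standard error 0.16, limma adjusted p = 0.154), and every siAcly library lay above every siC library. Of the 21 genes measured, 8 had higher and 13 lower means in siAcly cells. No member passed over all genes, and 5 rose when adjusted over the list alone. The list had a median of −0.58 and a mean of −0.59, while the camera test, which weighs each gene by its own spread, pointed to higher values (adjusted p = 0.449, or adjusted p = 0.861 with an estimated correlation).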

The analysis of the effects of ACLY inhibitors in AML12 cells (siRNA control) indicated that each inhibitor modulates differently the transcriptional profile, although a subset of genes were commonly altered by HC, SB, and Bemp (Figure S2O). 

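In control cells few genes passed the paper's threshold with any of the 3 inhibitors. Itgb2, an integrin chain of leukocytes, had log2 fold changes of 1.84 with HC, 1.89 with SB and 1.91 with Bemp. Bmp8b, a growth factor of the BMP family, had 1.44, 1.43 and 1.25, and Glipr1, a p53 target, had 1.42, 1.37 and 1.24. The small nucleolar RNA Snord22 had 2.88, 1.99 and 2.39. These 4 genes were chosen after their values were seen, being the only ones beyond the paper's threshold with all 3 inhibitors, and none had an adjusted p below 0.927. At that threshold 20 genes differed with HC (12 higher, 8 lower), 20 with SB (9 higher, 11 lower) and 76 with Bemp (44 higher, 32 lower).
By limma no gene passed an adjusted p of 0.05 with any of the 3 inhibitors. An unadjusted p under 0.05 was reached by 42 genes with HC, 70 with SB and 240 with Bemp, against 615 expected by chance in 12296. Counts so far below chance leave open whether this fit is too strict here, so the lack of calls is not read as unchanged expression. All 3 comparisons used the same 3 untreated libraries, which makes fold changes resemble one another. One of them, siC Ut 13, had a Cyp1a1 value of 917.4, within the 677.8 to 1255 of the 5 libraries labelled Bemp other than siC Bemp 11, so its label is in doubt. Across genes, which are not independent replicates, Pearson's r was 0.748 for HC and SB, 0.676 for HC and Bemp and 0.63 for SB and Bemp. Simulated unchanged groups against the same controls gave 0.501, 0.503 and 0.50. Each treated siC group also holds 1 library numbered 81 to 87 (HC 82, SB 81 and Bemp 83), and siC Ut holds none. That imbalance can also raise r above the simulated values, so the excess is not read as a shared effect of the inhibitors. The covariances lay below the simulated ones, with differences of −0.00838, −0.00274 and −0.00366, and 3 control libraries are too few to split.
Set against each other at doses that are not matched, no pair of inhibitors differed in any gene at an adjusted p under 0.05. The unadjusted counts were 27 genes for SB against HC, 57 for Bemp against HC and 87 for Bemp against SB. At the paper's threshold 11, 24 and 26 genes differed. The Bemp group holds the library labelled siC Bemp 11, whose Acly value lies in the siAcly range.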

Alteration of the transcriptional profiles was also observed in siRNA ACLY interfered cells treated with ACLY inhibitors, indicating that HC, SB, and Bemp produce certain transcriptional modulations in the absence of ACLY expression (Figure S2P). 

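In siAcly cells, genes of the cell cycle were higher with each inhibitor than in untreated siAcly cells. Top2a, which untangles DNA in dividing cells, was 2473 ± 1667 in untreated siAcly cells (SD, n = 3). With HC it was 4015 ± 479, with SB 4858 ± 792 and with Bemp 4098 ± 751 (SD, n = 3 each), log2 fold changes of 0.95, 1.22 and 0.97 (standard error 0.37 each). Rrm2, which makes DNA precursors, had 0.56, 0.55 and 0.41 (standard error 0.50 each). Of 34 cell cycle genes, 34 were higher with HC (median 0.54), 33 with SB (median 0.46) and 34 with Bemp (median 0.45). Targets of p53 were lower for 19 of 20 genes with HC (median −0.35), 15 with SB (median −0.30) and 19 with Bemp (median −0.33). Among them Cdkn1a had −0.53, −0.60 and −0.56 (standard error 0.32 each) and Ccng1 −0.04, 0.14 and −0.09 (standard error 0.41 each). Genes of the amino acid stress response were lower for 18 of 22 with HC (median −0.21), 18 with SB (median −0.27) and 19 with Bemp (median −0.16). Of these, Phgdh had −0.12, −0.20 and −0.15 (standard error 0.24 each) and Psat1 0.06, 0.11 and 0.03 (standard error 0.15 each).
For the cell cycle, camera gave adjusted p = 4.29e-17 with HC, 2.15e-07 with SB and 3.68e-14 with Bemp (adjusted p = 0.795, 0.938 and 0.59 with an estimated correlation). For p53 targets it gave adjusted p = 2.13e-04, 0.0256 and 1.54e-05 (adjusted p = 0.795, 0.938 and 0.59 with an estimated correlation). For the amino acid stress response it gave adjusted p = 0.00215, 0.0507 and 0.0128 (adjusted p = 0.795, 0.938 and 0.778 with an estimated correlation). No member of the 3 lists passed over all genes or when adjusted over the list alone. Each call rested on the control library siAcly Ut 15. Without it the adjusted p was 0.385 with HC, 1.00 with SB and 0.863 with Bemp for the cell cycle, and the medians were −0.00, −0.06 and −0.08. For p53 targets it was 0.689 (median 0.02), 0.888 (median 0.04) and 0.863 (median 0.01), and for the amino acid stress response 0.536, 0.757 and 0.863.
Other libraries moved single calls. The HC calls on p53 targets and on the amino acid stress response were lost without siAcly HC 20 (adjusted p = 0.163 and 0.172). The SB call on p53 targets was lost without siAcly SB 17 (adjusted p = 0.354), and the Bemp call on the amino acid stress response without siAcly Bemp 23 (adjusted p = 0.268). The amino acid stress response passed with SB without siAcly SB 85 (adjusted p = 0.0119), siAcly Ut 14 (adjusted p = 0.00138) or siAcly Ut 84 (adjusted p = 0.0466). It also passed with SB with the number series as a covariate (adjusted p = 0.0431). The same held with the run factor, added after the data were seen (adjusted p = 0.00235). With only the 2 groups compared the SB call on p53 targets was lost (adjusted p = 0.0541).
By limma no single gene passed with any inhibitor in siAcly cells, and the smallest adjusted p was 1.00 with HC, 0.331 with SB and 0.535 with Bemp. The counts at an unadjusted p under 0.05 were 271, 1648 and 314. Without siAcly Bemp 87, 1 gene passed with Bemp. At the paper's threshold 49 genes differed with HC (31 higher, 18 lower), 198 with SB (162 higher, 36 lower) and 63 with Bemp (36 higher, 27 lower). With all 3 inhibitors 12 genes passed that threshold, 11 of them higher. Several serve cell division, such as Mki67 (log2 fold changes of 1.24, 1.69 and 1.53), Kif11 (1.07, 1.38 and 1.06) and Cenpe (1.38, 1.66 and 1.53), which were picked after their values were seen. The cell cycle list, which was tested as a whole, lost its calls without the control library siAcly Ut 15 (medians −0.00, −0.06 and −0.08). The 3 comparisons share their controls, and Pearson's r across genes was 0.685 for HC and SB, 0.755 for HC and Bemp and 0.699 for SB and Bemp, with simulated values of 0.499, 0.50 and 0.498. The covariances exceeded the simulated ones by 0.0177, 0.00981 and 0.0248.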

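The effect of each inhibitor on a gene was compared between siAcly and siC cells as a difference of differences. Cholesterol synthesis genes, which are fed by cytosolic acetyl-CoA, had a larger effect in siAcly cells for 21 of 25 genes with HC (median difference 0.17), 16 with SB (median 0.10) and 16 with Bemp (median 0.10). For Ebp, a late enzyme of the pathway, the difference was −0.11 with HC, −0.36 with SB and −0.08 with Bemp (standard error 0.28 each). For Srebf2, which encodes the pathway's transcription factor, it was 0.03, 0.11 and 0.13 (standard error 0.47 each). No gene passed an adjusted p of 0.05 by limma for any inhibitor, and 63 genes with HC, 1038 with SB and 166 with Bemp had an unadjusted p under 0.05. At the paper's threshold the effects of HC, SB and Bemp differed in 38, 241 and 77 genes. Across genes the effect of an inhibitor in siC cells and its effect in siAcly cells had a Pearson's r of 0.0293 for HC, −0.123 for SB and 0.108 for Bemp. The Bemp values include the library labelled siC Bemp 11.
The cholesterol list did not pass for HC, SB or Bemp (camera adjusted p = 0.136, 0.662 and 0.743, or 0.818, 0.931 and 0.934 with an estimated correlation), and single libraries set its direction. Without siAcly Ut 15 the difference was lower in siAcly cells for HC (median −0.29, adjusted p = 0.00522), SB (median −0.36, adjusted p = 0.0244) and Bemp (median −0.36, adjusted p = 1.15e-04). It passed as higher without siAcly Ut 14 (adjusted p = 1.87e-05 for HC, 0.011 for SB and 0.005 for Bemp). For HC it also passed as higher without siAcly HC 19 (adjusted p = 1.74e-04) or siC HC 82 (adjusted p = 0.0057), and with a run factor found from the data and added after they were seen (adjusted p = 0.044). That factor turned the direction for Bemp (median −0.05, adjusted p = 0.694).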

The specific analysis of the effects of HC, SB, and Bemp in control (siRNA control) and siRNA ACLY interfered AML12 cells showed that each inhibitor alters differentially the transcriptional profile if ACLY expression is blocked (Figure S2Q–S). 

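Under each inhibitor, cholesterol synthesis genes were higher in siAcly than in siC cells, 24 of 25 with HC (median log2 fold change 0.36), 22 with SB (median 0.36) and 23 with Bemp (median 0.28). Ebp had 0.21 under HC, −0.04 under SB and 0.24 under Bemp (standard error 0.20 each), and Srebf2 0.00, 0.09 and 0.11 (standard error 0.34 each). Genes that supply citrate and acetyl-CoA, 12 in all with Acly among them, had medians of 0.04, −0.01 and 0.04. For citrate synthase, Cs, the fold change was −0.02 under SB and −0.01 under Bemp (standard error 0.15 each). Interferon response genes were higher in siAcly cells for 32 of 42 genes under HC (median 0.21), 36 under SB (median 0.28) and 28 under Bemp (median 0.11). Within that list Bst2, which tethers budding viruses, had 0.28, 0.07 and 0.27 (standard error 0.21 each), and the transcription factor Irf1 −0.07, −0.06 and 0.23 (standard error 0.35 each).
For cholesterol synthesis, camera gave adjusted p = 2.79e-04 under HC, 6.54e-04 under SB and 0.0356 under Bemp (adjusted p = 0.88, 0.782 and 0.943 with an estimated correlation). For the interferon response it gave adjusted p = 0.00426, 2.55e-06 and 0.194 (adjusted p = 0.88, 0.735 and 0.943 with an estimated correlation). The acetyl-CoA list gave adjusted p = 0.743, 0.193 and 0.755 (adjusted p = 0.949, 0.782 and 0.943 with an estimated correlation), and under HC and Bemp its mean was −0.24 and −0.07 with the test pointing down, against medians above 0. Apart from Acly under HC, no member of the 3 lists passed over all genes.
Acly itself fell by 3.04 under HC (standard error 0.48, limma adjusted p = 0.0424), from 3132 ± 238 to 384.4 ± 81.6 (SD, n = 3 each), and was the single gene called. That call was lost when any of the 6 libraries was left out. Under SB its log2 fold change was −2.87 (adjusted p = 0.0933) and under Bemp −2.17 (adjusted p = 0.661), with no gene called. Acly was called under SB with only the 2 groups compared (standard error 0.25, adjusted p = 0.0193). The main fit of all 8 groups gives each gene 1 shared spread. The low Acly value of the library labelled siC Bemp 11 (404.4) therefore also raises the standard error of Acly under HC and SB. The run factor, added after the data were seen, gave 7 genes under SB (Acly adjusted p = 0.0246) and 41 under HC. The number series as a covariate gave 2 genes under HC. No limit on low values gave 0 under HC, and so did quantile normalization, also added after the data were seen. Under HC, SB and Bemp 655, 374 and 484 genes had an unadjusted p under 0.05. Without the library labelled siC Bemp 11, Acly was called under Bemp (adjusted p = 5.02e-06) and the interferon list passed (adjusted p = 0.0377). At the paper's threshold 111, 99 and 52 genes differed.
The cholesterol call was lost under HC without siAcly HC 20 (adjusted p = 0.611) and under SB without siC SB 4 (adjusted p = 0.058), and without siAcly SB 17 the list pointed the other way (median −0.17, adjusted p = 0.486). Under Bemp it was lost without siAcly Bemp 23 (adjusted p = 0.805), siAcly Bemp 87 (adjusted p = 0.0501), siC Bemp 10 (adjusted p = 0.0597) or siC Bemp 83 (adjusted p = 0.0785). The run factor, added after the data were seen, also ended the cholesterol call under Bemp (median 0.12, adjusted p = 0.505). The interferon call under HC was lost without siAcly HC 19 (adjusted p = 0.086) or siC HC 82 (adjusted p = 0.998). Under SB the interferon median was 0.18 without siAcly SB 85 (adjusted p = 0.0197) and 0.13 without siC SB 81 (adjusted p = 0.0158). The acetyl-CoA list passed under SB without siAcly SB 17 (adjusted p = 0.0358) or siC SB 81 (adjusted p = 0.0404).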

Supporting the role of HC, SB, and Bemp as ACLY inhibitors, IPA analysis indicated that pathways related to cholesterol synthesis, Ac‐CoA synthesis and immunomodulatory processes were differentially altered in cells expressing ACLY (siRNA control) treated with the different ACLY inhibitors when compared to siRNA ACLY interfered cells treated with HC, SB, or Bemp (Figure S2T–V) (Baardman et al., 2020; Lauterbach et al., 2019; Sola‐García et al., 2023). The specific analysis of the effects of HC, SB, and Bemp by GSEA in ACLY‐expressing cells (siRNA control) indicated that ACLY inhibitors modulate pathways related to immunomodulation, mTor signaling, and cholesterol/fatty acid metabolism (Figure 2a–c).

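In control cells, interferon response genes were lower with HC for 39 of 42 genes (median log2 fold change −0.39) and with SB for 36 (median −0.33). With Bemp 30 of 42 had lower means (median −0.22). Bst2 had −0.14, 0.01 and −0.03 (standard error 0.21 each) and Irf1 −0.27, −0.24 and −0.54 (standard error 0.35 each). Cholesterol synthesis genes were higher with SB, 23 of 25 (median 0.23), while 21 had higher means with HC (median 0.13) and 16 with Bemp (median 0.06). The fold changes of Ebp were 0.11, 0.16 and 0.06 (standard error 0.20 each) and those of Srebf2 0.04, 0.19 and −0.11 (standard error 0.34 each). Genes of fatty acid oxidation were lower with HC for 24 of 25 (median −0.19) and with SB for 23 (median −0.13), and 21 had lower means with Bemp (median −0.16). Here Cpt1a had −0.15, −0.03 and −0.03 (standard error 0.12 each).
Genes of the amino acid stress response, a response to scarce amino acids that is tied to mTor signaling, were higher for 17 of 22 with HC (median 0.25), 19 with SB (median 0.44) and 17 with Bemp (median 0.36). Phgdh had 0.29, 0.46 and 0.26 (standard error 0.24 each) and Psat1 0.06, 0.19 and 0.09 (standard error 0.15 each). Genes of the cell cycle were higher for 34 of 34 with HC (median 0.30), 33 with SB (median 0.32) and 31 with Bemp (median 0.35). Within it, Top2a had 0.32, 0.23 and 0.44 (standard error 0.37 each) and Rrm2 0.49, 0.63 and 0.76 (standard error 0.50 each). Rrm2 was 5804, 5807 and 5694 in siC HC 82, SB 81 and Bemp 83, the libraries of the separate number series, of which siC Ut holds none, and 1846 to 4008 in the other siC libraries. With that series as a covariate the cell cycle medians were 0.15, 0.19 and 0.20. Of 20 genes of fatty acid synthesis, 16 had lower means with HC (median −0.07), 11 with SB (median −0.03) and 16 with Bemp (median −0.17). With the number series as a covariate the test of this list pointed up for each inhibitor, without a call (medians −0.005, 0.037 and 0.0245). It also pointed up with the run factor, added after the data were seen (medians −0.002, 0.071 and 0.082). The direction turned with SB without siC SB 81 or siC Ut 2, and with Bemp without siC Bemp 83. The desaturase Scd2 had −0.28, −0.20 and −0.47 (standard error 0.48 each) and Acsl5, which activates fatty acids, 0.19, 0.17 and 0.39 (standard error 0.17 each). The 23 genes of the unfolded protein response, which handles misfolded proteins of the endoplasmic reticulum, had medians of −0.04, −0.07 and 0.03. Its chaperones Hspa5 and Calr had 0.07, 0.06 and 0.26 (standard error 0.19 each) and −0.07, −0.02 and −0.05 (standard error 0.16 each).
The camera adjusted p for HC, SB and Bemp was 1.22e-10, 1.03e-05 and 0.0664 for the interferon response (0.394, 0.68 and 0.773 with an estimated correlation). It was 0.163, 0.00456 and 0.523 for cholesterol synthesis (0.871, 0.84 and 0.901 with an estimated correlation). For fatty acid oxidation the adjusted p was 9.58e-06, 0.00456 and 0.0574 (0.622, 0.834 and 0.773 with an estimated correlation). For the amino acid stress response it was 0.00679, 9.28e-07 and 9.98e-05 (0.744, 0.506 and 0.445 with an estimated correlation). The cell cycle had an adjusted p of 1.52e-07, 4.23e-07 and 5.09e-06 (0.744, 0.823 and 0.693 with an estimated correlation). Fatty acid synthesis had 0.313, 0.63 and 0.454 (0.805, 0.912 and 0.773 with an estimated correlation), and the unfolded protein response 0.445, 0.425 and 0.595 (0.805, 0.84 and 0.773 with an estimated correlation). No member of the 7 lists passed over all genes or when adjusted over the list alone.
Cholesterol synthesis passed with HC without siC HC 7 (adjusted p = 0.0453) or siC Ut 2 (adjusted p = 0.0243), and lost its call with SB without siC SB 5 (adjusted p = 0.213) or siC Ut 1 (adjusted p = 0.0712). The amino acid stress call with HC was lost without siC HC 7 (adjusted p = 0.0639) and pointed the other way without siC HC 82 (adjusted p = 0.959). The cell cycle call with HC was lost without siC HC 82 (adjusted p = 0.0561). Without that library the interferon median with HC was −0.14 (adjusted p = 0.0446), and without siC SB 81 the medians with SB were −0.13 for the interferon response, 0.22 for the amino acid stress response and 0.16 for the cell cycle. Leaving out siC Ut 2 gave medians of 0.15 with HC (adjusted p = 0.0486) and 0.28 with SB for the amino acid stress response, and 0.20 with HC for the cell cycle. The label of siC Ut 13, a control here, is in doubt from its Cyp1a1 value of 917.4, and without it the fatty acid oxidation median with HC was −0.11 (adjusted p = 0.0029). Fatty acid oxidation lost its call with SB without siC SB 81 (adjusted p = 0.713) or siC Ut 13 (adjusted p = 0.0976), and passed with Bemp without siC Bemp 10 (adjusted p = 0.00187), siC Ut 1 (adjusted p = 0.0319) or siC Ut 2 (adjusted p = 0.0449). The interferon list passed with Bemp without the library labelled siC Bemp 11 (adjusted p = 0.0056) or siC Ut 2 (adjusted p = 0.0287).
The libraries fell into runs across groups, and some calls depended on how these were treated. In a fit of only the 2 groups compared, cholesterol synthesis passed with HC (adjusted p = 0.00394), and the interferon response (adjusted p = 0.0194) and fatty acid oxidation (adjusted p = 0.0299) passed with Bemp, a group that holds the library labelled siC Bemp 11. With the run factor, added after the data were seen, cholesterol synthesis passed with HC (median 0.27, adjusted p = 1.96e-04) and Bemp (median 0.31, adjusted p = 9.61e-09). That factor ended the calls of the cell cycle with Bemp (median 0.03, adjusted p = 0.297), of the amino acid stress response with HC (median 0.11, adjusted p = 0.11) and of fatty acid oxidation with SB (median −0.04, adjusted p = 0.251). With the number series as a covariate the amino acid stress call with HC (adjusted p = 0.0529) and the fatty acid oxidation call with SB (adjusted p = 0.334) were also lost. With quantile normalization, added after the data were seen, the unfolded protein response passed as lower with SB (median −0.13, adjusted p = 0.0118) and fatty acid oxidation with Bemp (adjusted p = 0.0292). The paper cites pathways altered differently in inhibitor-treated control and interfered cells (Figure S2T–V) in favor of HC, SB and Bemp acting as ACLY inhibitors.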

**FIGURE 2:**
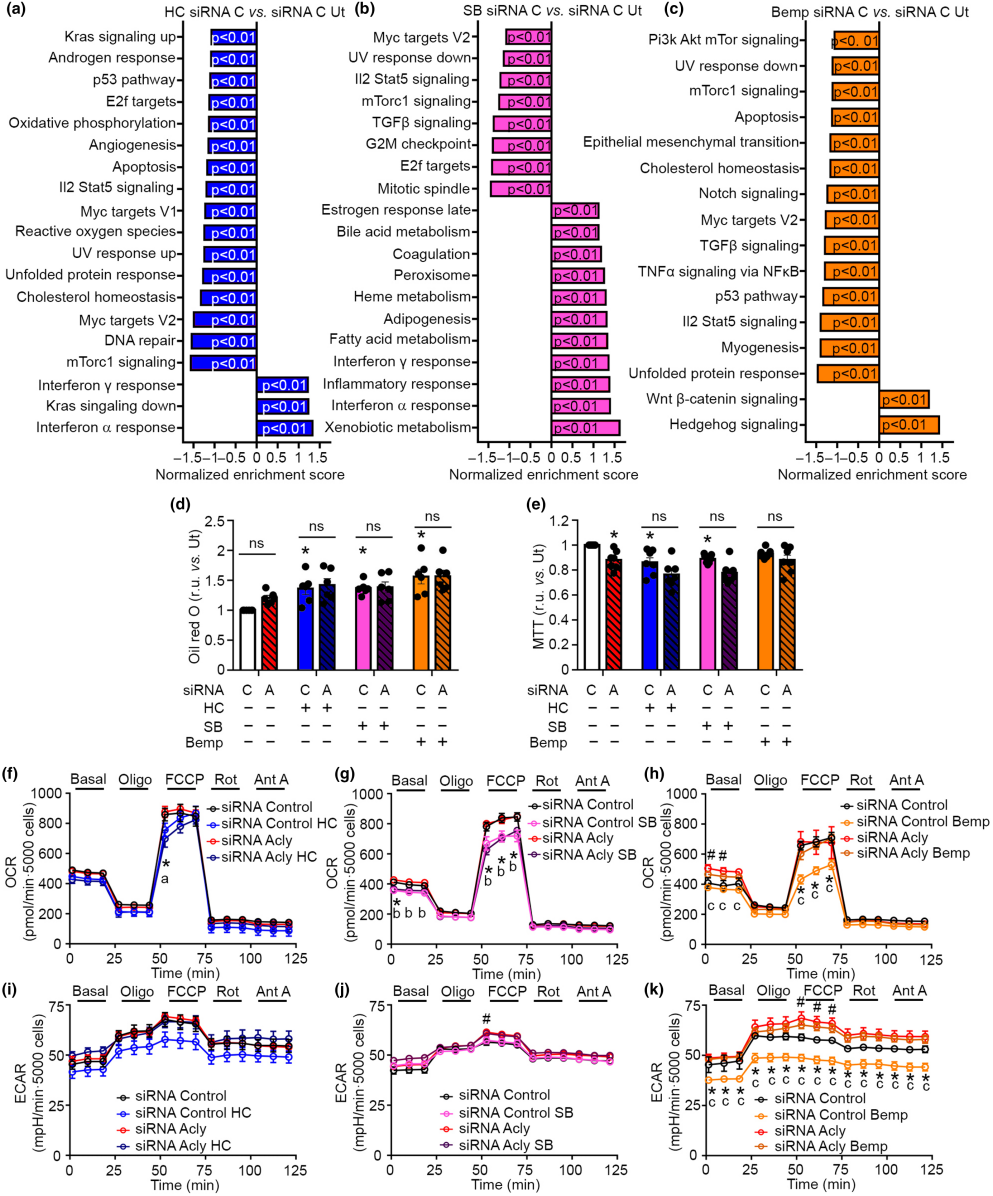
ACLY inhibitors increase lipid content and reduce metabolic activity. AML12 cells were siRNA interfered for *ACLY* expression and were treated with HC 1 mM, SB 10 μM, or Bemp 30 μM for 16 h. (a) Enriched gene sets by GSEA analysis in siRNA control HC vs. siRNA control. *n* = 3. (b) Enriched gene sets by GSEA analysis in siRNA control SB vs. siRNA control. *n* = 3. (c) Enriched gene sets by GSEA analysis in siRNA control Bemp vs. siRNA control. *n* = 3. (d) Lipid determination by Oil red O in AML12 cells. *n* = 6. Kruskal–Wallis Dunn's post hoc test. (e) Metabolic activity by MTT test. *n* = 7. Kruskal–Wallis plus Dunn's post hoc test. (f) OCR of cells treated with HC. *n* = 5 siRNA Control Ut, *n* = 5 siRNA Control HC, *n* = 3 siRNA ACLY Ut, *n* = 3 siRNA ACLY HC. Two‐way ANOVA plus Tukey post hoc test. (g) OCR of cells treated with SB. *n* = 5. Two‐way ANOVA plus Tukey post hoc test. (h) OCR of cells treated with Bemp. *n* = 5 siRNA Control Ut, *n* = 5 siRNA Control Bemp, *n* = 5 siRNA ACLY Ut, *n* = 5 siRNA ACLY Bemp. Two‐way ANOVA plus Tukey post hoc test. (i) ECAR of cells treated with HC. *n* = 5 siRNA Control Ut, *n* = 5 siRNA Control HC, *n* = 3 siRNA ACLY Ut, *n* = 3 siRNA ACLY HC. Two‐way ANOVA plus Tukey post hoc test. (j) ECAR of cells treated with SB. *n* = 5. Two‐way ANOVA plus Tukey post hoc test. (k) ECAR of cells treated with Bemp. *n* = 5 siRNA Control Ut, *n* = 5 siRNA Control Bemp, *n* = 4 siRNA ACLY Ut, *n* = 5 siRNA ACLY Bemp. Two‐way ANOVA plus Tukey post hoc test. A, siRNA ACLY; Ant A, antimycin A; Bemp, bempedoic acid; C, siRNA control; FCCP, carbonyl cyanide 4‐(trifluoromethoxy) phenylhydrazone; HC, Hydroxycitrate; ns, not significant; Oligo, oligomycin; Rot, rotenone; SB, SB‐204990; Ut, untreated. Data shown are the means ± SEM. *p < 0.05 HC vs. Ut or HC/SB/Bemp treatment in siRNA control cells vs. siRNA control Ut cells. ^#^ *p* < 0.05 siRNA ACLY Ut vs. siRNA Control Ut. ^a^ *p* < 0.05 siRNA ACLY HC vs. siRNA ACLY Ut. ^b^ *p* < 0.05 siRNA ACLY SB vs. siRNA ACLY Ut. ^c^ *p* < 0.05 siRNA ACLY Bemp vs. siRNA ACLY Bemp.

Based on the modulations induced by ACLY inhibitors in lipid metabolism, we further analyzed alterations in lipid content in AML12 hepatocytes siRNA interfered for ACLY expression treated or not with the ACLY inhibitors HC, SB, and Bemp. siRNA ACLY interfered AML12 hepatocytes showed a trend toward increased lipid content that did not reach statistical significance. Treatment with the different ACLY inhibitors (HC, SB, and Bemp) produced a marked increase in lipid content in siRNA control cells that was not further increased in siRNA ACLY interfered cells (Figure 2d). The metabolic activity of AML12 cells determined by MTT test, which can contribute to accumulate lipids if restricted, was reduced in siRNA ACLY interfered cells (Figure 2e). These effects were mimicked by the specific ACLY inhibitors HC and SB. However, the MTT activity of AML12 cells treated with Bemp, an ACLY inhibitor that also has an Ampk activatory action, failed to reach statistical significance (Pinkosky et al., 2013). We further analyzed whether mitochondrial functional dynamics were altered in siRNA ACLY interfered AML12 cells treated or not with ACLY inhibitors. The analysis of untreated siRNA ACLY interfered cells indicated that slight effects were produced in oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) when compared to untreated siRNA control cells (Figure 2f–k). Remarkably, SB and Bemp reduced FCCP‐induced maximal OCR moderately, while HC exhibited a milder reduction on OCR that did not reach statistical significance in the majority of the time points in siRNA control cells (Figure 2f–h). ECAR was found specifically reduced in siRNA control cells treated with Bemp, suggesting a potent inhibition of glycolysis (Figure 2i–k). Differences promoted by HC and SB were still observable in siRNA ACLY interfered cells, while differences promoted by Bemp were not found in siRNA ACLY interfered cells, which suggests that certain effects of ACLY inhibitors do not require ACLY expression. Overall, these results indicate that diverse widely‐used ACLY inhibitors have common and specific effects in AML12 cells, and highlight that, among the ACLY inhibitors tested, HC produces the mildest effects in mitochondrial performance.

### 2.3 Hydroxycitrate delays early mortality in mice

Given the important role of ACLY in organismal health, we set out to investigate whether chronic treatment with ACLY inhibitors can extend the lifespan of wild‐type mice fed with a heathy standard diet (STD). For that, we treated adult wild‐type C57BL/6 male mice with the natural ACLY inhibitor HC that had the mildest effects in mitochondrial function. Our results indicated the lack of significant alterations in global longevity and reduced body weight late in life (i.e., Weeks 115–125 of life) in the absence of differences in energy intake (Figure 3a–c and Figure S3A). However, mice treated with HC exhibited significant delays in spontaneous early mortality at 70%–90% mice survival in the longevity study (Figure 3d). Remarkably, mice treated with HC showed similar incidence of major pathologies at time of death, suggesting that chronic exposure to HC does not produce toxicity at the given dose (Figure 3e). Overall, these data indicate that HC could alter molecular mechanisms of aging that predispose to early mortality in mammals.

**FIGURE 3:**
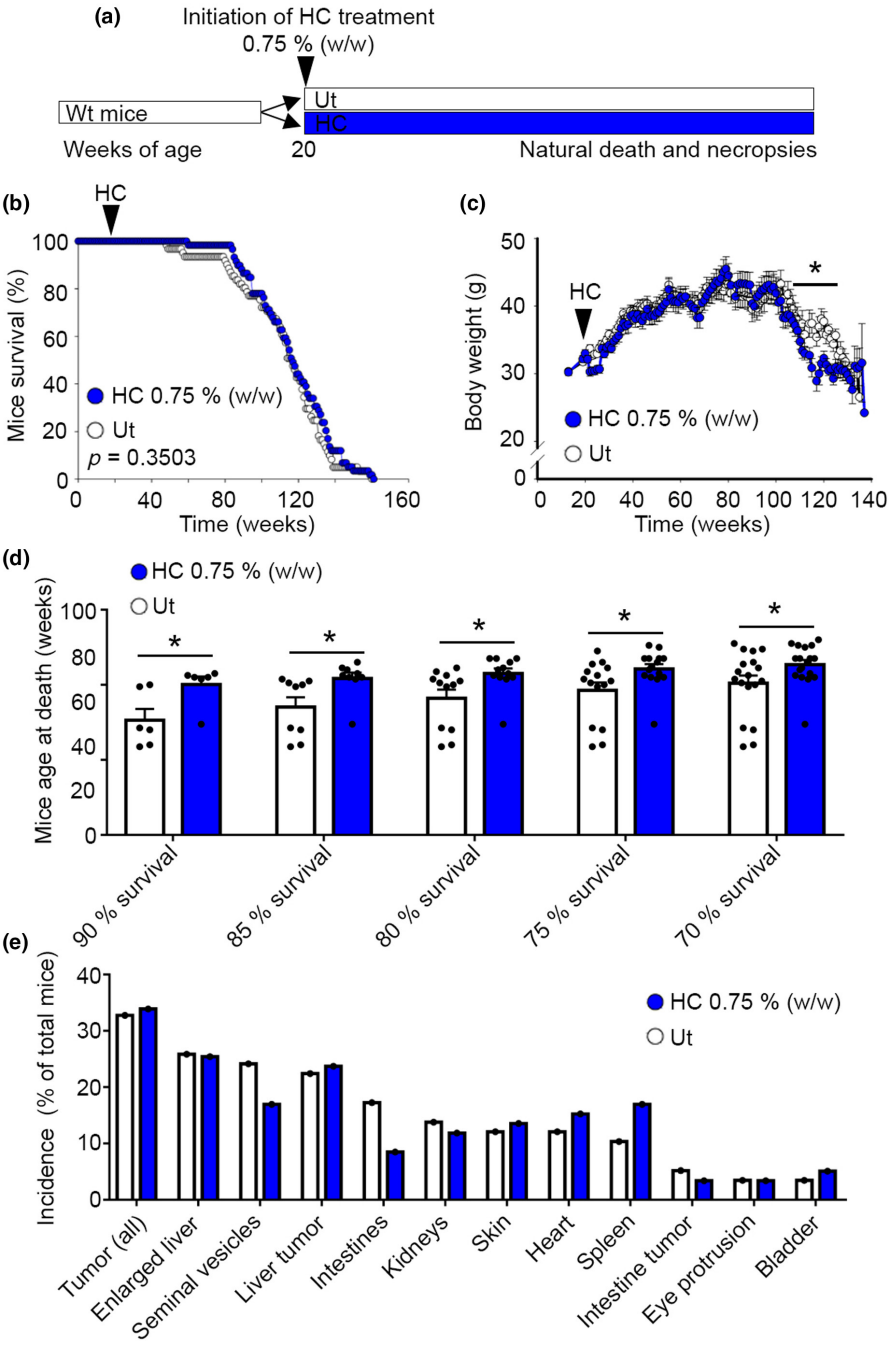
The ACLY inhibitor HC delays early mortality in mice. (a) Graphical representation of the experimental model. (b) Kaplan–Meier survival curve of wild‐type mice treated or not with 0.75% (w/w) HC. *n* = 61 Ut, *n* = 59 HC. Survival by logrank. (c) Body weight during longevity assay. *n* = 24 Ut, *n* = 20 HC at the initiation of the study. Student's *t*‐test. (d) Age at death of the shortest living mice in longevity study. *n* = 6 for 90% survival (i.e., age of death of the 10% shortest living mice). *n* = 9 for 85% survival. *n* = 12 for 80% survival. *n* = 15 for 75% survival. *n* = 18 for 70% survival. Student's *t*‐test. (e) Major pathologies detected at time of death. *n* = 58 Ut, *n* = 59 HC. Fisher exact test. HC, hydroxycitrate; r.u., relative units; Ut, untreated. Data shown are the means ± SEM or incidence over total mouse population. *p < 0.05 HC vs. Ut.

### 2.4 Hydroxycitrate does not improve glucoregulation and alters locomotor function in healthy‐fed mice

HC is a known competitive inhibitor of the ACLY, a protein at the interphase of lipid, carbohydrate, and protein metabolism. Therefore, it is tempting to speculate that delay in early mortality could be due to alterations in metabolic health, which is known to predispose to early death (Mitchell et al., 2014). Mice in the longevity assay were evaluated for indirect calorimetry to determine spontaneous changes in activity, energy expenditure, and to evaluate preferences in lipid and carbohydrate utilization. Results indicated that HC does not alter the aforementioned parameters in mice (Figure S4A–G). We next focused to determine effects of HC in glucoregulation in wild‐type mice treated with HC fed with a healthy STD or high‐fat diet (HFD). Our results determined that mice treated with HC fed with a healthy STD did not exhibit alterations in glucoregulation and insulinemia in oral glucose tolerance test (OGTT), intraperitoneal pyruvate tolerance test (IPPTT), and insulin tolerance test (ITT) (Figure S4H–K). Mice only exhibited a modest increase in fasting circulating glucose on mice fed a healthy STD that did not contribute to increase the homeostatic assessment of insulin resistance (HOMA‐IR), while aspartate transaminase (AST) and ALT markers of liver damage were not altered (Figure S4L–P). Moreover, mice exhibited a trend toward increased glycated hemoglobin levels, suggesting long‐term effects in glycemic levels in STD‐fed mice treated with HC (Figure S4Q). Separated experiments showed a nearly significant (*p* = 0.06) reduced fasting‐induced energy intake, supporting seminal observations indicating the appetite suppressant activity of HC (Figure S4R) (Sullivan et al., 1974; Westerterp‐Plantenga & Kovacs, 2002). We next focused to determine the effects of HC in other relevant aspects of aging, such as neurocognitive health and muscle strength. Neurocognitive test indicated the lack of effects of HC in spatial memory (Barnes Maze test) (Figure S4S–U). Fear conditioning and performance on novel object recognition test were also unaffected in HC‐treated mice fed with STD, indicating the lack of effects of HC treatment in neurocognitive health (Figure S4V–X). Remarkably, HC produced an increase in wire hang performance, which reflects preferentially fatigability, while reduced rotarod performance (motor coordination) in mice fed with a healthy STD (Figure S4Y,Z). These results suggest the presence of alterations in muscle tissue in mice fed with a standard healthy diet treated with HC.

Mice fed with a HFD treated with HC exhibited similar body weight, energy intake, as well as glucose and pyruvate tolerance when compared to untreated HFD‐fed mice (Figure S5A–F). HFD‐HC mice exhibited enhanced insulin tolerance when compared to HFD mice (Figure S5G). Similar to STD‐fed mice, mice treated with HC in a HFD exhibited a trend toward increased fasting glucose that did not lead to alterations in the HOMA‐IR index (Figure S5H–J). Interestingly, fasting‐induced energy intake was unaltered in these mice, while glycated hemoglobin levels were significantly reduced, indicating that, under metabolically challenging conditions such as HFD, HC reduces long‐term glycemic levels (Figure S5K,L). HC did not produce remarkable effects in neurocognitive health and muscle strength in HFD‐fed mice (Figure S5M–Q). These results show that only in metabolically challenging conditions (i.e., HFD), HC alters glucoregulatory processes, indicating that, in healthy feeding regimens, the effects on longevity are separated from improvements in metabolic health.

### 2.5 HC promotes a rich energetic status in the liver

We next focused to analyze the tissues of mice treated with HC for 21 weeks (41 weeks of age). At the time of euthanization, the weight of white adipose tissue (WAT), brown adipose tissue (BAT), and pancreas were greater in mice treated with HC fed with a healthy STD, while alterations in tissue weight were not observed in HFD‐fed mice treated with HC (Figure 4a and Figure S6A). Noticeably, hepatic tissue of healthy‐fed mice treated with HC exhibited enhanced glycogen and triglyceride accumulation (Figure 4b–d). This is particularly interesting, as ACLY, the target of HC, participates in de novo lipogenesis. In addition, Sirius red staining showed greater collagen depositions in mice treated with HC (Figure 4b,e–g). These results agree with the transcriptional profile of AML12 cells treated with ACLY inhibitors (Figure 2 and Figure S2).

**FIGURE 4:**
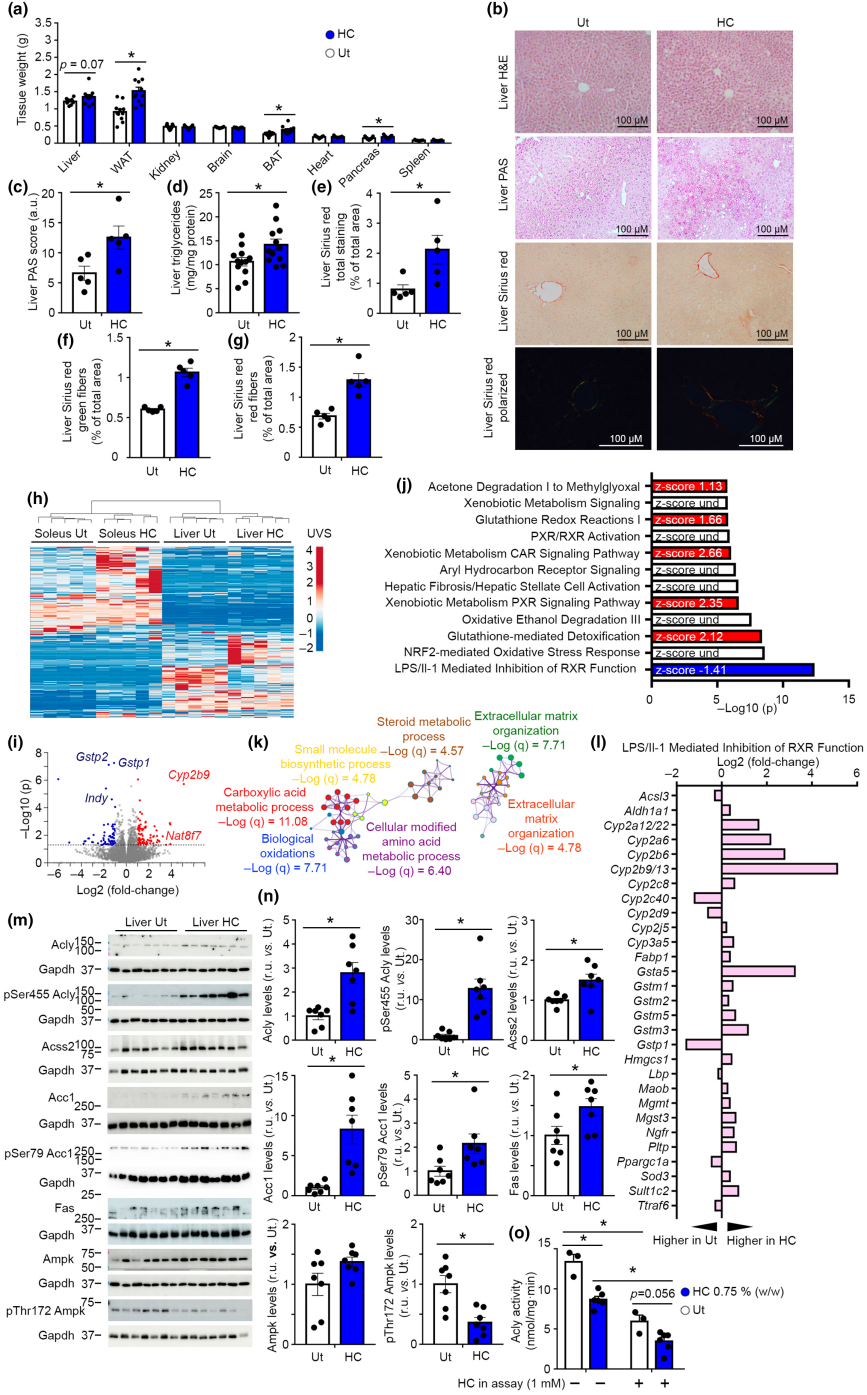
HC increases glycogen and lipid accumulation in the liver. (a) Tissue weight at euthanization in mice fed with healthy STD at 41 weeks of age (21 weeks of treatment). *n* = 11. Student's *t*‐test. (b) Histological analysis of liver tissue to determine the tissue structure by hematoxylin and eosin staining, glycogen depositions by PAS staining and collagen depositions by Sirius red staining. *n* = 5. (c) PAS score in liver tissue; *n* = 5; Student's *t*‐test. (d) Triglyceride content in liver tissue; *n* = 12; Student's *t*‐test. (e) Sirius red total area in liver tissue; *n* = 5; Student's *t*‐test. (f) Green fibers under polarized light in Sirius red staining in liver tissue; *n* = 5; Student's *t*‐test. (g) Red fibers under polarized light in Sirius red staining in liver tissue; *n* = 5; Student's *t*‐test. (h) Heatmap of raw counts of differentially expressed genes (*p* ≤ 0.05, Log2 of fold‐change ≥1 or ≤−1) in soleus and liver tissue; *n* = 5. (i) Volcano plot depicting the fold change and the statistical significance of transcripts in liver. Over‐expressed transcripts are highlighted in red and downregulated transcripts are highlighted in blue. Reference line shows the threshold of significance. (j) 12 top significantly modulated canonical pathways by ingenuity pathway analysis in liver. Bars with positive *z*‐scores are filled in red and bars with negative *z*‐scores are filled with blue. *n* = 5. (k) Top 7 enriched terms by Metascape analysis in liver tissue. *n* = 5. (l) Significantly modulated genes in the canonical pathway “LPS/Il‐1‐mediated inhibition of RXR function” in liver tissue. *n* = 5. (m) Representative western blots of hepatic proteins of mice treated with HC. *n* = 7. (n) Densitometric quantification of western blots shown in panel m; *n* = 7; Student's *t*‐test. (o) Hepatic ACLY activity. ACLY activity was determined in the presence or not of HC in the assay; *n* = 3 Ut, *n* = 6 HC. Two‐way ANOVA plus Tukey post hoc test. a.u., arbitrary units; H&E, hematoxylin and eosin; HC, hydroxycitrate; r.u., relative units; Und, undetermined; Ut, untreated; UVS, unit variance scaling. Data shown are the means ± SEM. *p < 0.05 HC vs. Ut.

Alterations in lipid profiles have been associated with longevity, indicating that a higher ratio of monounsaturated fatty acids to polyunsaturated fatty acids predisposes to longer lifespan (Puca et al., 2008; Schroeder & Brunet, 2015). The analysis of lipid species indicated major alterations in the lipidome in mice treated with HC fed with STD (Figure S6B–D). The overall pattern of fatty acid methyl esters (FAMES) in the liver of STD‐fed mice treated with HC was associated with decreases in stearic acid (saturated), increases in monounsaturated species (16:1 and 18:1) and decreases in arachidonic acid (20:4) (Figure S6B). Interestingly, no major changes were observed in the WAT of STD‐fed mice treated with HC (Figure S6B). The analysis of diglyceride and triglyceride species of STD‐fed mice treated with HC showed an increase in shorter species rich in unsaturations (50:4) and reductions in longer species rich in unsaturations (54:4 and 56:8) (Figure S6C,D). In the WAT, we found minimal alteration in diglycerides species, increases in shorter triglycerides (50:1, 50:3/52:4, and 52:6) and reduced levels of longer triglycerides (54:2, 54:3, and 54:4) (Figure S6C,D). The analysis of hepatic FAMES in mice fed with HFD indicated the absence of major changes, with a slight increase of palmitic acid (16:0) (Figure S6E). Overall, lipid analyses reflect that, in mice fed with healthy STD, HC produces lipidic changes in the liver that can contribute to modulate membrane fluidity and signaling events relevant to sustain metabolic health and survival.

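RNA was sequenced from the livers of 5 untreated mice (Ut) and 5 mice given HC, all male C57BL/6. HC was given at 7.5 g per kg of diet from 20 weeks of age for 21 weeks, and tissue was taken at 41 weeks after a fast of 16 h. The authors' methods name a stranded mRNA kit, whereas the labels of the liver and soleus samples name rRNA depletion with a directional kit. Reads were sequenced, aligned to UCSC mm10 and normalized by the median of ratios as for AML12 cells, and the deposited values are again normalized values. The estimated depth was 7.69 to 9.89 M reads in untreated livers (median 9.01) and 7.74 to 13.1 M in HC livers (median 8.99). The values were analysed with limma on log2 values after adding 1, for 11497 genes with a value of at least 10 in at least 5 livers, and 27 gene lists were tested with camera. In simulated data this test called 82% of genes changed by a log2 of 1 and 99% of genes changed by 2. These shares hold for 100 changed genes of each size and would be lower with fewer, as the adjusted limit is then stricter. The first principal component held 20.6% of the variance. Livers and soleus muscles carry the same replicate numbers, but the numbers were not used to pair HC with untreated mice.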

We next focused to determine transcriptional modulations that could drive toward delayed early mortality in mice treated with HC. Transcriptional analysis of the liver tissue indicated a robust modulation of the transcriptome (Figure 4h,i). 

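Hmgcs1, which encodes the cytosolic enzyme at the start of cholesterol synthesis, was 869.7 ± 84.0 in HC livers and 642.1 ± 43.2 in untreated livers (SD, n = 5 each). Its log2 fold change was 0.43 (standard error 0.09, limma adjusted p = 0.514), and each HC liver lay above each untreated liver (exact permutation test, two-sided p = 0.00794, the smallest that 5 mice against 5 allow). Acly was 1025 ± 151 and 1020 ± 99.5 (SD, n = 5 each), a log2 fold change of 0.00 (standard error 0.11). The genes Capn8, Serpina7 and Ccnd1, chosen after their values were seen, had log2 fold changes of −1.81 (standard error 0.34), 1.03 (standard error 0.20) and 1.13 (standard error 0.28), and in each all HC livers lay on 1 side of all untreated livers. Capn8 is a protease, Serpina7 carries thyroid hormone and Ccnd1 starts the cell cycle. Beyond a log2 fold change of 1 at an unadjusted p of 0.05 or lower, 64 genes differed, 29 higher and 35 lower with HC. By limma no gene passed an adjusted p of 0.05, and 488 of 11497 genes had an unadjusted p under 0.05, against 575 expected by chance. The count of 64 was 40 without the mouse HC 4.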

In the liver, 156 genes were significantly altered (*p* ≤ 0.05, Log2 of fold‐change ≥1 or ≤−1). Among those genes, there was a downregulation of several glutathione S‐transferases pi (*Gstp1* and *Gstp2*). Moreover, the liver of HC‐treated mice exhibited reduced mRNA levels of *Indy*, a gene coding for the plasma membrane citrate transporter, which reduced expression is known to resemble a calorie restriction phenotype including protection from metabolic deregulations (Birkenfeld et al., 2011). 

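Gstp1 and Gstp2 encode glutathione S-transferases of the pi class, which join glutathione to electrophiles so that cells can clear them, and lie side by side on chromosome 19 (4035407 to 4037985 and 4040285 to 4046023). Gstp1 was 6384 ± 1558 in HC livers and 13650 ± 3454 in untreated livers (SD, n = 5 each). Its log2 fold change was −1.09 (standard error 0.20, limma adjusted p = 0.514). Gstp2 was 42.4 ± 14.7 and 126.3 ± 46.1 (SD, n = 5 each), a log2 fold change of −1.53 (standard error 0.29, adjusted p = 0.514). For each gene, 4 of 5 HC livers lay below every untreated liver (exact permutation test, two-sided p = 0.0159). The transcripts of these paralogs are alike, so reads of the abundant Gstp1 may count toward Gstp2.

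**Figure D2:**
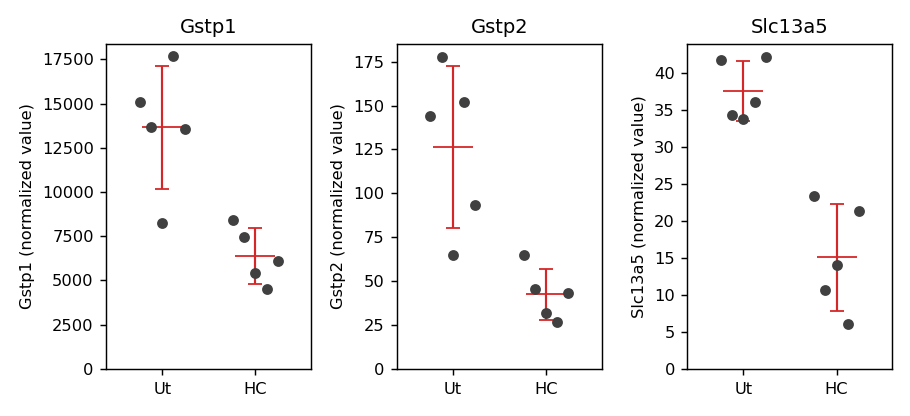
Normalized values of Gstp1, Gstp2 and Slc13a5 in untreated and HC livers, with 1 point per mouse and bars for the mean and SD of 5 mice. Group means are 13650 and 6384 for Gstp1, 126.3 and 42.4 for Gstp2, and 37.7 and 15.1 for Slc13a5.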

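Indy is listed as Slc13a5, on chromosome 11 from 72241989 to 72267222. Its normalized value was 15.1 ± 7.22 in HC livers and 37.7 ± 4.07 in untreated livers (SD, n = 5 each), a log2 fold change of −1.39 (standard error 0.30, limma adjusted p = 0.964). All 5 HC livers lay below all 5 untreated livers (exact permutation test, two-sided p = 0.00794, the smallest that 5 mice against 5 allow). Pck1, the rate-setting enzyme of gluconeogenesis, was chosen after its values were seen and was 38510 ± 4658 against 53540 ± 8337 (SD, n = 5 each). The difference was −0.47 on the log2 scale (standard error 0.14, adjusted p = 0.995). Slc13a5 has low values, and adding 1 before the logarithm makes its fold change smaller than it is.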

Transcriptional profiles of liver supported the modulations of pathways related to citrate metabolism (i.e., *Indy*). We further analyzed the molecular pathways altered by HC using IPA, GSEA, ShinyGO, and Metascape platforms for transcriptional analyses. 

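All 23 genes of the unfolded protein response had lower means in HC livers than in untreated livers (median log2 fold change −0.14). The endoplasmic reticulum chaperones Hspa5 and Hsp90b1 had −0.10 (standard error 0.22) and −0.09 (standard error 0.14). The list passed with camera (adjusted p = 5.67e-04, or adjusted p = 0.706 with an estimated correlation), with no member passing over all genes or when adjusted over the list alone. Its call was lost without the untreated mice Ut 1 (adjusted p = 0.0518) or Ut 2 (adjusted p = 0.111).
Foxa2 (also Hnf-3b), a transcription factor of fasting metabolism, was 329.6 ± 64.2 in HC livers and 216.3 ± 36.7 in untreated livers (SD, n = 5 each). Its log2 fold change was 0.60 (standard error 0.15, limma adjusted p = 0.995), and 4 of 5 HC livers lay above every untreated liver (exact permutation test, two-sided p = 0.0159). Pklr, the liver pyruvate kinase, was 807.6 ± 320 and 600.3 ± 74.2 (SD, n = 5 each, log2 fold change 0.36, exact p = 0.151). Of 31 genes of glycolysis and gluconeogenesis, 4 of them named by the paper, 17 had higher and 14 lower means. That list had a median of 0.01, a mean of −0.01 and a test pointing up (adjusted p = 0.976, or adjusted p = 0.985 with an estimated correlation), and 1 member was higher when adjusted over the list alone.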

GSEA indicated that unfolded protein response was downregulated, while beta cell signaling, which refers to alterations in expression levels of transcripts involved in glucose metabolism such as *Hnf1a*, *Hnf‐3b*, *Gck*, and *Pklr*, was upregulated (i.e., positive enrichment score) (Figure S6F). 

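Genes of the extracellular matrix were higher in HC livers for 36 of 40 genes (median log2 fold change 0.40, camera adjusted p = 1.55e-12, or adjusted p = 0.469 with an estimated correlation). The most abundant members, Fn1 and Col18a1, had −0.10 (standard error 0.19) and 0.07 (standard error 0.11). Col1a1, chosen after its values were seen, was 134.6 ± 144 in HC livers and 46.7 ± 9.07 in untreated livers (SD, n = 5 each, exact permutation test, two-sided p = 0.23). Its value was 383.6 in HC 4, and 19.76 in HC 1, below every untreated liver. Without HC 4 the matrix list had a median of 0.16 (adjusted p = 3.8e-06). Markers of hepatic stellate cells, which make much of the liver's collagen, were higher for 12 of 15 genes (median 0.44, adjusted p = 7.58e-07, or adjusted p = 0.469 with an estimated correlation). Ecm1 and Reln had 0.25 (standard error 0.12) and 0.44 (standard error 0.18). Markers of cholangiocytes, the cells of bile ducts, were higher for 7 of 7 genes (median 0.64, adjusted p = 4.33e-05, or adjusted p = 0.345 with an estimated correlation), and 2 rose when adjusted over the list alone. There Spp1, osteopontin, had 0.74 (standard error 0.32). Hepatocyte markers had higher means for 6 and lower for 9 of 15 genes (median −0.10, adjusted p = 0.677, or adjusted p = 0.958 with an estimated correlation), with 1 lower when adjusted over the list alone. Alb, albumin, had 0.22 (standard error 0.22) and Trf, transferrin, 0.01 (standard error 0.15).
Genes of cholesterol synthesis were higher for 22 of 25 (median 0.17, adjusted p = 6.45e-07, or adjusted p = 0.469 with an estimated correlation), 2 of them when adjusted over the list alone. That median was 0.11 without HC 5 (adjusted p = 3.1e-04) or Ut 4 (adjusted p = 5.45e-04). Sc5d, an enzyme late in the pathway, had 0.17 (standard error 0.11). Genes of fatty acid synthesis had a median of 0.01, with 11 of 19 higher (adjusted p = 0.776, or adjusted p = 0.958 with an estimated correlation). Scd1, the main desaturase, had 0.84 (standard error 0.43), Elovl5 0.06 (standard error 0.17), and Acaca and Fasn, which make the fatty acid chain, −0.01 (standard error 0.15) and 0.01 (standard error 0.27). The value of Scd1 was 99957 in HC 4, 19141 to 26274 in the other HC livers and 10920 to 33150 in untreated livers. The 12 genes that supply citrate and acetyl-CoA had a median of 0.00 and a mean of −0.08, with a test pointing down (adjusted p = 0.828, or adjusted p = 0.958 with an estimated correlation), and 1 fell when adjusted over the list alone. Of these, Idh1 had 0.06 (standard error 0.08) and Acss2, which makes acetyl-CoA from acetate, −0.09 (standard error 0.15). No member of the 7 lists passed over all genes by limma.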

Analyses using IPA, ShinyGO, and Metascape indicated a profound alteration in pathways related to extracellular matrix, collagen depositions, responses to xenobiotics, and fatty acid metabolism (Figure 4j,k and Figure S6G). 

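Glutathione S-transferases were higher in HC livers for 16 of 20 genes (median log2 fold change 0.20, camera adjusted p = 0.031, or adjusted p = 0.706 with an estimated correlation). The paper names 7 of them for these livers, and the 2 that passed when adjusted over the list alone were both lower. The microsomal transferase Mgst1, the most abundant member, had 0.00 (standard error 0.09). The list call was lost without HC 1 (adjusted p = 0.164), HC 2 (adjusted p = 0.546), HC 4 (adjusted p = 0.132), Ut 3 (adjusted p = 0.118) or Ut 5 (adjusted p = 0.141). It was also lost with no limit on low values (adjusted p = 0.051). Targets of NRF2, the transcription factor that answers oxidative stress, had higher means for 15 and lower for 9 of 24 genes (median 0.05, adjusted p = 0.651, or adjusted p = 0.958 with an estimated correlation). No target passed over all genes or when adjusted over the list alone. Cat, catalase, was 27900 ± 1031 in HC livers and 25730 ± 1771 in untreated livers (SD, n = 5 each, log2 fold change 0.12, exact permutation p = 0.0238, two-sided), and Ftl1, ferritin light chain, had −0.07 (standard error 0.12).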

Among those alterations, IPA indicated that the main pathways altered by HC in hepatic tissue included LPS‐Il1‐mediated inhibition of retinoid X receptors (RXR) function, NRF2‐mediated oxidative stress responses, glutathione‐mediated detoxification and pathways related to xenobiotic metabolism. In this line, expression levels of significantly altered transcripts in LPS‐Il1‐mediated inhibition of RXR function showed increased RNA expression of several metabolizing enzymes (Cyp family) and genes involved in glutathione metabolism (Gst family) (Figure 4l). These pathways are suggestive of effects derived from the chronic exposure to the xenobiotic (i.e., HC) in hepatic tissue.

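Cyp2b9 (chromosome 7, 26173411 to 26210661), a cytochrome P450 of the family that xenobiotics induce, was 771.7 ± 808 in HC livers and 22.3 ± 19.2 in untreated livers (SD, n = 5 each). The log2 fold change was 4.26 (standard error 1.13, limma adjusted p = 0.995), with 4 of 5 HC livers above every untreated liver (exact permutation test, two-sided p = 0.0317). Cyp2a22 had 1.25 (standard error 0.44, exact p = 0.0476). Cyp2j5, which oxidizes arachidonic acid, was 5097 ± 290 against 4432 ± 289, with all HC livers above (exact p = 0.00794, log2 fold change 0.20). Cyp2d9, a steroid hydroxylase more abundant in males, was 12670 ± 3035 against 19310 ± 1691, with all HC livers below (exact p = 0.00794, log2 fold change −0.64). Cyp2a12 had 0.10 (standard error 0.10) and Cyp2c40 −0.97 (standard error 0.50).
Among glutathione transferases of the mu class, Gstm1 had 0.21 (standard error 0.23), Gstm2 0.47 (standard error 0.23), Gstm3 0.85 (standard error 0.42) and Gstm5 0.57 (standard error 0.23), with exact p values of 0.0794 to 0.468. Mgst3 had 0.45 (standard error 0.29). Other transcripts of the panel moved less than a log2 of 1, from 0.69 for the sulfotransferase Sult1c2 (exact p = 0.0159) and 0.56 for the receptor Ngfr (exact p = 0.0238) to −0.48 for the coactivator Ppargc1a (exact p = 0.0317). None had an adjusted p under 0.514. Cyp2b13 and Nat8f7 lay below the limit on low values, and Gsta5 is not listed. Reads shared within the Cyp2b and Gstm families leave the member uncertain.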

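Of 26 cytochromes P450 of xenobiotic metabolism, 18 had higher and 8 lower means in HC livers (median log2 fold change 0.10, camera adjusted p = 0.121, or adjusted p = 0.706 with an estimated correlation). The paper names 7 of them for these livers. Cyp2e1, which oxidizes ethanol and was the most abundant, was 87170 ± 10570 in HC livers and 84660 ± 10300 in untreated livers (SD, n = 5 each), a log2 fold change of 0.04 (standard error 0.14). Cyp4a14, which oxidizes fatty acids, had −0.33 (standard error 0.21). No member passed over all genes, and 1 was higher and 2 were lower when adjusted over the list alone. The list passed without the mouse HC 5 (adjusted p = 0.00508) or the mouse Ut 3 (adjusted p = 0.0154). It also passed with no limit on low values (adjusted p = 0.0193) and with quantile normalization, added after the data were seen (adjusted p = 0.0178). From the pathways of xenobiotic, glutathione and oxidative stress metabolism, the paper proposes that the liver shows effects of chronic exposure to HC.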

We next focused the analysis of liver tissue to determine the modulation of molecular mechanisms in which ACLY plays an important role, such as histone acetylation and energy metabolism. Epigenetic modulation of histones via acetylation is known to occur upon restriction of ACLY expression in cell cultures (Wellen et al., 2009). Our experiments indicated the absence of global alterations in histone and non‐histone protein acetylation in the liver of mice treated with HC, which is in agreement with previous work evaluating the effects of the ACLY inhibitor SB in mouse liver (Figure S6H–K) (Sola‐García et al., 2023). Interestingly, despite the fact that HC is a well‐established inhibitor of the ACLY, protein expression levels of ACLY and its phospho‐active pSer455 isoform were found to be increased in the liver of HC‐treated mice (Figure 4m,n). However, ACLY activity was reduced in liver lysates of mice treated with HC (Figure 4o). Additional experiments showed that HC administration in the enzymatic assay reduced ACLY activity in the liver of Ut‐ and HC‐treated mice, indicating effective inhibition of ACLY by HC. These results suggest that as a compensatory mechanism, upon HC‐mediated pharmacological ACLY inhibition, the transcriptional and posttranscriptional control of ACLY activity is enhanced. We found greater expression levels of cytosolic Acyl‐coenzyme A synthetase short‐chain family member 2 (Acss2), which participates in an alternative pathway that generates cytosolic Ac‐CoA, in the livers of mice treated with HC (Figure 4m,n). These results are in agreement with several studies showing enhanced Acss2 expression upon restriction of ACLY expression (Martinez Calejman et al., 2020; Wellen et al., 2009). Remarkably, phospho‐active pThr172 Ampk levels were found reduced, indicating a rich energetic status, while total levels of Acc1, the phospho‐inactive pSer79 Acc1, and Fas were increased in the livers of HC‐treated mice (Figure 4m,n). pSer235/236 S6, pThr37/46 4E‐bp1, and pSer473 Akt, markers of mTOR and Akt activity, respectively, were unaltered, suggesting that these pathways do not contribute substantially to the phenotype observed (Figure S6L,M). Restricted Ampk phosphorylation concomitant with enhanced ACLY phosphorylation and increased hepatic triglyceride levels suggest alterations in de novo lipogenesis or lipid expenditure (i.e., mitochondrial metabolism), as found in AML12 cells treated with ACLY inhibitors (Figure 2).

### 2.6 HC influences pathways critical for tissue regeneration in skeletal muscle

Given the alterations in locomotor function, we analyzed the effects of HC in skeletal muscle. The analysis in the soleus of cell size, glycogen content by Periodic acid–Schiff (PAS) staining and the fiber types (i.e., Myh7‐positive fibers) did not reveal major differences in this slow‐twitch muscle type (Figure 5a–c and Figure S7A). In addition, the ultrastructure analysis of soleus by electron microscopy did not evidence morphological changes in the mitochondria of HC‐treated mice, which showed similar circularity, matrix electron density, and cristae development when compared to untreated mice (Figure 5d and Figure S7B–D). In the gastrocnemius, we found similar glycogen content and reduced cellular cross‐sectional area (CSA) in mice treated with HC (Figure 5e–g). Further analyses of slow switch Myh7‐expressing fibers indicated the absence of differences in the gastrocnemius (Figure S5E–G). Similar to the liver, FAMES in the gastrocnemius of STD‐fed mice treated with HC was associated with decreases in short saturated acid species (16:0 and 18:0), increases in their monounsaturated species (16:1 and 18:1) (Figure S6B). The analysis of diglyceride and triglyceride species in the gastrocnemius determined reduced levels of 54:2 and 54:3, which were concomitant to increased 54:6 levels, suggesting greater levels of unsaturations in fatty acids forming diglycerides and triglycerides (Figure S6C,D). Overall, hepatic and gastrocnemius lipid analyses indicated similar changes promoted by HC.

**FIGURE 5:**
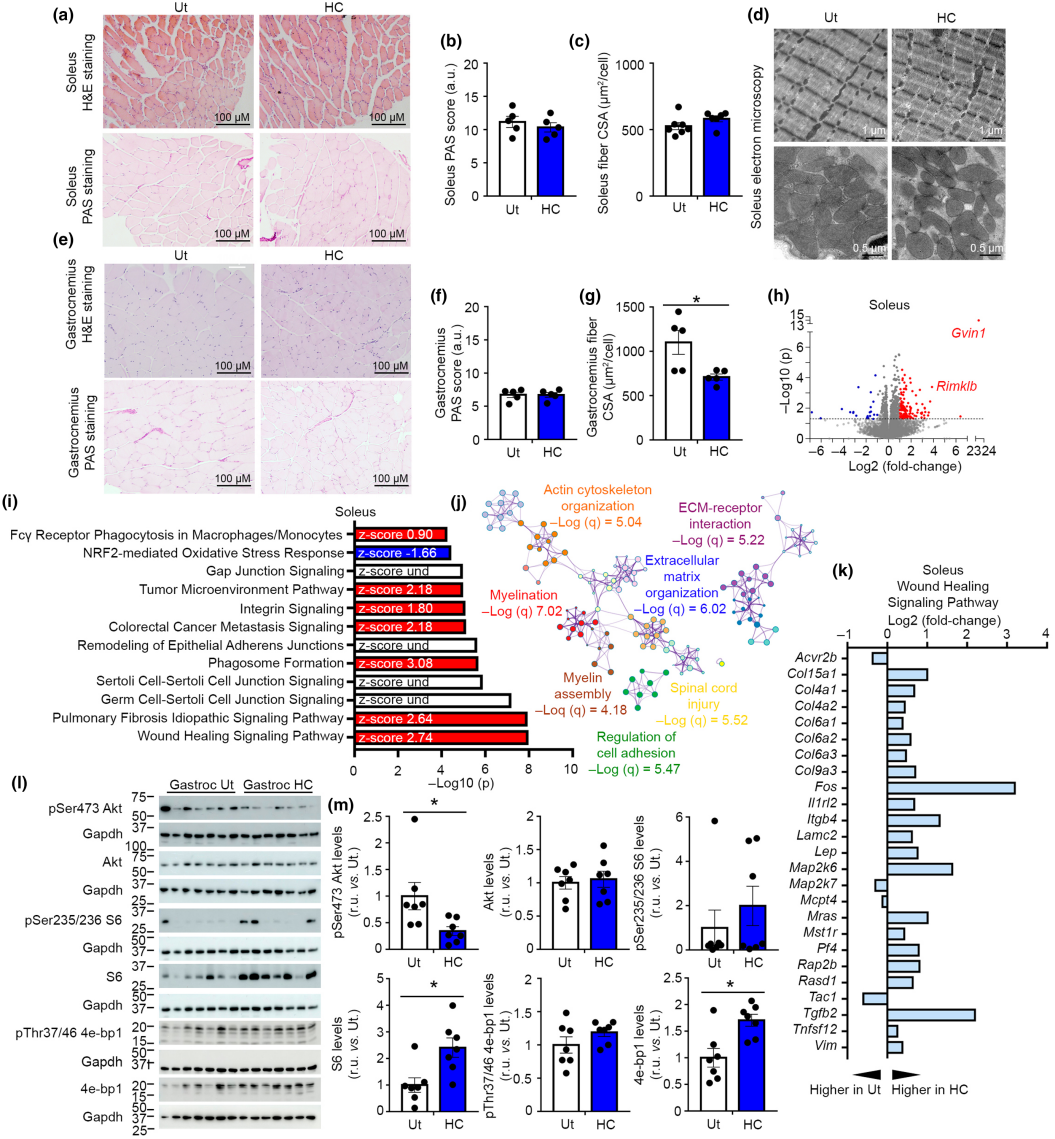
HC modulates pathways involved in tissue regeneration in skeletal muscle. (a) Histological analysis of cellular structure by hematoxylin and eosin staining and glycogen depositions by PAS staining in soleus tissue; *n* = 5. (b) PAS score in soleus tissue; *n* = 5; Student's *t*‐test. (c) Soleus fiber CSA; *n* = 7 Ut, *n* = 6 HC; Student's *t*‐test. 150–274 fibers were counted per soleus. (d) Ultrastructural analysis of the soleus by electron microscopy; *n* = 4. (e) Histological analysis of cellular structure by hematoxylin and eosin staining and glycogen depositions by PAS staining in gastrocnemius; *n* = 5. (f) PAS score in gastrocnemius tissue; *n* = 5; Student's *t*‐test. (g) Gastrocnemius fiber CSA; *n* = 5; Student's *t*‐test. 477–2261 fibers were counted per gastrocnemius. (h) Volcano plot depicting the fold change and the statistical significance of transcripts in soleus. Over‐expressed transcripts are highlighted in red and downregulated transcripts are highlighted in blue. Reference line shows the threshold of significance; *n* = 5. (i) 12 top significantly modulated canonical pathways by Ingenuity Pathway Analysis in soleus. Bars with positive *z*‐scores are filled in red and bars with negative *z*‐scores are filled with blue. *n* = 5. (j) Top 7 enriched terms by Metascape analysis in the soleus. *n* = 5. (k) Significantly modulated genes in the canonical pathway “wound healing signaling pathway” in the soleus; *n* = 5. (l) Representative western blots of gastrocnemius mice treated with HC fed with healthy STD at 41 weeks of age (21 weeks of treatment); *n* = 7. (m) Densitometric quantification of western blots shown in panel l; *n* = 7. Student's *t*‐test. a.u., arbitrary units; ECM, extracellular matrix; Gastroc, gastrocnemius; H&E, hematoxylin and eosin; HC, hydroxycitrate; r.u., relative units; Und, undetermined; Ut, untreated. Data shown are the means ± SEM. *p < 0.05 HC vs. Ut.

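RNA was sequenced from the soleus, a slow muscle of the leg, of 5 untreated mice and 5 mice given HC with the same diet, age and fasting as for the liver. The labels give the same rRNA depletion and directional kit, and the authors aligned and normalized the reads in the same way. The estimated depth was 8.93 to 11.2 M reads in untreated muscles (median 9.20) and 9.06 to 10.4 M in HC muscles (median 9.82). The deposited normalized values were analysed with limma for 12067 genes with a value of at least 10 in at least 5 muscles, and 27 gene lists were tested with camera. In simulated data the test called 85% of genes changed by a log2 of 1 and 97% of genes changed by 2. Both shares are for 100 changed genes of each size and would be lower with fewer. The first principal component held 31.6% of the variance.
Across the 10326 genes tested in both tissues, the log2 fold changes of soleus and liver had a Pearson's r of 0.152, where genes are not independent replicates. Of the genes beyond the paper's threshold in each tissue, 29 in liver and 15 in soleus were tested in both, and 0 were shared. A shared gene would be expected 0.0421 times if the tissues were independent.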

Transcriptional analysis of soleus indicated a robust modulation of the transcriptome with a distinctive transcriptional profile when compared with liver tissue in mice treated with HC (Figure 4h). 

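Sparc (chromosome 11, 55394500 to 55423183), a matrix protein that binds collagen, was 3002 ± 463 with HC and 2126 ± 206 untreated (SD, n = 5 each). Its log2 fold change was 0.49 (standard error 0.11, limma adjusted p = 0.654), and all 5 HC muscles lay above all untreated ones (exact permutation test, two-sided p = 0.00794, the smallest that 5 mice against 5 allow). Tceal7 and Dnajb1, a heat shock co-chaperone, had 0.63 (standard error 0.12) and 0.90 (standard error 0.19). Fbxo31, a part of a ubiquitin ligase, had −0.43 (standard error 0.09). All of these genes, Sparc among them, were chosen after their values were seen.
At an unadjusted p of 0.05 or lower and a log2 fold change beyond 1, 39 genes differed, 33 higher and 6 lower, so 84.6% were higher with HC. By limma no gene passed an adjusted p of 0.05, with 609 of 12067 genes at an unadjusted p under 0.05 against 603 expected by chance. The count of 39 (33 higher, 6 lower) was 69 higher and 38 lower without HC 1, 69 in all without HC 5 and 60 without Ut 5, and the share of higher genes was 43.5% without HC 5. Without HC 5, 1 gene passed an adjusted p of 0.05.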

In the soleus, 143 transcripts were significantly altered, with a remarkable high proportion of over‐expressed genes (~85%) (Figure 5h). 

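Gvin1 lies on chromosome 7 from 106156556 to 106215326. Its normalized value was 91.7 in the mouse HC 3 and 537.6 in the mouse HC 4, and it is listed at 0 in the other 3 HC muscles and in all 5 untreated muscles (exact permutation test, two-sided p = 0.444). Rimklb, on chromosome 6 from 122447296 to 122498761, ran from 3.88 to 9.39 in HC muscles and from 0 to 2.07 in untreated muscles. Every HC muscle lay above every untreated one (exact permutation test, two-sided p = 0.00794, the smallest that 5 mice against 5 allow). Both genes lay below the limit on low values and were left out of the limma test.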

Among over‐expressed genes, we found *Gvin1*, an interferon inducible pseudogene, and *Rimklb*, a gene with predicted citrate‐l‐glutamate ligase activity. In the soleus GSEA analysis showed marked increases in processes related to inflammation and core metabolic processes (Figure S7H). 

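Macrophage genes and genes that attract leukocytes were higher in HC soleus, while interferon genes went both ways. Ccl11, a chemokine that draws eosinophils, was 131.7 ± 22.0 with HC and 91.8 ± 10.4 untreated (SD, n = 5 each), a log2 fold change of 0.51 (standard error 0.14, exact permutation test, two-sided p = 0.0317). The chemotaxis list, with 7 measured genes, had all 7 higher (median 0.53, camera adjusted p = 0.00114, or adjusted p = 0.47 with an estimated correlation), and 1 rose when adjusted over the list alone. Cxcl12 had 0.18 (standard error 0.16). Macrophage markers were higher for 11 of 12 genes (median 0.38, adjusted p = 0.00528, or adjusted p = 0.563 with an estimated correlation), where Lyz2 had 0.28 (standard error 0.36) and Gpnmb −0.09 (standard error 0.20). Genes of MHC class II, which present antigens, were higher for 5 of 5 (median 0.59, adjusted p = 0.00377, or adjusted p = 0.497 with an estimated correlation), with Cd74 at 0.40 (standard error 0.32) and H2-Ab1 at 0.63 (standard error 0.34). Of 18 genes of the TNF and NF-kB response, 12 had higher means (median 0.16, adjusted p = 0.0866, or adjusted p = 0.497 with an estimated correlation), with Sod2 at −0.05 (standard error 0.09) and Nfkb1 at 0.08 (standard error 0.08). Interferon response genes split into 17 higher and 19 lower. Their median was −0.01 and their mean 0.04 with a test pointing up (adjusted p = 0.527, or adjusted p = 0.914 with an estimated correlation), and Gbp6 had 0.00 (standard error 0.12).
Among metabolic genes, 29 of 42 genes of oxidative phosphorylation had lower means (median −0.02, adjusted p = 0.651, or adjusted p = 0.914 with an estimated correlation). Atp5b and Atp5a1, parts of the ATP synthase, had −0.06 (standard error 0.10) and −0.04 (standard error 0.09). Genes of muscle atrophy, which break down muscle protein, were lower for 11 of 14 (median −0.13, adjusted p = 0.00114, or adjusted p = 0.149 with an estimated correlation), and 2 fell when adjusted over the list alone. Fbxo32, a ubiquitin ligase of muscle, had −0.45 (standard error 0.13) and Bnip3 −0.10 (standard error 0.08). Adipocyte genes split evenly, 7 of 14 higher (median 0.01, adjusted p = 0.771, or adjusted p = 0.914 with an estimated correlation). Of these the lipase Lpl had −0.10 (standard error 0.10) and Plin4 −0.15 (standard error 0.09), 1 member rose when adjusted over the list alone, and Lep, leptin, had 1.57 (standard error 0.52, exact permutation p = 0.0317). No member of any of these lists passed over all genes by limma.
Single mice decided several calls. The macrophage call was lost without HC 5 (adjusted p = 0.368), the MHC class II call without HC 5 (adjusted p = 0.148) or Ut 5 (adjusted p = 0.0718), and the atrophy call without HC 1 (adjusted p = 0.153). The TNF list passed without HC 1 (adjusted p = 0.0276) or Ut 3 (adjusted p = 0.0496), and the interferon list without HC 2 (adjusted p = 0.0237). The TNF list also passed with no limit on low values (adjusted p = 0.0269) and with replicates as a block (adjusted p = 0.0408). Oxidative phosphorylation passed as lower without HC 1 (adjusted p = 5.1e-04) and as higher without Ut 1 (adjusted p = 0.0124). The macrophage median was 0.24 without Ut 4 (adjusted p = 0.0473).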

Further analyses using IPA, ShinyGO, and Metascape indicated a profound alteration in myelination, extracellular matrix reorganization, and oxidative stress responses (Figure 5i,j and Figure S7I). 

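Myelin genes showed the largest list difference in the soleus. Pmp22, a membrane protein of myelin, was 935.3 ± 446 in HC muscles and 492.4 ± 36.4 in untreated muscles (SD, n = 5 each), with all 5 HC muscles above every untreated one (exact permutation test, two-sided p = 0.00794). Mbp, myelin basic protein, was chosen after its values were seen and was 943.6 ± 577 and 366 ± 79.1 (SD, n = 5 each). The list of myelin and Schwann cell genes was higher for 23 of 24 (median 0.94, camera adjusted p = 2.53e-23, or adjusted p = 0.149 with an estimated correlation). No member passed over all genes and 15 rose when adjusted over the list alone.
Genes of the extracellular matrix were higher for 44 of 44 (median 0.41, adjusted p = 2.5e-15, or adjusted p = 0.488 with an estimated correlation). The paper names 6 of them, and Sparc alone rose when adjusted over the list. Timp3, an inhibitor of matrix proteases, had 0.03 (standard error 0.19). Fibroblast genes were higher for 14 of 15 (median 0.16, adjusted p = 6.61e-04, or adjusted p = 0.497 with an estimated correlation), where Gsn had 0.07 (standard error 0.19) and Dcn 0.21 (standard error 0.18). Tendon genes were higher for 9 of 9 (median 0.52, adjusted p = 0.00114, or adjusted p = 0.497 with an estimated correlation), where Fmod had 0.61 (standard error 0.43) and Thbs4 0.30 (standard error 0.27). The tendon call was lost without Ut 1 (adjusted p = 0.0571), and its median was 0.30 without HC 4 (adjusted p = 0.0332) and 0.32 without Ut 5 (adjusted p = 0.0435). The matrix median was 0.21 without HC 5 (adjusted p = 7.95e-08) and 0.61 without HC 1 (adjusted p = 2.79e-25), and the fibroblast median 0.42 without HC 1 (adjusted p = 2.78e-09).
Oxidative stress targets of NRF2 split into 11 higher and 11 lower of 22 (median 0.00, adjusted p = 0.651, or adjusted p = 0.914 with an estimated correlation). Ferritin heavy chain, Fth1, had −0.05 (standard error 0.13) and catalase, Cat, −0.17 (standard error 0.08). The list passed without Ut 5 (adjusted p = 0.0284). Immediate early genes, which respond within minutes to stimulation, were higher for 20 of 25 (median 0.38, adjusted p = 8.86e-08, or adjusted p = 0.159 with an estimated correlation), and 2 rose when adjusted over the list alone. Nr4a1 was 2203 ± 431 and 1530 ± 156 (SD, n = 5 each, log2 fold change 0.51, exact p = 0.0159), and Jun had 0.10 (standard error 0.08). Without HC 2 the immediate early median was 0.24 (adjusted p = 3.32e-05). From these pathway analyses the paper states that myelination, matrix reorganization and oxidative stress responses were altered in the soleus.

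**Figure D3:**
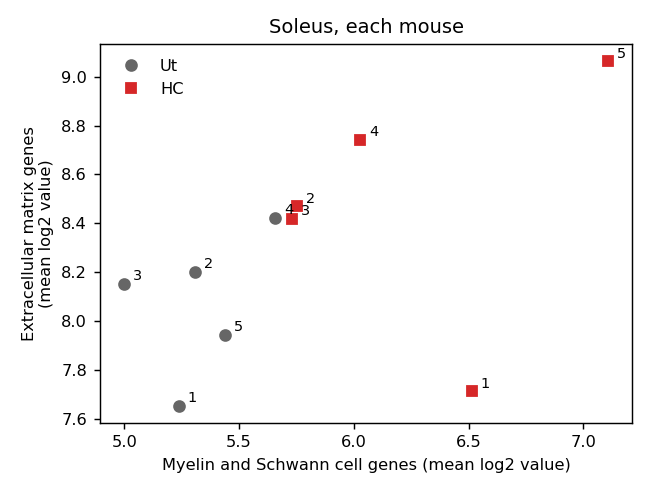
Mean log2 value of the extracellular matrix list against that of the myelin and Schwann cell list, with 1 point per soleus and colour for the group (5 HC, 5 untreated). The median log2 fold changes of the 2 lists are 0.41 and 0.94.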

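Tgfb2 (chromosome 1, 186622792 to 186705989), a growth factor of wound repair, was 241.7 ± 10.7 in HC soleus and 202.5 ± 24.8 in untreated soleus (SD, n = 5 each). That is a log2 fold change of 0.26 (standard error 0.10, limma adjusted p = 0.915), and 4 of 5 HC muscles lay above every untreated one (exact permutation test, two-sided p = 0.0159). Col15a1, a basement membrane collagen, had 0.65 (standard error 0.20, exact p = 0.0317). The collagen IV chains Col4a1 and Col4a2 had 0.40 (standard error 0.15) and 0.36 (standard error 0.13). The collagen VI chains Col6a1, Col6a2 and Col6a3 had 0.52 (standard error 0.21), 0.40 (standard error 0.24) and 0.56 (standard error 0.32), with exact p values from 0.103 to 0.190.
Itgb4, the integrin that anchors epithelial and Schwann cells to laminin, was 165.5 ± 25.6 and 108.6 ± 20.5 (SD, n = 5 each, log2 fold change 0.61), and Mst1r, a receptor kinase, was 14.0 ± 2.97 and 8.01 ± 1.61 (SD, n = 5 each). In both genes all HC muscles lay above all untreated ones (exact permutation test, two-sided p = 0.00794). The small GTPase Rap2b had 0.61 (standard error 0.18) and Fos, an immediate early gene, 0.70 (standard error 0.29). Lower values were found for Rasd1 (log2 fold change −0.60), Acvr2b, a receptor for myostatin (−0.39), Map2k6 (−0.29) and Map2k7 (−0.12). None of these genes had an adjusted p below 0.654 by limma, and the HC effect was under a log2 of 1 in each.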

IPA analysis on the soleus of HC‐treated mice exhibited the strongest modulation on the wound healing canonical pathway, which involved the upregulation of several collagens and Tgfb2 (Figure 5i,k). Transcriptomic analysis of soleus tissue indicated modulations in regenerative pathways, a process that requires the activation of anabolic pathways (Squarize et al., 2010). However, the inhibition of these pathways have been normally associated with longer lifespan (Harrison et al., 2009). We evaluated expression levels of ACLY, as well as markers of energy status and mitochondrial content in gastrocnemius lysates of mice treated with HC. As expected, ACLY expression in gastrocnemius was reduced when compared to hepatic expression (Beigneux et al., 2004), and HC did not alter ACLY expression in this muscle (Figure S7J,K). Data also indicated that markers of mitochondrial biogenesis and content were similar in mice treated with HC when compared to untreated mice (Figure S7L,M). pThr172 Ampk levels were unaltered in mice treated with HC, although downstream Ampk signaling (pSer72 Acc) was reduced (Figure S7L,M). Further analyses of gastrocnemius tissue of mice treated with HC showed reduced Akt signaling, suggesting reduced anabolic signaling (Figure 5l,m). Remarkably, phosphorylated isoforms of several mTOR targets, such as S6 and 4E‐bp1, were found to be unaltered in mice treated with HC, although total levels of these markers were higher in the same samples (Figure 5l,m). These data indicate that expression levels of anabolic pathways are increased in the muscles of mice treated with HC, although signaling events sustain similar, or even reduced, activity in mice treated with HC.

### 2.7 HC potentiates muscle regeneration in vivo

We next reasoned that if HC alters aspects of tissue regeneration, such as inflammation, wound healing, and extracellular matrix reorganization, in skeletal muscles, then HC will potentiate muscle regeneration. We used intramuscular injections of the myonecrotic agent cardiotoxin (CTX) to generate muscle damage in the left hind limb of adult wild‐type mice. Subsequently, mice were treated with HC for 2 or 30 days and euthanized (García‐Prat et al., 2016). Body weight and energy intake was similar in mice treated with CTX (Figure S8A,B). Physical performance was evaluated using treadmill, rotarod, wire hang, and grip strength test during the course of the experimentation. CTX produced significant decreases in treadmill, rotarod, and grip strength performance, while a trend toward reduced performance (*p* = 0.06 in One‐way ANOVA) was found in wire hang test (Figure 6a–e). Results indicated that HC increases treadmill, rotarod and grip strength performance when compared to untreated CTX‐injected mice (Figure 6b–e). The analysis of muscle tissue at time of euthanization indicated that soleus weight was increased early upon CTX injection (2 days post injury, DPI) in untreated mice, while soleus weight remained similar to the soleus weight of healthy controls in mice treated with HC (Figure 6f). The soleus weight of the non‐injected leg (i.e., right leg) remained similar in all experimental groups (Figure S8C). A similar gastrocnemius weight was also found in the injected and non‐injected leg of all mice (Figure 6g and Figure S8D).

**FIGURE 6:**
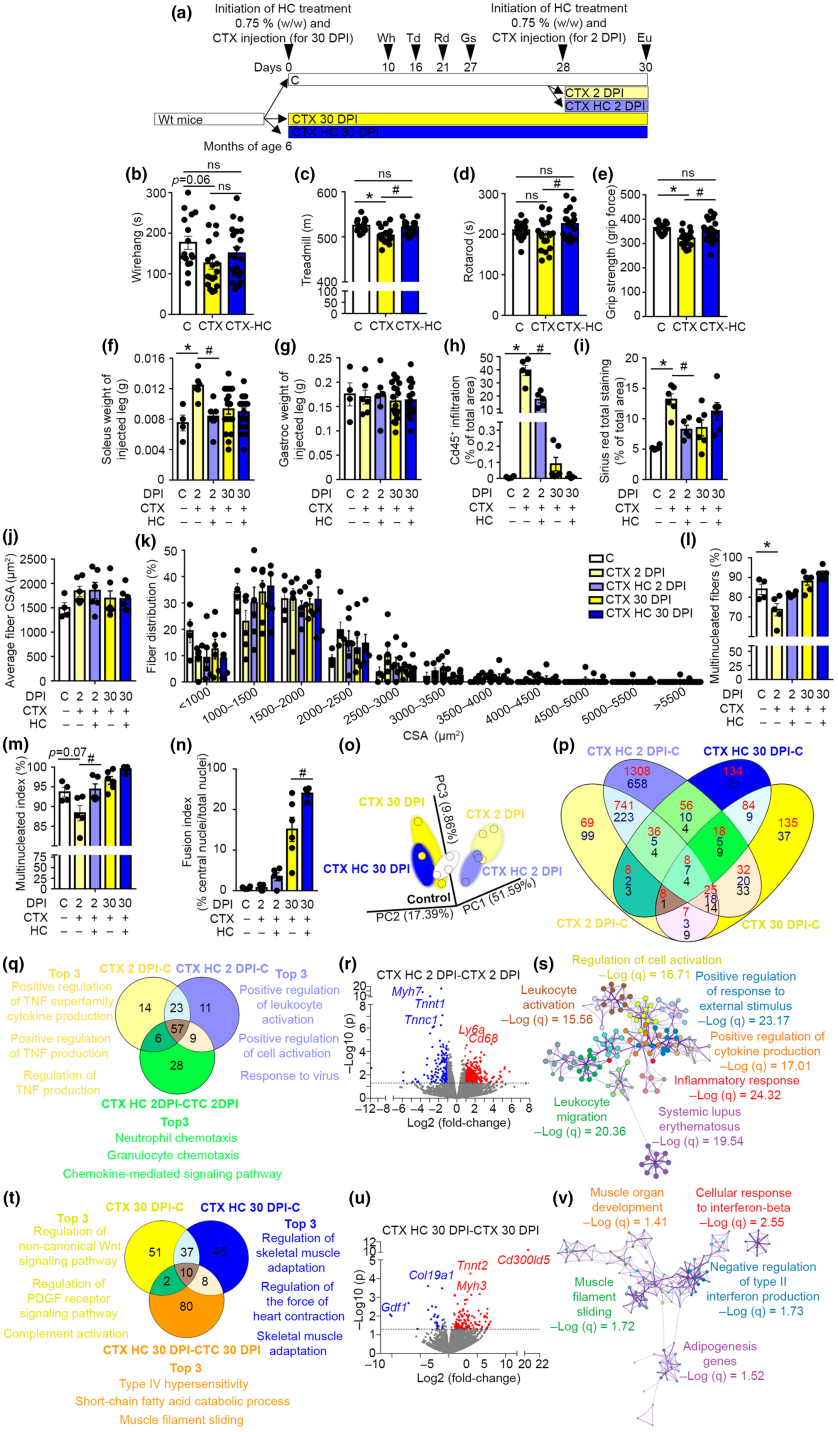
HC potentiates muscle regeneration in vivo. (a) Graphical representation of the experimental model. 6 ± 1‐month‐old Wild‐type male C57BL/6 mice were injected with CTX to generate muscle damage. Then, HC treatment was initiated and physical strength was evaluated using different test. At Day 2 or Day 30 post CTX injection, mice were euthanized and tissues were weighed and harvested. Eu, euthanization; Gs, grip strength; Rd, rotarod; Td, treadmill; Wh, wire hang. (b) Wire hang performance at 10 DPI. *n* = 16 C, *n* = 19 CTX, *n* = 20 CTX‐HC. One‐way ANOVA plus Tukey post hoc test. (c) Treadmill performance at 16 DPI. *n* = 16 C, *n* = 18 CTX, *n* = 20 CTX‐HC. One‐way ANOVA plus Tukey post hoc test. (d) Rotarod performance at 21 DPI; *n* = 16 C, *n* = 19 CTX, *n* = 20 CTX‐HC. One‐way ANOVA plus Tukey post hoc test. (e) Grip strength performance at 27 DPI; *n* = 15 C, *n* = 19 CTX, *n* = 20 CTX‐HC. One‐way ANOVA plus Tukey post hoc test. (f) Soleus weight of injected leg; *n* = 4 C, *n* = 6 CTX 2 DPI, *n* = 6 CTX‐HC 2 DPI, *n* = 19 CTX 30 DPI, *n* = 18 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (g) Gastrocnemius weight of injected leg; *n* = 4 C, *n* = 6 CTX 2 DPI, *n* = 6 CTX‐HC 2 DPI, *n* = 19 CTX 30 DPI, *n* = 17 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (h) Cd45^+^ immune infiltration total area in soleus; *n* = 4 C, *n* = 5 CTX 2 DPI, *n* = 5 CTX‐HC 2 DPI, *n* = 6 CTX 30 DPI, *n* = 6 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (i) Sirius red total area in soleus; *n* = 4 C, *n* = 6 CTX 2 DPI, *n* = 5 CTX‐HC 2 DPI, *n* = 6 CTX 30 DPI, *n* = 6 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (j) Fiber CSA in soleus; *n* = 4 C, *n* = 6 CTX 2 DPI, *n* = 6 CTX‐HC 2 DPI, *n* = 6 CTX 30 DPI, *n* = 6 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (k) Fiber CSA distribution in soleus; *n* = 4 C, *n* = 6 CTX 2 DPI, *n* = 6 CTX‐HC 2 DPI, *n* = 6 CTX 30 DPI, *n* = 6 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (l) Multinucleated fibers in soleus; *n* = 4 C, *n* = 5 CTX 2 DPI, *n* = 5 CTX‐HC 2 DPI, *n* = 6 CTX 30 DPI, *n* = 5 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (m) Multinucleated index in soleus; *n* = 4 C, *n* = 5 CTX 2 DPI, *n* = 4 CTX‐HC 2 DPI, *n* = 6 CTX 30 DPI, *n* = 5 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (n) Fusion index in soleus; *n* = 4 C, *n* = 5 CTX 2 DPI, *n* = 5 CTX‐HC 2 DPI, *n* = 6 CTX 30 DPI, *n* = 4 CTX‐HC 30 DPI. One‐way ANOVA plus Tukey post hoc test. (o) PCA was applied for transcriptomic analysis in gastrocnemius muscle. Each point corresponds to the PCA analysis of one mouse sample; *n* = 3. (p) Diagram showing significantly altered transcripts in each CTX‐treated group compared to healthy controls. Upregulation (red), downregulation (blue), and reciprocal regulation (black); *n* = 3. (q) Diagram showing common and specific significantly enriched processes in the gastrocnemius of mice injected or not with CTX at 2 DPI. The top 3 most significant enriched processes specific of each comparison are highlighted; *n* = 3. (r) Volcano plots depicting the fold change and the statistical significance of transcripts in the gastrocnemius in the comparison CTX 2 DPI vs. CTX‐HC 2 DPI. Over‐expressed transcripts are highlighted in red and downregulated transcripts are highlighted in blue. Reference line shows the threshold of significance; *n* = 3. (s) Top 7 enriched terms by Metascape analysis in the gastrocnemius in the comparison CTX‐HC 2 DPI vs. CTX 2 DPI; *n* = 3. (t) Diagram showing common and specific significantly enriched processes in the gastrocnemius of mice injected or not with CTX at 30 DPI. The top 3 most significant enriched processes specific of each comparison are highlighted. *n* = 3. (u) Volcano plots depicting the fold change and the statistical significance of transcripts in the gastrocnemius in the comparison CTX 30 DPI vs. CTX‐HC 30 DPI. Over‐expressed transcripts are highlighted in red and downregulated transcripts are highlighted in blue. Reference line shows the threshold of significance; *n* = 3. (v) Significantly enriched terms by Metascape analysis in the gastrocnemius in CTXHC 30 DPI vs. CTX 30 DPI; *n* = 3. C, healthy control mice not injected with CTX; CTX, cardiotoxin; DPI, days post injury; Gastroc, gastrocnemius; HC, hydroxycitrate; Ut, untreated. Data shown are the means ± SEM. *p < 0.05 CTX vs. C. ^#^ *p* < 0.05 CTX‐HC vs. CTX.

At histological level, we observed that irrespective of HC treatment, the soleus of mice exposed to CTX accumulated tissue damage early (2 DPI) upon CTX exposure (Figure S8E). Immune infiltration was evident at 2 DPI, although infiltrated area was reduced in HC‐treated mice (Figure 6h and Figure S8F). Evaluation of collagen fibers by Sirius red staining showed increased collagen deposition in CTX‐injected mice at 2 DPI, whereas mice treated with HC exhibited nearly basal Sirius red staining, indicating that HC reduces collagen deposition at 2 DPI (Figure 6i and Figure S8G). Fiber CSA and proportion of large and small fibers was not altered in any experimental group (Figure 6j,k). Multinucleated index and percentage of multinucleated fibers was reduced in CTX‐injected soleus at 2 DPI, whereas these parameters were similar to healthy mice in animals treated with HC at 2 DPI, indicating early effects of HC treatment (Figure 6l,m). Fusion index was increased at 30 DPI in HC‐treated mice when compared to 30 DPI CTX‐Ut mice, while nuclei number per fiber remained unaffected (Figure 6n and Figure S8H). We further evaluated the effects of HC in C2C12 differentiated myoblasts (Das et al., 2017). HC produced increased expression of *Myod* and *Myh7* late in the differentiation process (6 days in differentiation medium), whereas transient ACLY siRNA interference blocked this effect (Figure S8I–K). 

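RNA was sequenced from the gastrocnemius muscle of mice aged 6 ± 1 months in 5 groups of 3. One group was uninjured (C). The other groups received 100 µL of 10 µM cardiotoxin (CTX), a snake venom toxin that kills muscle fibers, and muscle was taken 2 or 30 days post-injection (DPI). At each time 1 group was untreated (CTX) and 1 received HC (CTXHC), for 2 or 30 days. The authors prepared stranded mRNA libraries, aligned reads to UCSC mm10 and normalized gene counts by the median of ratios, and the deposited values are normalized values.
The estimated depth was 23.1 to 28.5 M reads in C (median 27.9). At 2 DPI it was 18.2 to 27.3 M in CTX (median 26.1) and 16.9 to 22.1 M in CTXHC (median 18.2). At 30 DPI it was 27.1 to 34.9 M in CTX (median 29.9) and 16.0 to 30.7 M in CTXHC (median 29.7). A single gene took 12.0 to 19.6% of the values of a library. All 5 groups were fitted together with limma on log2 values after adding 1, for 14033 genes with a value of at least 10 in at least 3 muscles, and 29 gene lists were tested with camera. In simulated data set up like CTXHC against CTX at 2 DPI, the test called 30% of genes changed by a log2 of 1 and 55% of genes changed by 2. Again 100 genes of each size were changed, and the shares would be lower with fewer. The labels give no pairing or batch, and 2 libraries, an uninjured one and CTX 104 at 30 DPI, have numbers apart from the rest (50 to 63).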

In order to further delineate the molecular mechanisms altered by HC, we performed a transcriptomic profile of gastrocnemius muscle to determine early and late responses to CTX and HC treatment. 

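The distance of injured muscles from the uninjured ones varied from mouse to mouse. At 2 DPI the distance of a library from the mean of the uninjured group, over log2 values of all tested genes, was 136 ± 27.0 for CTXHC and 101.6 ± 24.0 for CTX (SD, n = 3 each). At 30 DPI it was 103 ± 42.4 for CTXHC and 90.3 ± 17.8 for CTX (SD, n = 3 each), while the uninjured libraries, each itself part of that mean, lay at 64.0 to 84.9. With both treatments together the distance was 118.8 ± 29.6 at 2 DPI and 96.6 ± 29.9 at 30 DPI (SD, n = 6 each), a difference of 22.2 (exact permutation test, two-sided p = 0.223). In CTX alone the difference between times was 11.3 (exact permutation test, two-sided p = 0.6, where the smallest possible is 0.1). Between CTXHC and CTX the difference was 34.4 at 2 DPI (exact p = 0.2) and 12.7 at 30 DPI (exact p = 0.9). Within the uninjured range lay CTX 57 at 2 DPI (80.0) and CTX 50, CTXHC 61 and CTXHC 63 at 30 DPI (74.05, 72.85 and 84.64), while CTXHC 62 at 30 DPI lay at 151.4. Without CTXHC 62 the difference at 30 DPI was −11.5. The first 3 principal components held 51.7%, 13.6% and 7.70% of the variance.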

Principal component analysis (PCA) indicated that CTX exerts greater alterations in the global transcriptional profile early upon injection (2 DPI) (Figure 6o). 

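In CTX muscle at 2 DPI the macrophage marker Cd68 was 705.6 ± 220 against 221 ± 138 in uninjured muscle, and Col1a1, a fibrillar collagen, 19490 ± 7104 against 4820 ± 1277 (SD, n = 3 each). Myog, which drives myoblasts to fuse, was 2647 ± 2416 against 691 ± 338 (SD, n = 3 each). None of these 3 genes, chosen after their values were seen, passed (limma adjusted p = 0.33, 0.302 and 0.368).
Against uninjured muscle and at the paper's threshold, 664 genes differed in CTX at 2 DPI (363 higher, 301 lower) and 229 in CTX at 30 DPI (136 higher, 93 lower). By limma no gene passed an adjusted p of 0.05 at either time, with a smallest adjusted p of 0.056 at 2 DPI and 0.905 at 30 DPI. The counts at an unadjusted p under 0.05 were 2095 and 437, against 702 expected by chance in 14033 genes. Without CTX 55, 1 gene passed at 2 DPI. The count of 664 was 337 without the uninjured library of the separate number series, 384 without CTX 56 and 1034 without CTX 57, and the count of 229 was 148 without C 54 and 517 without CTX 104.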

The global analysis of differentially expressed genes further supported that changes at 2 DPI were more profound when compared to 30DPI. Noticeably, HC at 2 DPI produced the modulation of a greater number of genes when compared to untreated mice at 2 DPI, suggesting the modulation of different responses (Figure 6p). 

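Injury at 2 DPI with HC raised the chemokine genes Cxcl5 and Ccl7 and lowered the slow myosin gene Myh7. Slfn4, an interferon-induced gene of myeloid cells (chromosome 11, 83175186 to 83190216), was 1995 ± 2012 in CTXHC muscle and 26.0 ± 25.3 in uninjured muscle (SD, n = 3 each), and rose by 6.12 (standard error 1.32, limma adjusted p = 0.0231). The chemokines Cxcl5 and Ccl7, which draw neutrophils and monocytes, rose by 6.03 (standard error 1.03, adjusted p = 0.0128) and 5.27 (standard error 1.22, adjusted p = 0.0278). Hcar2, a receptor for ketone bodies, was 45.8 ± 37.2 in CTXHC muscle and is listed at 0 in uninjured muscle (adjusted p = 0.0224). Myh7 (chromosome 14, 54970684 to 54994626), the myosin of slow fibers, fell by 4.42 (standard error 0.86, adjusted p = 0.0171), from 3040 ± 3757 to 97.9 ± 70.6 (SD, n = 3 each). The water channel Aqp4 fell by 3.59 (standard error 0.68, adjusted p = 0.0157) and the lipase Ces1d fell by 3.49 (standard error 0.82, adjusted p = 0.0283). Kl and Cyp2e1, both of low value, fell by 3.19 and fell by 3.05 (adjusted p = 0.0484 and 0.0401).
In all, 1393 genes passed an adjusted p of 0.05 by limma (749 higher, 644 lower), and 2594 lay beyond the paper's threshold (1722 higher, 872 lower). The count of 1393 was 391 without C 53, 65 without C 54, 33 without the uninjured library of the separate number series, 39 without CTXHC 58, 167 without CTXHC 59 and 2141 without CTXHC 60. The count of 2594 was 1564 without that same uninjured library and 1454 without CTXHC 58. CTX and CTXHC share the 3 uninjured libraries, and their log2 fold changes at 2 DPI had a Pearson's r of 0.839 across genes, against 0.50 for simulated unchanged groups. Their covariance was 0.619 against a simulated 0.156. Of the genes beyond the threshold, 317 were higher in both comparisons and 193 lower in both.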

The specific analysis of the effects of CTX at 2 DPI in HC and untreated mice showed the existence of specific alterations promoted by CTX (CTX Ut vs. healthy control), HC (CTX HC vs. healthy control), and HC in CTX‐injected mice (CTX HC vs. CTX Ut) (Figure 6q). Among those changes, alterations in tumor necrosis factor (TNF) was unequivocally highlighted in the gastrocnemius of CTX Ut mice, whereas cellular activation was specifically highlighted in HC‐treated mice. 

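Genes of the TNF and NF-kB response were higher than in uninjured muscle at 2 DPI both with and without HC. In CTX 24 of 27 genes were higher (median log2 fold change 0.79, camera adjusted p = 0.00622, or adjusted p = 0.843 with an estimated correlation). In CTXHC 25 of 27 were higher (median 1.28, adjusted p = 6.42e-05, or adjusted p = 0.784 with an estimated correlation). In CTX none passed over all genes and 2 rose when adjusted over the list alone. In CTXHC 4 rose over all genes, and 10 rose and 1 fell when adjusted over the list alone. Ccl2, which TNF induces to draw monocytes, rose by 4.18 in CTXHC (standard error 1.09, adjusted p = 0.0359), and in CTX the abundant members Sod2 and Tnfaip2 had −0.81 (standard error 0.43) and −0.56 (standard error 0.39). The TNF call in CTX was lost without CTX 56 (adjusted p = 0.0703).
Macrophage genes were higher for 20 of 20 in CTX (median 1.64, adjusted p = 1.83e-04, or adjusted p = 0.843 with an estimated correlation) and in CTXHC (median 2.88, adjusted p = 3.88e-07, or adjusted p = 0.784 with an estimated correlation). Fcgr1, an antibody receptor of macrophages, rose by 4.54 in CTXHC (standard error 1.28, adjusted p = 0.0437). In CTXHC 5 macrophage genes rose over all genes and 14 when adjusted over the list alone, and in CTX none. In CTX, Lyz2 and Mpeg1 had 1.12 (standard error 1.11) and 1.43 (standard error 1.33). Genes of leukocyte chemotaxis were higher for 19 of 24 in CTX (median 1.40, adjusted p = 0.00153, or adjusted p = 0.843 with an estimated correlation) and 22 in CTXHC (median 3.25, adjusted p = 7.5e-07, or adjusted p = 0.784 with an estimated correlation). With HC 10 of them rose over all genes and 16 when adjusted over the list alone, and without HC none. The chemokine receptor Ccr2 had 1.74 (standard error 0.93) and Cxcl12 −0.05 (standard error 0.37) in CTX. Without the uninjured library of the separate number series the medians in CTX were 0.92 for macrophages and 0.92 for chemotaxis (adjusted p = 0.0101 each).
Genes of satellite cells and myoblasts, the cells that rebuild fibers, were higher in CTX for 12 of 14 (median 0.42, adjusted p = 0.035, or adjusted p = 0.843 with an estimated correlation), 1 of them when adjusted over the list alone. In CTXHC 10 of 14 had higher means (median 0.11, adjusted p = 0.577, or adjusted p = 0.85 with an estimated correlation). Itga7, an integrin of muscle cells, rose by 1.53 in CTXHC (standard error 0.22, adjusted p = 0.00583) and had 1.22 in CTX (standard error 0.22, adjusted p = 0.088). When adjusted over the list alone, 1 gene rose and 1 fell in CTXHC. The call in CTX was lost without C 53 (adjusted p = 0.0576) or CTX 56 (adjusted p = 0.158), and its median was 0.74 without CTX 57 (adjusted p = 0.0112). Genes of oxidative phosphorylation were lower for 39 of 42 in CTX (median −0.50, adjusted p = 9.67e-07, or adjusted p = 0.843 with an estimated correlation) and 42 in CTXHC (median −0.88, adjusted p = 1.74e-11, or adjusted p = 0.784 with an estimated correlation). In CTX none passed by either count, and the median was −0.30 without CTX 56 (adjusted p = 0.00602). With HC, Ndufs1 and Ndufs3 of complex I fell over all genes, by 1.14 (standard error 0.34) and 1.03 (standard error 0.29), and 37 fell when adjusted over the list alone. Atp5b and Atp5a1 had −0.35 (standard error 0.33) and −0.40 (standard error 0.32) in CTX.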

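In injured muscle at 2 DPI, slow fiber genes were lower and genes of migrating immune cells higher with HC than without. Myh7 was 97.9 ± 70.6 in CTXHC and 1329 ± 282 in CTX (SD, n = 3 each), a log2 fold change of −3.98 (standard error 0.86, limma adjusted p = 0.486). Tnnt1, the troponin of slow fibers, was 63.8 ± 18.7 and 486.3 ± 313 (SD, n = 3 each, log2 fold change −2.78), and Tnnc1 had −2.35 (standard error 0.76). Cd68, a lysosomal protein of macrophages, was 2009 ± 753 and 705.6 ± 220 (SD, n = 3 each, log2 fold change 1.49). Ly6a, a marker of stem and progenitor cells that interferon induces, was 756.5 ± 149 and 360.3 ± 37.5 (SD, n = 3 each, log2 fold change 1.05). In each of these 5 genes all CTXHC muscles lay on 1 side of all CTX muscles (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). Atp1b2, Calcoco1 and H19, chosen after their values were seen, had −1.58, −0.87 and −1.70.
Slow fiber genes were lower for 11 of 12, 3 of them named by the paper (median −1.46, camera adjusted p = 2.25e-05, or adjusted p = 0.558 with an estimated correlation). When adjusted over the list alone 3 fell, and Atp2a2, the calcium pump of slow fibers, had −0.21 (standard error 0.55). Fast fiber genes were lower for 15 of 15 (median −0.80, adjusted p = 4.69e-06), 1 of them when adjusted over the list alone, with Myh4 at −0.70 (standard error 0.81) and Atp2a1 at −0.86 (standard error 0.66). Oxidative phosphorylation was lower for 41 of 42 (median −0.38, adjusted p = 1.86e-07), with Atp5b at −0.35 (standard error 0.33) and Atp5a1 at −0.45 (standard error 0.32). Chemotaxis genes were higher for 23 of 24 (median 1.79, adjusted p = 1.62e-06), with Ccr2 at 1.74 (standard error 0.93) and Cxcl12 at 0.41 (standard error 0.37). Macrophage genes were higher for 20 of 20, 1 of them named by the paper (median 1.44, adjusted p = 3.7e-05), with Lyz2 at 1.43 (standard error 1.11) and Mpeg1 at 1.47 (standard error 1.33). Neutrophil genes were higher for 8 of 8 (median 1.77, adjusted p = 7.69e-04), with Csf3r at 2.20 (standard error 1.14) and Mmp9 at 1.65 (standard error 1.24). Interferon response genes were higher for 43 of 46 (median 1.01, adjusted p = 2.31e-07), with Parp14 at 1.09 (standard error 0.64) and Irgm2 at 0.08 (standard error 0.59). Cell cycle genes were higher for 34 of 34 (median 1.07, adjusted p = 1.86e-07), with Pcna at 0.83 (standard error 0.21) and Rrm1 at 0.15 (standard error 0.23). Satellite cell and myoblast genes had higher means for 6 and lower for 8 of 14 (median −0.24, adjusted p = 0.115), with Itga7 at 0.31 (standard error 0.22). For every list here the adjusted p was 0.558 with an estimated correlation.
At the paper's threshold 249 genes differed between CTXHC and CTX at 2 DPI, 129 higher and 120 lower. By limma no gene passed an adjusted p of 0.05 (smallest 0.105), with 1005 genes at an unadjusted p under 0.05 against 702 expected by chance. The count of 249 was 542 without CTX 56, 131 without CTX 57, 113 without CTXHC 58 and 753 without CTXHC 60, and 1 gene passed an adjusted p of 0.05 without CTX 55. The neutrophil call was lost without CTX 57 (adjusted p = 0.064), and the satellite cell list passed as lower without CTX 57 (adjusted p = 0.00513) or CTXHC 58 (adjusted p = 0.0212). Other calls held with smaller medians without CTX 57, 0.67 for macrophage genes (adjusted p = 0.0301), 0.97 for chemotaxis, 0.55 for the interferon response and 0.61 for the cell cycle. Without CTXHC 58 the medians were −0.90 for slow fibers and −0.14 for oxidative phosphorylation.

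**Figure D4:**
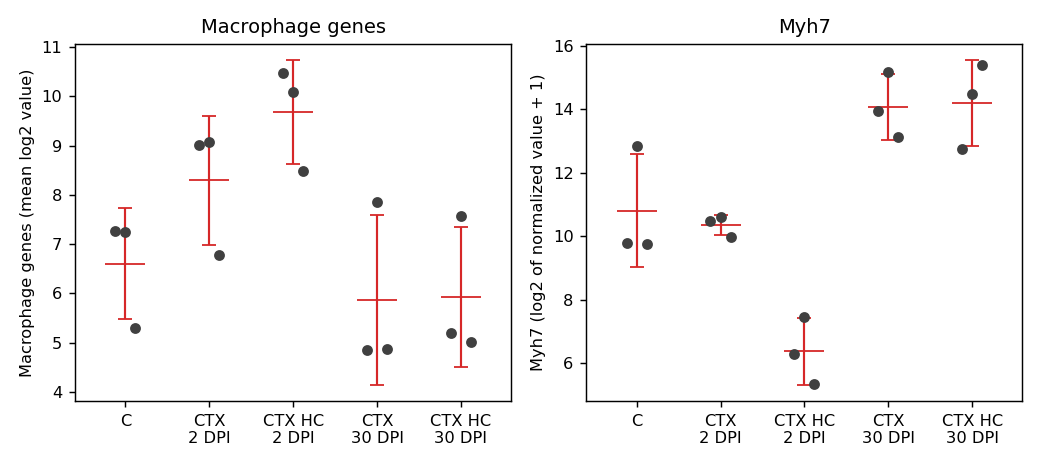
Mean log2 value of the 20 macrophage genes and log2 value of Myh7 in the 5 gastrocnemius groups, with 1 point per muscle and bars for the mean and SD of 3 muscles. At 2 DPI the group means of Myh7 are 97.9 with HC and 1329 without in normalized values.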

Further analysis of the effects of HC in mice exposed to CTX (CTX HC 2 DPI vs. CTX Ut 2 DPI) showed the presence of 779 differentially expressed genes (*p* ≤ 0.05, Log2 of fold‐change ≥1 or ≤−1), which resulted in the alteration of pathways related to immunomodulation, cell activation and migration (Figure 6r,s and Figure S8L). These results agree with an important role of ACLY inhibition in the modulation of immunoregulatory processes (Baardman et al., 2020; Lauterbach et al., 2019). We further analyzed late effects of CTX injection and HC treatment. 

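At 30 DPI slow fiber genes were higher than in uninjured muscle both with and without HC. Myh7 was 3040 ± 3757 in uninjured muscle, 20480 ± 14690 in CTX and 24030 ± 17900 in CTXHC (SD, n = 3 each), log2 fold changes of 3.28 and 3.40 (standard error 0.86 each). Atp2a2 was 5598 ± 3409 in uninjured muscle, 20380 ± 13290 in CTX and 20430 ± 14130 in CTXHC (SD, n = 3 each). In CTX 10 of 12 slow fiber genes were higher (median 1.92, camera adjusted p = 3.32e-11, or adjusted p = 0.366 with an estimated correlation), and in CTXHC 12 of 12 (median 2.27, adjusted p = 2.75e-17, or adjusted p = 0.0925 with an estimated correlation). No member passed over all genes, and 8 rose in each when adjusted over the list alone. Of the troponins, Tnnc1 and Tnnt1 in CTXHC had 3.38 (standard error 0.76) and 2.63 (standard error 0.65), both chosen after their values were seen.
Genes of growth factor and Wnt signaling, which guide regeneration, were higher in CTX for 15 of 22 (median 0.52, adjusted p = 0.0114, or adjusted p = 0.638 with an estimated correlation). In CTXHC 16 of 22 had higher means (median 0.45, adjusted p = 0.205, or adjusted p = 0.762 with an estimated correlation), with 1 lower when adjusted over the list alone. The Wnt receptors Fzd7 and Ryk had −0.06 (standard error 0.36) and −0.17 (standard error 0.26) in CTX, and −0.43 (standard error 0.36) and −0.27 (standard error 0.26) in CTXHC. Complement genes were higher in CTX for 11 of 19 (median 1.02, adjusted p = 7.66e-04, or adjusted p = 0.711 with an estimated correlation) and in CTXHC for 13 (median 0.78, adjusted p = 0.00713, or adjusted p = 0.75 with an estimated correlation). C3, its central component, had 1.16 and 1.43 (standard error 0.79 each), and Cd55, which restrains it, 0.31 and 0.09 (standard error 0.29 each). The growth factor call in CTX was lost without CTX 51 (adjusted p = 0.46), and the complement calls without CTX 51 (adjusted p = 0.558) or CTXHC 62 (adjusted p = 0.718). With the library number series as a covariate the complement call in CTXHC was also lost (median 0.63, adjusted p = 0.0554). In fits of only the 2 groups compared, the growth factor list passed in CTXHC (adjusted p = 0.031) and not in CTX (adjusted p = 0.165).
In CTXHC at 30 DPI no gene passed an adjusted p of 0.05 by limma (smallest 0.066), 388 had an unadjusted p under 0.05, and 196 lay beyond the paper's threshold (132 higher, 64 lower). Without CTXHC 63, 1 gene passed. The count of 196 was 550 without CTXHC 61 and 343 without CTXHC 62. CTX and CTXHC share their controls, and at 30 DPI their fold changes had a Pearson's r of 0.676 across genes against a simulated 0.498, with 51 genes higher and 31 lower in both.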

Interestingly, specific pathways altered in mice exposed to CTX (CTX Ut vs. healthy control) at 30 DPI included Wnt signaling and growth factors, suggesting that early regenerative processes are still active, whereas in mice treated with HC (CTX HC vs. healthy control) at 30 DPI‐specific pathways highlighted processes related to muscle function, reflective of later phases of tissue regeneration (i.e., tissue remodeling) (Figure 6t). 

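At 30 DPI, genes of embryonic and regenerating fibers were higher in injured muscle with HC than without, and 1 mouse carried much of the difference. Myh3, the embryonic myosin (chromosome 11, 67078300 to 67102291), was 3314 ± 3213 in CTXHC and 452.9 ± 337 in CTX (SD, n = 3 each), a log2 fold change of 2.38 (standard error 1.40, limma adjusted p = 1.00). Tnnt2, the troponin of embryonic and heart muscle, was 395.2 ± 468 and 27.4 ± 10.7 (SD, n = 3 each, log2 fold change 2.83). Col19a1, a collagen of developing muscle, was 126.5 ± 16.4 and 278 ± 65.3 (SD, n = 3 each), a log2 fold change of −1.11 (standard error 0.32), with all CTXHC muscles below all CTX muscles (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). Gdf1 is listed at 0 in CTXHC and was 0, 608.9 and 67.9 in CTX. Cd300ld5, a receptor of myeloid cells, was 90.7 in CTXHC 62 and is listed at 0 in the other muscles at 30 DPI and in uninjured muscle. Socs2, which limits growth hormone signaling and was chosen after its values were seen, had 1.08 (standard error 0.22, adjusted p = 1.00).
Embryonic fiber genes were higher for 13 of 15, 2 of them named by the paper (median 0.82, camera adjusted p = 8.57e-06, or adjusted p = 0.603 with an estimated correlation). Without CTXHC 62 the median was 0.19 and the adjusted p 0.126. Of its abundant members, Des had −0.02 (standard error 0.39) and H19 0.52 (standard error 0.29). Slow fiber genes were higher for 11 of 12 (median 0.41, adjusted p = 0.00956, or adjusted p = 0.854 with an estimated correlation), a call lost without CTX 50 (adjusted p = 0.0881), CTX 104 (adjusted p = 0.589), CTXHC 62 (adjusted p = 0.113) or CTXHC 63 (adjusted p = 0.779). With the library number series as a covariate that slow fiber call was also lost (median 0.02, adjusted p = 0.516). Myh7 had 0.12 (standard error 0.86) and Atp2a2 −0.05 (standard error 0.55).
Interferon response genes were lower with HC for 37 of 46 (median −0.25, adjusted p = 5.45e-04, or adjusted p = 0.854 with an estimated correlation). Irgm2, an interferon-induced GTPase, was 450 ± 48.9 in CTXHC and 1632 ± 1786 in CTX (SD, n = 3 each), and Parp14 had −0.10 (standard error 0.64). Without CTX 51 the interferon list was higher with HC (median 0.52, adjusted p = 0.00411), and its call was lost without CTXHC 61 (adjusted p = 0.89) or CTXHC 63 (adjusted p = 0.0833). Tendon genes were lower for 11 of 11 (median −1.52, adjusted p = 3.14e-07, or adjusted p = 0.401 with an estimated correlation), with Fmod at −1.50 (standard error 1.06) and Thbs4 at −0.57 (standard error 0.66). Adipocyte genes were higher for 14 of 14 (median 1.17, adjusted p = 4.21e-07, or adjusted p = 0.401 with an estimated correlation), with Lpl at 0.50 (standard error 0.50) and Plin4 at 0.05 (standard error 0.31). Without CTXHC 62 the adipocyte median was 0.29 (adjusted p = 0.00727) and the tendon median −0.99, and without CTX 51 the tendon median was −0.76 (adjusted p = 0.0297). No member of these lists passed over all genes or when adjusted over the list alone.
At the paper's threshold 60 genes differed, 45 higher and 15 lower. By limma no gene passed an adjusted p of 0.05, and 106 had an unadjusted p under 0.05. The count of 60 was 136 without CTX 51, 121 without CTX 104, 154 without CTXHC 61, 96 without CTXHC 62 and 218 without CTXHC 63, and 1 gene passed without CTX 104.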

Further analysis of the effects of HC in mice exposed to CTX (CTX HC 30 DPI vs. CTX Ut 30 DPI) indicated the presence of 155 differentially expressed genes (*p* ≤ 0.05, Log2 of fold‐change ≥1 or ≤−1), which resulted in the alteration of pathways related to muscle filament sliding and responses to interferon β (Figure 6u,v and Figure S8M). Altogether, our results indicate that HC potentiates skeletal muscle regeneration, resulting in improved locomotor function.

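The effect of HC on injured muscle differed between the times for genes of immune cells and slow fibers. As a difference of differences, the HC effect on interferon response genes was lower at 30 DPI than at 2 DPI for 45 of 46 genes (median −1.2, camera adjusted p = 1.39e-12, or adjusted p = 0.63 with an estimated correlation). At 30 DPI itself the interferon list was lower with HC, but higher without CTX 51 (median 0.52, adjusted p = 0.00411). On leukocyte chemotaxis the effect was lower for 23 of 24 (median −1.64, adjusted p = 4.73e-07, or adjusted p = 0.63 with an estimated correlation), and at 30 DPI that list had a median of −0.17 (adjusted p = 0.347, or adjusted p = 0.889 with an estimated correlation). On slow fiber genes it was higher for 11 of 12 (median 1.70, adjusted p = 3.59e-08, or adjusted p = 0.567 with an estimated correlation), and 2 rose when adjusted over the list alone. Without CTX 51 the median difference was −0.48 for the interferon response and −0.99 for chemotaxis. These 3 lists were picked after the results were seen. No gene passed an adjusted p of 0.05 by limma for this difference (smallest 0.999), with 355 genes at an unadjusted p under 0.05 and 1 gene passing without CTX 55. From its results in injured mice, physical performance tests among them, the paper concludes that HC potentiates muscle regeneration and improves locomotor function.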

## 3 DISCUSSION

Using liver biopsies, we have shown that increased phospho‐active ACLY levels correlate with important metabolic risk markers in humans, such as obesity and MELD, whereas increased total ACLY levels were rather correlated with negative alterations in the hepatic control of the coagulation system. These data support the use of hepatic ACLY levels as diagnostic markers of these pathological conditions. Moreover, our results show that in addition to the translational control of ACLY expression, the elucidation of the regulation of ACLY phosphorylation is clinically relevant. The correlations indicating that pSer455 ACLY and total ACLY levels are associated with diagnostic markers of human disease, suggest that pharmacological ACLY inhibition could produce relevant physiological consequences in humans.

ACLY inhibitors have been defined as calorie restriction mimetics and are expected to promote healthy aging and increase life expectancy (Hofer et al., 2021). This is in part due to the fact that, in principle, upon ACLY inhibition, a reduction of liponeogenesis can be expected, as ACLY produces malonyl‐coenzyme A, the building block for endogenous lipid production. Moreover, reduced malonyl‐coenzyme A levels upon ACLY inhibition can contribute to generate a concomitant increase in mitochondrial lipid uptake, favored by the restriction of the inhibitory effect of malonyl‐coenzyme A in carnitine palmitoyltrasnferase I. In this line, our findings and the scientific literature do not substantiate enhanced mitochondrial metabolism, including a potential increase in the β‐oxidation of fatty acids, in experimental models lacking normal ACLY activity or expression (Das et al., 2015; Sola‐García et al., 2023). Supporting the role of ACLY inhibition to promote healthy aging, several ACLY inhibitors have been developed and investigated in the pathophysiology of several age‐related diseases, including cancer, hepatic steatosis, hyperlipidemia, and diabetes (Hatzivassiliou et al., 2005; Morrow et al., 2022; Sanjay et al., 2021; Verrelli et al., 2022), and the ACLY inhibitor Bemp has been shown to be safe and effective lowering circulating cholesterol levels in the clinic (Pinkosky et al., 2013; Ray et al., 2019; Ruscica et al., 2022). In this report, we show that the naturally occurring ACLY inhibitor HC specifically delays premature death in wild‐type mice fed with a healthy diet, without having significant effects in overall life expectancy. These data indicate that, despite the body of literature proposing HC as a calorie restriction mimetic, this compound failed to produce effects in the main hallmark of calorie restriction (e.g., extending lifespan). Therefore, our results indicate that HC is not a bona fide calorie restriction mimetic.

Despite these facts, we determined that HC has interesting properties in the modulation of muscle physiology and glucoregulatory processes (mainly in HFD) that occur in the absence of neurocognitive effects. In addition, supporting the correlation of phospho‐active ACLY levels and obesity in humans, HC‐treated mice fed with a healthy diet exhibited reduced body weight late in life. Despite the large body of research investigating the effects of HC and HCA derivatives in body weight, glucose, lipid metabolism, and overall health, there is still no consensus on the effectiveness and safety of these chemicals (Anilkumar et al., 2023; Hofer et al., 2021; Zovi et al., 2022). This might be due to the different sources of HC/HCA used. In the majority of the cases, researchers have used garcinia extracts in which the amount of HC is not properly evaluated. Moreover, other compounds used in the formulation of garcinia extracts might have physiological effects, impeding the proper evaluation of the effects of HC/HCA. In this sense, we used ≥95% pure tripotassium HC. Our results indicate that HC does not produce major alterations in glucoregulation in mice fed with a healthy diet, while certain improvements, such as enhanced insulin tolerance and reduced glycated hemoglobin, are observed in mice fed with an unhealthy HFD. Interestingly, we show that the liver of HC‐treated mice fed with a healthy diet accumulated triglycerides, and three commonly used ACLY inhibitors produced net increases in lipid content in AML12 hepatocytes, an observation that has been previously described in cell cultures and mice treated with ACLY inhibitors and genetically modified animals devoid of ACLY expression (Martinez Calejman et al., 2020; Migita et al., 2014; Wang et al., 2010). Separated reports have shown that compensatory mechanisms might occur in cells and organisms devoid of ACLY activity/expression, leading to normal Ac‐CoA levels, which might involve the increase in the expression of the ACSS2, as we observed in the liver of mice treated with HC, and malonyl decarboxylase (Martinez Calejman et al., 2020). It is tempting to speculate that, despite the fact that ACLY is efficiently inactivated by ACLY inhibitors, alternative mechanisms maintain normal Ac‐CoA levels to feed and even foster hepatic liponeogenesis. Supporting the profound metabolic rewiring produced by ACLY inhibitors (Sola‐García et al., 2023), the liver of HC‐treated mice showed reduced ACLY enzymatic activity concomitant with increased levels of phospho‐active pSer455 ACLY and increased phospho‐inactive pSer79 Acc1, which participate early on in de novo lipogenesis, suggesting adaptive mechanisms to long‐term HC exposure. In this line, the effect of ACLY inhibitors in metabolic activity (e.g., mild reduction in mitochondrial performance) can also contribute to accumulate lipids (Sola‐García et al., 2023). Remarkably, the lipid profile of mice treated with HC showed reduced levels of certain species of saturated and polyunsaturated fatty acids, as well as increases in several species of monosaturated fatty acids. These data indicate that HC reduces the accumulation of highly susceptible to oxidation polyunsaturated fatty acids and rigid saturated fatty acids, while increasing monounsaturated species, which have been associated with increases in life expectancy in several species including humans (Galvan et al., 2015; Puca et al., 2008; Schroeder & Brunet, 2015).

Importantly, HC produced moderated effects in skeletal muscles, potentiating wire hang performance while reducing rotarod performance. At transcriptomic level, we determined that pathways involved in tissue regeneration (e.g., wound healing, inflammation, and extracellular matrix reorganization), which involved the up‐regulation of several collagens and Tgfb2, are significantly modulated in mice treated with HC. The knowledge of the role of ACLY and ACLY inhibitors in skeletal muscle is rather limited. Previous reports have shown that ACLY overexpression increases cardiolipin content and improves mitochondrial function in skeletal muscle in mice (Das et al., 2015), whereas ACLY stimulates myoblast differentiation in vitro (Das et al., 2017). These data support a relevant role of ACLY in the functionality of skeletal muscle.

Our results indicate that HC supplementation after CTX‐induced muscle damage produced improvements in several test targeting muscle function. We also determined early effects of HC supplementation in mice exposed to CTX, involving reduced muscle swelling and fibrosis. At this stage (2 DPI), HC‐treated mice exhibited reduced infiltration of Cd45^+^ cells along with alterations in immunomodulatory processes that participate in muscle regeneration, which agrees with a relevant role of ACLY in inflammation. Supporting the important role of ACLY inhibition in macrophage function, several reports have pointed ACLY as an important target to mitigate in vivo inflammatory complications, such as exposure to lipopolysaccharide and atherosclerosis (Baardman et al., 2020; Lauterbach et al., 2019). Furthermore, late effects of HC (30 DPI), indicate potentiation of tissue remodeling, facilitating earlier functional recovery. Our observations indicate that signaling events controlling anabolic pathways, such as AKT and mTOR targets, are not overactivated in healthy mice treated with HC, but total protein expression levels of several mTOR targets are increased in the gastrocnemius. These data suggest that, if needed (e.g., tissue injury), anabolic pathways could be activated in mice treated with HC to favor faster and efficient functional recovery. The fact that HC modulates muscle function in healthy mice and mice treated with CTX has implications for the understanding of molecular mechanisms involved in muscle regeneration. In conclusion, the identification of the chronic effects of HC and other ACLY inhibitors affecting different aspects of tissue function and organismal health provides a better understanding of aging and age‐related degeneration.

### 3.1 Limitations of the study

While analyses in human samples included male and female subjects, our research using laboratory animals was specifically performed in male mice. This is a major limitation of the study particularly relevant, as sex differences exist in lipid and carbohydrate metabolism (Karastergiou & Fried, 2017), and ACLY contributes to sex‐specific metabolic phenotypes (Fernandez et al., 2019). Therefore, additional work using female mice will be necessary to determine the effects of HC in female mice. Our longevity study has been performed in a healthy standard diet. While long‐term effects of HC supplementation in HFD have been investigated herein, other relevant energy sources such as high sugars have not been included in the current report. It would be particularly interesting to determine effects of ACLY inhibitors in high‐sugar diets, such as fructose supplementation, as ACLY is known to exert important responses mediated by carbohydrate response element‐binding proteins (Fernandez et al., 2019).

## 4 METHODS

See Appendix S2.

## AUTHOR CONTRIBUTIONS

IE, MACM, ASG, RLFS, and AMM performed most of the experiments. MSN performed electron microscopy experiments. EMF, MV and JJS performed determinations of lipid species. DMA and CAC and CPM collected clinical data and analyzed human samples. BRG, FM, VCG and AMM interpreted the data. AMM designed the study, secured funding and wrote the manuscript. All authors discussed the results and commented on the manuscript.

## CONFLICT OF INTEREST STATEMENT

VCG and AMM have filed a patent entitled “hidroxicitrato para la regeneración muscular.”

## Supporting information

Figure S1.

Figure S2.

Figure S3.

Figure S4.

Figure S5.

Figure S6.

Figure S7.

Figure S8.

Appendix S1.

Appendix S2.

## Data Availability

The accession number for the RNA‐Seq gene expression data reported in this paper can be obtained from Gene Expression Omnibus (GSE232837). This paper does not report original code.

# Supplementary material for: Hydroxycitrate delays early mortality in mice and promotes muscle regeneration while inducing a rich hepatic energetic status
**Source:** Aging Cell. 2024 May 17;23(9):e14205. doi: 10.1111/acel.14205
**Supplement:** Supplementary file 9 — Appendix S1.

**Supplementary figure legends.**

**Figure S1. Clinical parameters associated with phospho-active ACLY and ACLY expression in humans undergoing liver biopsies.** (A) Linear regression of hepatic pSer455 ACLY and free T4. n = 10 males and 18 females. Pearson correlation. (B) Linear regression of hepatic pSer455 ACLY and ALT. n = 12 males and 18 females. Pearson correlation. (C) Linear regression of hepatic pSer455 ACLY and digital pathology (% collagen). n = 11 males and 13 females. Pearson correlation. (D) Linear regression of hepatic ACLY and ferritin. n = 11 males and 17 females. Pearson correlation. (E) Linear regression of ACLY and Deugnier iron score. n = 11 males and 15 females. Pearson correlation. (F) Linear regression of hepatic ACLY and percentage of lymphocytes. n = 11 males and 17 females. Pearson correlation. (G) ACLY expression levels in female hypothyroid and non-hypothyroid subjects. n = 9 non-hypothyroid. n = 8 hypothyroid. Student´s t-test. Of note, none of the male subjects in the study was hypothyroid. (H) Linear regression of hepatic ACLY and hepatic pSer455 ACLY. n = 11 males and 16 females. Pearson correlation. r. u.: relative units. a.u.: arbitrary units. Data shown are individual biological values.

**Figure S2. Effects of ACLY inhibitors in AML12 hepatocytes.** AML12 cells were siRNA interfered for Acly expression and were treated with HC 1 mM, SB 10 µM or Bemp 30 µM for 16 hours. (A) Acly mRNA expression. C: siRNA control. A: siRNA Acly. n = 6. Kruskal Wallis plus Dunn´s post hoc test. (B) Representative western blots of Acly. n = 4 for siRNA control Ut, siRNA control HC, siRNA Acly Ut, n = 3 for siRNA control SB, siRNA control Bemp, siRNA Acly HC, siRNA Acly SB, siRNA Acly Bemp. (C-L) Volcano plots depicting the fold change and the statistical significance of transcripts. Over-expressed transcripts are highlighted in red and down-regulated transcripts are highlighted in blue. Reference line indicates the threshold of significance. n = 3. (M) Top 5 enriched terms by Metascape analysis in siRNA ACLY *vs.* siRNA control. n = 3. (N) Top 12 enriched processes by ShinyGO analysis in siRNA ACLY *vs.* siRNA control. n = 3. (O) Diagram exhibiting significantly modulated genes altered by Acly inhibitors in siRNA control AML12 cells. Upregulation (red), downregulation (blue), reciprocal regulation (black). n = 3. (P) Diagram exhibiting significantly modulated genes altered by Acly inhibitors in siRNA Acly AML12 cells. Upregulation (red), downregulation (blue), reciprocal regulation (black). n = 3. (Q) Diagram exhibiting significantly modulated genes altered by HC in siRNA Acly and siRNA control AML12 cells. Upregulation (red), downregulation (blue). n = 3. (R) Diagram exhibiting significantly modulated genes altered by SB in siRNA Acly and siRNA control AML12 cells. Upregulation (red), downregulation (blue). n = 3. (S) Diagram exhibiting significantly modulated genes altered by Bemp in siRNA Acly and siRNA control AML12 cells. Upregulation (red), downregulation (blue). n = 3. (T) 12 top significantly modulated canonical pathways by Ingenuity Pathway Analysis in siRNA Acly HC *vs.* siRNA control HC AML12 cells. Bars with positive z-scores are filled in red and bars with negative z-scores are filled with blue. n = 3. (U) 12 top significantly modulated canonical pathways by Ingenuity Pathway Analysis in siRNA Acly SB *vs.* siRNA control SB AML12 cells. Bars with positive z-scores are filled in red and bars with negative z-scores are filled with blue. n = 3. (V) 12 top significantly modulated canonical pathways by Ingenuity Pathway Analysis in siRNA Acly Bemp *vs.* siRNA control Bemp AML12 cells. Bars with positive z-scores are filled in red and bars with negative z-scores are filled with blue. n = 3. Ut: Untreated. HC: Hydroxycitrate. SB: SB-204990. Bemp: Bempedoic acid. C: control. Und: undetermined. Data shown are the means ± SEM. * p < 0.05 specific experimental condition *vs.* siRNA control.

**Figure S3. Effects of HC in energy intake in mice.** (A) Energy intake during the longevity assay in mice. n = 4 cages. Student´s t-test. HC: Hydroxycitrate. Ut: Untreated. Data shown are the means ± SEM. * p < 0.05 HC *vs.* Ut.

**Figure S4. HC does not alter neurocognition, exerts minor effects in glucoregulation and alters locomotor function in healthy diet.** (A) Graphical representation of the experimental model. BM: Barnes maze. F: Fasting-induced energy intake. Hb: Glycated hemoglobin. G: Glucose. I: Insulin. NOR: Novel object recognition. Rd: Rotarod. Wh: Wire hang. FC: Fear conditioning. IC: Indirect calorimetry. (B-G) Wild-type mice treated or not with HC were subjected to indirect calorimetry evaluation at week 71 of treatment. (B) Monitorization of spontaneous activity and daily spontaneous activity. n = 7. Repeated measures two-way ANOVA Bonferroni post hoc test for monitorization and Student´s t-test for daily determination. (C) Water intake during indirect calorimetry. n = 7 Ut, n = 4 HC. Student´s t-test. (D) Monitorization of energy expenditure and daily energy expenditure. n = 7. Repeated measures two-way ANOVA Bonferroni post hoc test for monitorization and Student´s t-test for daily determination. (E) Daily energy intake during indirect calorimetry. n = 7 Ut, n = 6 HC. Student´s t-test. (F) Monitorization of rearing activity and daily rearing activity. n = 7 Ut, n = 6 HC. Repeated measures two-way ANOVA Bonferroni post hoc test for monitorization and Student´s t-test for daily determination. (G) Monitorization of respiratory quotient and daily rearing quotient. n = 7. Repeated measures two-way ANOVA Bonferroni post hoc test for monitorization and Student´s t-test for daily determination. (H) Glucose during an OGTT and Area under the curve (AUC) of glucose levels during an OGTT at 21 weeks of treatment. n = 9. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (I) Insulin during an OGTT and AUC of insulin levels during OGTT at 24 weeks of treatment. n = 8 Ut, n = 10 HC. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (J) Glucose during an IPPTT and AUC of glucose levels during an IPPTT at 20 weeks of treatment. n = 10. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (K) Glucose during an ITT and AUC of glucose levels during an ITT at 22 weeks of treatment. n = 10. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (L) Glucose levels at 16 hours of fasting at 24 weeks of treatment. n = 10. Student´s t-test. (M) Insulin levels at 16 hours of fasting at 24 weeks of treatment. n = 10. Student´s t-test. (N) HOMA-IR index at 16 hours of fasting at 24 weeks of treatment. n = 10. Student´s t-test. (O) Serum ALT levels in fasting conditions at week 19 of treatment. n = 4 Ut, n = 4 HC, n = 4 HFD, n = 5 HC-HFD. Two-way ANOVA Tukey post hoc test. (P) Serum AST levels in fasting conditions at week 19 of treatment. n = 3 Ut, n = 4 HC, n = 4 HFD, n = 5 HC-HFD. Two-way ANOVA Tukey post hoc test. (Q) Percentage of glycated hemoglobin at 24 weeks of treatment. n = 10. Student´s t-test. (R) Fasting-induced energy intake at 23 weeks of treatment. n = 10. Student´s t-test. (S-U) Spatial memory was assessed by Barnes Maze at week 21-22 of treatment in mice fed with a healthy STD. (S) Latency to target at day 5 and at day 12. n = 10. Student´s t-test. (T) Errors to target at day 5 and at day 12. n = 10. Student´s t-test. (U) Total attempts to target at day 5 and at day 12. n = 10. Student´s t-test. (V) Fear conditioning performance during the training test (before any tone-shock pairing) and during the contextual test at week 29 of treatment. (W) Fear conditioning performance during the pre-tone period and the tone presentation in the cued test at week 29 of treatment. n = 10. Note, performance of one mouse on training day was not recorded due to technical reasons. Student´s t-test. (X) Discrimination index in novel object recognition at week 25 of treatment. n = 5. Student´s t-test. (Y) Wire hang performance at week 27 of treatment. n = 24 Ut, n = 20 HC. Student´s t-test. (Z) Rotarod performance at week 26 of treatment. n = 23 Ut, n = 20 HC. Student´s t-test. HC: Hydroxycitrate. Ut: Untreated. a.u.: arbitrary units. Data shown are the means ± SEM.* p < 0.05 HC *vs.* Ut. IU: international units. NOR: novel object recognition. Data shown are the means ± SEM. Unless otherwise highlighted * p < 0.05 HC *vs.* Ut.

**Figure S5. HC exerts mild positive effects in glucoregulation, and does not alter neurocognition and locomotor function in HFD.** (A) Graphical representation of the experimental model. F: Fasting-induced energy intake. Hb: Glycated hemoglobin. G: Glucose. I: Insulin. Rd: Rotarod. Wh: Wire hang. BM: Barnes maze. Eu: Euthanization. (B) Body weight during the course of the study performed in HFD. n = 11-12 on HFD. n = 12 HFD-HC. Student´s t-test. (C) Energy intake during the course of the study performed in HFD. n = 3 cages. Student´s t-test. (D) Glucose during an OGTT and AUC of glucose levels during an OGTT at week 16 of treatment. n = 10 HFD, n = 11 HC-HFD. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (E) Insulin during an OGTT and AUC of insulin levels during an OGTT at week 13 of treatment. n = 9. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (F) Glucose during an IPPTT and AUC of glucose levels during an IPPTT at week 11 of treatment. n = 12. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (G) Glucose during an ITT and AUC of glucose levels during an ITT at week 15 of treatment. n = 10 HFD, n = 11 HC-HFD. Repeated measures two-way ANOVA Bonferroni for glucose levels and Student´s t-test for AUC. (H) Glucose levels at 16 hours of fasting at week 19 of treatment. n = 11 HFD, n = 12 HC-HFD. Student´s t-test. (I) Insulin levels at 16 hours of fasting at week 19 of treatment. n = 11 HFD, n = 12 HC-HFD. Student´s t-test. (J) HOMA-IR index at 16 hours of fasting at week 19 of treatment. n = 11 HFD, n = 12 HC-HFD. Student´s t-test. (K) Percentage of glycated hemoglobin at week 19 of treatment. n =11 HFD, n = 12 HC-HFD. (L) Fasting-induced energy intake at week 19 of treatment. n = 9 HFD, n = 11 HC-HFD. Student´s t-test. (M) Wire hang performance on HFD at week 17 of treatment. n =11. Student´s t-test. (N) Rotarod performance on HFD at week 17 of treatment. n =11 HFD, n = 12 HC-HFD. Student´s t-test. (O-Q) Spatial memory was assessed by Barnes Maze at week 20-21 of treatment in mice fed with a HFD. (O) Latency to target at day 5 and at day 12. n = 10. Student´s t-test. (P) Errors to target at day 5 and at day 12. n = 10. Student´s t-test. (Q) Total attempts to target at day 5 and at day 12. n = 10. Student´s t-test. HC: Hydroxycitrate. Ut: Untreated. HFD: High fat diet. a.u.: arbitrary units. Data shown are the means ± SEM. Data shown are the means ± SEM.* p < 0.05 HFD *vs.* HC-HFD.

**Figure S6. Effects of HC in the liver of mice fed with a healthy STD and mice fed with an unhealthy HFD.** (A) Tissue weight at euthanization in mice fed with HFD at 41 weeks of age (21 weeks of treatment). n = 10 HFD, n = 11 HC-HFD. Student´s t-test. (B) Analysis of FAMES in liver, gastrocnemius and WAT. n = 10 for liver Ut, n =11 for liver HC, gastrocnemius and WAT. Student´s t-test. (C) Analysis of diglyceride species in liver, gastrocnemius and WAT. n = 11. Student´s t-test. (D) Analysis of triglyceride species in liver, gastrocnemius and WAT. n = 10 for liver and gastroc, n =11 for WAT. Student´s t-test. (E) Analysis of FAMES in liver of mice fed with a HFD. n = 11. Student´s t-test. (F) Enriched gene sets by GSEA analysis liver tissue. n = 5. (G) Top 12 enriched processes by ShinyGO analysis in liver tissue. n = 5. (H) Representative western blots of global hepatic acetyl-lysine modified proteins of mice treated with HC. n = 7. (I) Densitometric quantification of western blots shown in panel H. n = 7. Student´s t-test. (J) Representative western blots of hepatic acetyl-lysine modified histones of mice treated with HC. n = 5. (K) Densitometric quantification of western blots shown in panel J. n = 5. Student´s t-test. (L) Representative western blots of hepatic proteins of mice treated with HC. n = 7. (M) Densitometric quantification of western blots shown in panel L. n = 7. Student´s t-test. HC: Hydroxycitrate. Ut: Untreated. HFD: High fat diet. r. u.: relative units. Data shown are the means ± SEM. * p < 0.05 HC *vs.* Ut or HFD *vs.* HC-HFD.

**Figure S7. Effects on HC in the skeletal muscle of mice fed with a healthy STD.** (A) Immunohistochemical analysis of Myh7 expression in soleus tissue. n = 5. (B) Mitochondrial cristae development score. n = 4. Student´s t-test. (C) Mitochondrial circularity score. n = 4. Student´s t-test. (D) Mitochondrial matrix electron density score. n = 4. Student´s t-test. (E) Immunohistochemical analysis of Myh7 expression in gastrocnemius. n = 5. (F) Representative western blots of Myh7 of mice treated with HC in the gastrocnemius. n = 7. (G) Densitometric quantification of western blots shown in panel F. n = 7. Student´s t-test. (H) Enriched gene sets by GSEA analysis the soleus. n = 5. (I) Top 12 enriched processes by ShinyGO analysis in soleus. n = 5. (J) Evaluation of Acly levels by western blot in the liver and the gastrocnemius of mice treated with HC. n = 3. (K) Densitometric quantification of western blots shown in panel J. Acly expression in each tissue was relativized to the untreated control. n = 3. Student´s t-test. (L) Representative western blots of gastrocnemius mice treated with HC. n = 7. (M) Densitometric quantification of western blots shown in panel K. n = 7. Student´s t-test. HC: Hydroxycitrate. Ut: Untreated. r. u.: relative units. Data shown are the means ± SEM. * p < 0.05 HC *vs.* Ut.

**Figure S8. Effects of HC in mice injected with CTX**. (A) Body weight of mice injected with CTX at 28 DPI. n = 16 C, n = 19 CTX, n = 20 CTX-HC. One-way ANOVA plus Tukey post hoc test. (B) Energy intake of mice injected with CTX. n = 4 cages CTX, n = 5 cages CTX-HC. Student´s t-test. (C) Soleus weight of non-injected leg. n = 4 C, n = 6 CTX 2 DPI, n = 6 CTX-HC 2 DPI. n = 19 CTX 30 DPI, n = 17 CTX-HC 30 DPI. One-way ANOVA plus Tukey post hoc test. (D) Gastrocnemius weight of non-injected leg. n = 4 C, n = 6 CTX 2 DPI, n = 6 CTX-HC 2 DPI, n = 19 CTX 30 DPI, n = 19 CTX-HC 30 DPI. One-way ANOVA plus Tukey post hoc test. (E) Representative images of soleus hematoxylin and eosin staining. n = 4 healthy control, n = 5 CTX 2 DPI, n = 5 CTX-HC 2 DPI, n = 6 CTX 30 DPI, n = 6 CTX-HC 30 DPI. (F) Representative images of soleus Cd45^+^ immune infiltration staining. n = 4 C, n = 5 CTX 2 DPI, n = 5 CTX-HC 2 DPI, n = 6 CTX 30 DPI, n = 6 CTX-HC 30 DPI. (G) Representative images of soleus Sirius red staining. n = 4 healthy control, n = 6 CTX 2 DPI, n = 5 CTX-HC 2 DPI, n = 6 CTX 30 DPI, n = 6 CTX-HC 30 DPI. (H) Nuclei per fiber in soleus. n = 4 C, n = 5 CTX 2 DPI, n = 5 CTX-HC 2 DPI, n = 6 CTX 30 DPI, n = 5 CTX-HC 30 DPI. One-way ANOVA plus Tukey post hoc test. (I-K) C2C12 cells were exposed to siRNA Acly, treated with 1 mM HC and differentiated into myoblasts. mRNA expression was determined at different time points. (I) Acly expression. n = 4 non-differentiated, n = 6 siRNA control at 2 days of differentiation (Day of diff., or DOD), n = 6 siRNA control at 2 DOD treated with HC, n = 5 siRNA Acly at 2 DOD n = 5 siRNA Acly at 2 DOD treated with HC, n = 4 siRNA control at 6 DOD, n = 4 siRNA control at 6 DOD treated with HC, n = 4 siRNA Acly at 6 DOD, n = 4 siRNA Acly at 6 DOD treated with HC. (J) Myod expression. n = 4 non-differentiated, n = 5 siRNA control at 2 DOD, n = 5 siRNA control at 2 DOD treated with HC, n = 5 siRNA Acly at 2 DOD, n = 5 siRNA Acly at 2 DOD treated with HC, n = 4 siRNA control at 6 DOD, n = 4 siRNA control at 6 DOD treated with HC, n = 4 siRNA Acly at 6 DOD, n = 4 siRNA Acly at 6 DOD treated with HC. (K) Myh7 expression. n = 4 non-differentiated, n = 6 siRNA control at 2 DOD, n = 6 siRNA control at 2 DOD treated with HC, n = 5 siRNA Acly at 2 DOD, n = 6 siRNA Acly at 2 DOD treated with HC, n = 4 siRNA control at 6 DOD, n = 4 siRNA control at 6 DOD treated with HC, n = 4 siRNA Acly at 6 DOD, n = 4 siRNA Acly at 6 DOD treated with HC. (L-M) Top 12 enriched processes by ShinyGO analysis in at 2 DPI and 30 DPI. (L) CTX HC 2 DPI *vs.* CTX 2 DPI. n = 3. (M) CTX HC 30 DPI *vs.* CTX 30 DPI. n = 3. Gastroc: Gastrocnemius. nd: not determined. HC: Hydroxycitrate. Ut: untreated. C: healthy control mice not injected with CTX or siRNA control. A: siRNA Acly. CTX: cardiotoxin. DPI: days post injury. r. u.: relative units. Data shown are the means ± SEM. * p < 0.05 CTX *vs.* C. # p < 0.05 CTX-HC *vs.* CTX or HC-C *vs.* C.

Table S1. List of resources for materials used in this work.

# Supplementary material for: Hydroxycitrate delays early mortality in mice and promotes muscle regeneration while inducing a rich hepatic energetic status
**Source:** Aging Cell. 2024 May 17;23(9):e14205. doi: 10.1111/acel.14205
**Supplement:** Supplementary file 10 — Appendix S2.

**Online Methods**

**Mice, diets and *in vivo* treatments**

Mice experimentations were approved by the CABIMER Animal Committee and performed in accordance with the Spanish law on animal use RD 53/2013 and the EU Directive (2010/63/EU) for animal research.

For the longevity assay 8-week old wild-type male C57BL/6 mice were purchased from Charles River. Mice were housed in individually ventilated cages (Tecniplast, Buguggiate, Italy). Souralit plus 29/12 bedding (Souralit, Gerona, Spain) was sterilized by autoclave and added to each cage. Mice were group‐housed at 3-7 mice per cage. Mice were maintained on a 12 hours light/dark cycle and had *ad libitum* access to rodent chow TD2914 (Envigo, Barcelona, Spain) and water until the initiation of the treatments. In animals treated or not with HC, mice were distributed in different groups at 20-weeks of age and treatments were initiated at that moment: (1) standard TD2914 diet (STD) with the following percentages of calories distribution: 67 % from carbohydrates, 20 % from proteins and 13 % from fats. (2) STD + 7.5g/Kg of HC (STD-HC). (3) A cholesterol-free high-fat diet (HFD) TD.06414 (Envigo, Barcelona, Spain) with the following percentages of calories distribution: 21.4 % from carbohydrates, 18.3 % from proteins and 60.3 % from fats (37 % saturated, 47 % monounsaturated and 16 % polyunsaturated). (4) HFD + 7.5g/Kg of HC (HFD-HC). At week 41 of life, a cohort of mice was euthanized at 16 hour of fasting for the *ex vivo* analyses. Dead animals on the longevity assay were necropsied at time of death.

For the cardiotoxin model of muscle damage, 6±1 month-old wild-type male C57BL/6 mice were injected or not with 10 µM CTX (Latoxan) ([Vinel et al., 2018](#_ENREF_40)). The day of the injection, mice were anesthetized with isoflurane inhalation. Then, CTX was injected in the belly of the left hind limb to reach the gastrocnemius and the soleus (100 µl total volume) using a 31-gauje needle. Subsequently, mice were supplemented or not with HC at 7.5g/Kg of HC in STD. Mice were subjected to an evaluation of physical health using wire hang (day 10), treadmill (day 16), rotarod (21), and grip strength (day 27). On day 28 post-CTX injection the control group (not previously exposed to CTX) was divided into three groups to evaluate early (2 days) responses to CTX injection. These mice were anesthetized with isoflurane inhalation and received or not an injection of 10 µM CTX in the belly of the left hind limb to reach the gastrocnemius and the soleus (100 µl total volume) using a 31-gauje needle. Subsequently, these mice were supplemented or not with HC at 7.5g/Kg of HC in STD for 2 days. Mice were euthanized at 2 days or 30 days post CTX injection, muscles were snap frozen in liquid nitrogen or embedded in optimal cutting temperature compound in isopentane cooled with liquid nitrogen.

**Liver biopsies and immunohistochemistry of human samples**

Samples were obtained from the Clinic University Hospital of Valencia following approval from the institutional review board. The cohort consisted in 30 liver biopsies used for the clinical diagnosis of the subjects. Sex was assigned based on the physical characteristic of the patients and their medical record. Samples were evaluated by histopathology and clinical parameters according to the protocols of the Clinic University Hospital of Valencia ([Marti-Aguado et al., 2021](#_ENREF_23)). 4 µm sections from formalin-fixed paraffin embedded samples were prepared for immunohistochemical staining. Antigen retrieval was performed with citrate buffer pH 6 (Sigma-Aldrich) by boiling the slides for 20 minutes in an autoclave followed by cooling at room temperature for 10 minutes. The sections were then incubated with blocking solution consisting in PBS with Triton-X (0.1 % v/v), BSA 0.3 % and normal goat serum 10 % at room temperature for 1 hour. Incubations with primary antibodies were performed at the following dilutions: Anti-ATP citrate lyase antibody [EP704Y] (ab40793, Abcam) at 1:250, Anti-phospho-ATP-Citrate Lyase (pSer454) (SAB4504020, Sigma-Aldrich) at 1:100, 4 ºC overnight in a humidified chamber. The slides were then washed in PBS 1x, Tx 0.1 %, BSA 0.3 % and incubated with secondary antibody according to VECTASTAIN® ABC-HRP Kit, Peroxidase (Rabbit IgG) (Vector Labs). The staining was developed with DAB Substrate Kit, Peroxidase (HRP), with Nickel (Vector Labs). The evaluation of integrated density was performed using ImageJ.

**Indirect calorimetry**

Indirect calorimetry was assayed in a OxyletPro system (PanLab Harvard Apparatus). Mice were in individual cages with water and food available *ad libitum* and maintained at ~22 °C under a 12:12 hours light:dark cycle (light period 08:00-20:00 hours). Oxygen and carbon dioxide concentrations were determined at the inlet and outlet of the sealed cages. Each chamber was measured for 60 seconds at 10 minutes intervals and data were recorded for ~48 hours total. Locomotor activity was monitored using infrared photocell beams for rearing, and a sensor platform for activity. Food and water intake was automatically monitored using specific sensors in individual cages.

**Glucoregulation tests**

For OGTTs, mice were fasted for 6 hours at 10 a.m. and received an oral gavage of glucose (3 g/kg). For IPPTT, mice were fasted for 6 hours from 10 a.m. and received an intraperitoneal injection of sodium pyruvate (2 g/kg). For the ITT, mice were fasted for 3 hours from 10 a.m. and received an intraperitoneal injection of insulin (1.5 IU/kg). For the HOMA-IR, mice were fasted from 6 p.m. and determinations were performed at 16 hours of fasting. To determine glucose levels, blood samples were taken by venipuncture using a Precision Xceed glucometer (Abbott, Madrid, Spain). Insulin was measured in plasma using ELISA kits (Crystal Chem, Downers Grove, IL, USA).

**Fasting-induced energy intake**

Mice were fasted for 16 hours. Subsequently, food was provided *ad libitum* and food intake was determined at 3 hours.

**Glycated hemoglobin**

HbA1c levels were determined in blood samples according to the indications of the manufacturer (Crystal Chem).

**ALT and AST determination**

Serum levels of AST and ALT were analyzed using a Cobas Integra 400 plus automated analyzer (Roche Diagnostics).

**Barnes maze**

On the pre-training trial, mice were pre-trained to enter the escape box, guiding them to the escape box. Mice remained in the box for 2 minutes. Then, training trials were initiated (4 days). Mice were trained three trials per day and trials were separated by 15 minutes. Mice were allowed to explore the maze for up to 3 minutes and were guided to the escape box. The buzzed was turned off when mice entered the box and mice remained in the box for 1 minute. The following day, subjects received a probe trial for 90 seconds to determine short-retention memory. During the probe trial the escape box was removed. Primary latency and total attempts were recorded. Without further training mice were tested for another probe trial for 90 seconds 7 days after to determine long-term retention memory.

**Fear conditioning**

Neurofunction was evaluated by the fear conditioning paradigms in a three-days protocol, using a StartFear Combined system (Panlab, Harvard Apparatus, Barcelona, Spain). The first day (training), animals were placed in the test chamber and allowed to explore for 3 minutes. Mice were then exposed to a 30 seconds tone (80 dB) followed by a 2 seconds foot shock (0.2 mA). Animals received 3 additional tone-shock pairings, with a 70 seconds interval between pairing. The second day (contextual testing), mice were placed in the same test chamber and allowed to explore for 3 minutes in the absence of tone and foot shock. Freezing was measured across the 3 minutes period. The third day (cued testing), mice were placed in the same test chamber, but with an altered environment by changing the chamber walls and ground, and mice were allowed to explore the chamber for 3 minutes. Then, the auditory cue (80 dB tone) was presented for 3 minutes. Freezing was measured before and during the presentation of the tone. Data were analyzed using the Packwin v2.0 software (Panlab).

**Novel object recognition**

Novel object recognition test was performed with a long habituation phase, using odorless objects that do not retain any olfactory cues ([Leger et al., 2013](#_ENREF_19)). Briefly, mice were placed into the testing chamber for three consecutive days for habituation. The following day, mice were placed into the same chamber containing two identical objects (Object A) for 10 minutes, or until the object exploration time in both objects reached 20 seconds. After 24 hours, mice were placed back into the chamber containing the familiar object (Object A) and a novel object (Object B). Mice were allowed to explore the objects for 10 minutes, or until the object exploration time reached 20 seconds in both objects. Total exploration time of familiar and novel objects were recorded and the discrimination index was calculated.

**Physical performance**

Mice were evaluated for physical performance using different protocols. For wire hang test, mice were allowed to grip a horizontal 1 mm wire with their four paws up to 300 seconds, and the latency to fall was determined. Results shown are the averages of three trials per mouse. For rotarod tests, results are presented as the time to fall from an accelerating rotarod (4–40 rotations per minute over 5 minutes) using a Ugo Basile equipment. Mice were given a 1-minute trial for habituation at 4 rotations per minute the day before the experiment. Results shown are the averages of three trials per mouse. For treadmill test, results are expressed as the distance run until exhaustion in a PanLab equipment. The treadmill was horizontal and mice were given a 5-minute trial for habituation at 4 m/minute the day before the experiment. The following day each mouse was given a single trial at 7 m/minute for 3 minutes, 12 m/minute for 4 minutes, 15 m/minute for 18 minutes, 19 m/minute for 25 minutes and 24 m/minute for 30 minutes. Grip strength was determined in a Ugo Basile equipment. Mice were placed in a grid until they gripped the grid with their four paws. Then mice were gently pulled by the tail until they could no longer hold the grid. Results shown are the average of three trials per mouse.

**Lipid analyses**

Lipids were extracted from ~20 mg of tissue using hexane-isopropanol as previously described ([Hara & Radin, 1978](#_ENREF_12)). In brief, lipids were transmethylated with acid methanol. After cooling, heptane was added and the samples were mixed. GC analyses were performed on a Hewlett–Packard 5890A gas chromatograph for healthy-fed mice (Palo Alto, CA, USA) or Agilent 7890 system for HFD-fed mice with a Supelco SP-2380 capillary column of fused silica (30 mm length, 0.25 mm i.d., 0.20 μm film thickness) (Bellefonte, PA, USA). Hydrogen was used as the carrier gas and the oven was set at 170 ºC for HFD-fed mice and 180 °C for healthy-fed mice. Fatty acids were identified using standards. For glycerolipid identifications, lipids were fractionated to separate neutrals from polar lipids applying a modification of the method of Nash and Frankle ([Nash & Frankel, 1986](#_ENREF_28)). Total lipids dissolved in 2 ml chloroform were loaded onto a 0.5 silica gel cartridge (Lichrolut, Merk, Darmstadt, Germany) equilibrated in the same solvent. Then, neutral lipids were eluted with 10 ml chloroform. The solvent was removed under nitrogen and samples were dissolved in the same volume of acetone/acetonitrile 60:40 and stored at -20 ºC. The glycerolipid analysis was carried out in a Waters e2695 separation module equipped with a 2420 evaporative light scattering (ELS) detector and an Acquity QDs mass spectrometry (MS) detector from Waters operating in parallel, so simultaneous ELS and MS records were obtained. For neutral lipids analysis a SunFire C18 Column, 100Å, 3.5 µm, 4.6 mm X 150 mm from Waters was used. The sample was eluted applying a binary gradient. The solvent A consisted in acetone/acetonitrile 1:1 containing 0.1 % formic acid; the solvent B was acetone containing 0.1 % formic acid. The column was equilibrated in 100 % solvent A, then the sample was injected and the proportion of solvent B was increased to 90 % in 15 minutes. The solvent was kept at 90 % solvent B for 5 minutes more. Then, the column was re-equilibrated in 100 % solvent for 5 minutes prior the next injection. The composition of neutral lipids was quantified using the ELS record, whereas the peaks were identified by comparing their retention times with those from commercial standards and according to their MS records, which provided the MW of the corresponding sodium adducts of the eluted diacylglycerols or triacylglycerols. The ELS detector operated using a nebulizer temperature of 25 °C and a tube temperature of 52 °C with a nitrogen pressure of 25 psi (1.72 Bar). The MS detector operated in positive scan within a mass range from 500 to 1000 Da. The cone voltage was 15V, whereas the capillary voltages were 1.5 kV (positive) and 0.8 kV (negative).

**Transmission electron microscopy**

Fresh soleus muscles were fixed in 2.5 % glutaraldehyde and 2 % paraformaldehyde in 0.1 M phosphate buffer for 72 hours at 4 ºC before processing for electron microscopy. To improve the post-fixing and embedding process of the samples, 200 µm sections were cut on a vibratome Leica VT-1000 (Leica, Heidelberg, Germany). Muscle samples were post-fixed with 2 % osmium, rinsed, dehydrated and embedded in Durcupan resin (Fluka, Sigma-Aldrich, St. Louis, USA). Ultrathin sections (60 – 80 nm) were cut with an Ultracut UC-6 (Leica microsystems, Wetzlar, Germany) with a diamond knife, stained with lead citrate (Reynold’s solution) and examined under a transmission electron microscope FEI Tecnai G2 Spirit BioTwin (ThermoFisher Scientific company, Oregon, USA). All images were acquired with a Xarosa digital camera (EMSIS GmbH, Münster, Germany) controlled by Radius software Version 2.1. Images were used to determine different morphological parameters of mitochondria, including circularity, matrix electron density and cristae developed. The criteria used for mitochondrial scores were based on previous reports ([Vue et al., 2023](#_ENREF_41)), with minor modifications to improve clarity. For mitochondrial circularity; Score 0: over 75% of mitochondria were circular, score 1: over 50% of the mitochondria were circular, score 2: over 25% of the mitochondria were circular, score 3: no circular mitochondria were visible. For matrix electron density; score 0: over 25% of mitochondria were electron dense, score 1: over 50% of mitochondria were electron dense, score 2: over 75% of mitochondria were electron dense. For cristae development; score 0: no sharply defined cristae were visible, score 1: over 75% of the mitochondrial area lacked cristae, score 2: over 50% of the mitochondrial area lacked cristae, score 3: over 25% of the mitochondrial area lacked cristae, score 4: less than 25% of the mitochondrial area lacked defined cristae.

**Histological and immunohistochemistry analyses in mouse tissues**

Dissected tissues were fixed in 4 % paraformaldehyde and embedded in paraffin. Liver, soleus and red gastrocnemius sections were cut at 6 µm thickness. Quantifications of sections were performed blinded to the treatment groups. Hematoxylin and eosin staining was performed to evaluate tissue architecture, immune infiltration and nuclear counting. Fusion index was defined as the average number of nuclei inside myotubes as a percentage of total number of nuclei. Multinucleated index was defined as the number of nuclei in multinucleated fiber cells as a percentage of total nuclei in fibers. PAS reagent was used to stain glycogen according to the standard protocols of the histology core facility of CABIMER. The analysis was performed on a range of 24-123 images per experimental group. PAS score was determined by assigning an equally weighted arbitrary score of 0 (no visible PAS staining) to 20 (maximal PAS staining) for each image and averaging the score of each experimental group. Sirius red staining was performed to determine collagen depositions, indicative of fibrosis. Images were taken using optical microscopy and polarized light microscopy to determine preferentially the interaction of the Sirius red dye with type I collagen (red fibers) and type III collagen (green fibers) ([Bonomini, Rodella, Moghadasian, Lonati, & Rezzani, 2013](#_ENREF_5); [Liu et al., 2021](#_ENREF_20)). Cellular CSA was determined using a range of 32-274 cells per individual for the soleus and a minimum of 300 cells per individual for the gastrocnemius. For Myh7 immunofluorescence analyses, tissues were washed and permeabilized with PBS with Triton X 100 (0.1 % v/v). After 1 hour blocking in PBS with Triton X 100 (0.1 % v/v) with 5 % normal goat serum at room temperature, sections were incubated overnight at 4°C with Myh7 antibody (sc-53090, Santa Cruz Biotechnology). Subsequently, slides were incubated with Alexa fluor 594 goat anti-mouse (A32742, Thermo Fisher) in PBS with Triton X 100 (0.01 % v/v) for 2 hours at room temperature followed by Hoechst-nuclear staining. Soleus sections were washed and permeabilized with citrate buffer with Tween-20 (0.05 % v/v). After 1 hour blocking in PBS with Triton X 100 (0.25 % v/v) with 3 % skim milk and 10 % normal goat serum at room temperature, sections were incubated overnight at 4°C with Cd45 antibody (Ab10558, Abcam). After that, tissues were incubated with Alexa fluor 488 goat anti-rabbit (A11034, Thermo Fisher) in PBS with Triton X 100 (0.25 % v/v) with 3 % milk and 10 % normal goat serum for 1 hour at room temperature, followed by mounting slides with Fluoroshield mounting medium with DAPI (Ab104139, Abcam). Positive stained area and cell area was evaluated using ImageJ. The area of individualized fibers was quantified for the analyses of cell size in the soleus. For larger tissues (*i.e.* gastrocnemius), total fiber area was divided by the number of fibers in the area.

**Liver triglycerides**

Triglyceride levels were determined using an EnzyChrom Triglyceride Assay Kit according to the instructions of the manufacturer (BioAssay Systems, ETGA-200).

**RNA-seq analyses**

RNA extraction was performed using RNAeasy mini Kit (Qiagen). RNA-seq libraries were made with the Illumina stranded mRNA prep ligation kit following the corresponding user guide. The libraries were sequenced on NovaSeq 6000 SP. Quality control Analyses, FASTQ generation files, adapters trimming and filtering of sequencing were performed using the manufacturer’s software BaseSpace and followed by FASTQ toolkit v1.0.0. FastQ files generated were aligned to mouse genome (library UCSC mm10) using RNAseq Alignment (Illumina) V.2.0.2, based on STAR Alignment. Then, Gene counts were used as normalized gene expression (TPM) and regularized log-transformed gene count for different analysis. Gene counts were analyzed using DEseq2 Illumina package (v1.1), and were normalized using DESeq2’s median of ratios for differential expressed genes. Gene Counts of differentially expressed genes with a p < 0.05 and Log2 of fold-change ≥ 1 or ≤ -1 of each comparative set were included in the heat map. Unit variance scaling was applied to rows (genes). Also, both rows (genes) and columns (samples) were clustered using correlation distance and average linkage. Gene counts were used in GSEA (v4.3.2) and ShinyGO (v0.76). DEseq results (Log2 of fold-change and p values) were used in IPA. For Metascape (v3.5) and ShinyGO (v0.77), the list of significantly modulated genes was used to analyze transcriptomic data.

**Western blot**

AML12 cells, livers and entire gastrocnemius were lysed in radioimmunoprecipitation assay buffer (50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 % sodium deoxycholate, 0.1 % SDS, 1 % NP-40) with 10 μM trichostatin, 10 mM nicotinamide, 50 mM sodium butyrate, protease and phosphatase P0044, P5726 and P8340 (Sigma-Aldrich). Histone isolations were processed directly. Western blots were performed according to standard methods, which involved incubation with a primary antibody of interest, followed by incubation with a horseradish peroxidase-conjugated secondary antibody and enhanced chemiluminescence (Table S1). Blots were quantified with ImageJ, and the bands of interest were normalized to Gapdh staining.

**Acly activity**

Acly activity was determined as described with minor modifications ([MacDonald, Longacre, Warner, & Thonpho, 2013](#_ENREF_21)). In brief, liver tissue was lysed in ice-cold 220 mM mannitol, 70 mM sucrose, 5 mM potassium HEPES buffer, pH 7.5 containing 1 mM dithiothreitol. Lysates were centrifuged at 600 x *g* for 10 minutes to precipitate the nuclei and debris. Then, the supernatant was centrifuged at 5500 x *g* for 10 minutes to precipitate the mitochondrial fraction and the supernatant was then centrifuged 20000 x *g* for 20 minutes to generate a cytosolic fraction. Enzymatic activity was measured in 5 mM citrate, 0.3 mM coenzyme A, 3 mM ATP, 0.15 mM NADH, 10 mM MgCl_2_, 10 mM dithiothreitol, and 6 units/ml of malate dehydrogenase in 100 mM Tris chloride buffer, pH 8.5 at 37º C in the presence or not of 5 mM HC. NADH absorbance was monitored at 340 nm during 1 minute for background, after which 5 mM citrate was added to determine Acly activity.

**AML12 culture, C2C12 culture and siRNA interference**

AML12 cells were obtained from ATCC (CRL-2254) and were maintained and propagated in DMEM/nutrient mixture F-12 Ham (D8437 Sigma-Aldrich) with 10 % fetal bovine serum, pen-strep, ITS Liquid Media Supplement, and 0.1 μM dexamethasone. At 4 hours post-seeding cells were treated with siRNA Acly or control siRNA (Cultek). At 24 hours post siRNA interference, cells were treated with HC 1 mM, SB 10 µM or Bemp 30 µM for 16 hours. Then samples were snap frozen and maintained at -80 ºC or processed for various experiments. Evaluation of lipid content was performed using Oil red O staining. Quantification of lipid content was performed after isopropanol solubilization at 510 nm. MTT activity was determined adding the reagent to the cells. Quantification of metabolic activity was performed after SDS (10 %) solubilization by optical density at 575 nm with a reference wavelength of 690 nm using a Varioskan Flash spectrophotometer (Thermo Scientific, Spain).

C2C12 cells were obtained from ATCC (CRL-1772) and were maintained and propagated in DMEM (30-2002, ATCC) with 10 % fetal bovine serum and pen-strep. Myoblast differentiation was induced by replacing the media with DMEM supplemented with 10 % horse serum at 120 hours post seeding, when cells reached 90 % confluence. At 120 hours post-seeding, cells were treated with siRNA Acly or control siRNA (Cultek) and were treated with 1 mM HC. Samples were snap frozen at different time points and maintained at -80 ºC until RNA was isolated.

**Semi-quantitative RT–PCR**

Total RNA was isolated from frozen tissues using PRImeZOL™ Reagent (AN1100, Canvax, Córdoba, Spain). RNA concentration and quality were determined using a NanoDrop® Spectrophotometer ND-100. Total RNA (0.5-2 µg) was used to synthesize cDNA with the iScript™ cDNA Synthesis Kit (Bio-Rad Laboratories). Primer sequences are presented in Table S1. The mRNA expression was calculated by the 2-ΔΔCT method and expression was normalized to the expression of Rps29.

**Oxygen consumption and extracellular acidification rates**

Mitochondrial bioenergetics on AML12 cells were measured using an XF24 Extracellular Flux Analyzer (Agilent). After 16 h of treatment with ACLY inhibitors, cells were washed with Seahorse assay media supplemented with 10 mM glucose, 1 mM pyruvate, and 2 mM glutamine, pH 7.2 (Agilent). Cells were incubated in a CO_2_-free incubator at 37 °C for 1 hour. Then, OCR and ECAR were determined in basal conditions and through consecutive injections of oligomycin (4 μM) at minute 27, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP; 2 μM) at minute 52, rotenone (1 μM) at minute 78, and antimycin A (5 μM) at minute 104.

**Acid histone extraction**

Liver samples (∼60 mg) were lysed in 0.3 ml of PBS containing 0.5 % Triton X 100 (v/v), 0.02 % (w/v) sodium azide, 10 μM trichostatin, 10 mM nicotinamide, 50 mM sodium butyrate and protease/phosphatase inhibitors P0044, P5725, P8340 (Sigma-Aldrich). Lysates were incubated for 10 minutes at 4 ºC with gentle rotation and the mixture was centrifuged at 2000 rpm for 10 minutes at 4 ºC. The supernatant was removed and the pellet was resuspended in 100 μl of 0.2 N HCl and incubated overnight at 4 ºC with gentle rotation. Then, samples were centrifuged at 2000 rpm for 10 minutes at 4 ºC and the supernatant harvested. Finally, HCl was neutralized with NaOH 0.2 N and samples were stored at -80 ºC until used.

**Statistics and reproducibility**

The statistical analysis was performed using SigmaPlot 14.5 (SigmaPlot, Barcelona, Spain) and GraphPad prism 7 (GraphPad Software Inc, San Diego, CA). Statistical tests are reported in figure legends. Normality was assumed in statistics. Dunn´s post hoc test was using in Kruskal Wallis non-parametric ANOVA. Bonferroni or Tukey post hoc test were used in ANOVA. Data are shown as means ± standard error of the mean (SEM). Significance is reported at p ≤ 0.05.

**REFERENCES**

Bonomini, F., Rodella, L. F., Moghadasian, M., Lonati, C., & Rezzani, R. (2013). Apolipoprotein E deficiency and a mouse model of accelerated liver aging. Biogerontology, 14(2), 209–220. https://doi.org/10.1007/s10522-013-9424-9

Hara, A., & Radin, N. S. (1978). Lipid extraction of tissues with a low‐toxicity solvent. Analytical Biochemistry, 90(1), 420–426. https://doi.org/10.1016/0003-2697(78)90046-5

Leger, M., Quiedeville, A., Bouet, V., Haelewyn, B., Boulouard, M., Schumann‐Bard, P., & Freret, T. (2013). Object recognition test in mice. Nature Protocols, 8(12), 2531–2537. https://doi.org/10.1038/nprot.2013.155

Liu, J., Xu, M. Y., Wu, J., Zhang, H., Yang, L., Lun, D. X., Hu, Y. C., & Liu, B. (2021). Picrosirius‐polarization method for collagen fiber detection in tendons: A mini‐review. Orthopaedic Surgery, 13(3), 701–707. https://doi.org/10.1111/os.12627

MacDonald, M. J., Longacre, M. J., Warner, T. F., & Thonpho, A. (2013). High level of ATP citrate lyase expression in human and rat pancreatic islets. Hormone and Metabolic Research, 45(5), 391–393. https://doi.org/10.1055/s-0032-1329987

Nash, A. M., & Frankel, E. N. (1986). Limited extraction of soybeans with hexane. Journal of the American Oil Chemists' Society, 63, 244–246. https://doi.org/10.1007/BF02546147

Vinel, C., Lukjanenko, L., Batut, A., Deleruyelle, S., Pradère, J. P., Le Gonidec, S., Dortignac, A., Geoffre, N., Pereira, O., Karaz, S., Lee, U., Camus, M., Chaoui, K., Mouisel, E., Bigot, A., Mouly, V., Vigneau, M., Pagano, A. F., Chopard, A., … Dray, C. (2018). The exerkine apelin reverses age‐associated sarcopenia. Nature Medicine, 24(9), 1360–1371. https://doi.org/10.1038/s41591-018-0131-6

Vue, Z., Garza‐Lopez, E., Neikirk, K., Katti, P., Vang, L., Beasley, H., Shao, J., Marshall, A. G., Crabtree, A., Murphy, A. C., Jenkins, B. C., Prasad, P., Evans, C., Taylor, B., Mungai, M., Killion, M., Stephens, D., Christensen, T. A., Lam, J., … Hinton, A., Jr. (2023). 3D reconstruction of murine mitochondria reveals changes in structure during aging linked to the MICOS complex. Aging Cell, 22(12), e14009. https://doi.org/10.1111/acel.14009

How the deposited data were processed for this re-analysis (not part of the article)

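RNA-seq values were analysed for 59 libraries in 17 groups: AML12 cells (24 libraries, 8 groups of 3), liver and soleus of untreated and HC mice (10 libraries each, 2 groups of 5) and gastrocnemius after cardiotoxin injury (15 libraries, 5 groups of 3). The authors extracted RNA with RNeasy columns and sequenced stranded libraries on an Illumina NovaSeq. The methods of the paper name an mRNA ligation kit, and the labels of the liver and soleus samples name rRNA depletion with a directional kit. The authors trimmed reads with the FASTQ toolkit 1.0.0, aligned them to UCSC mm10 with the STAR-based RNAseq Alignment 2.0.2 and normalized gene counts by the median of ratios with the Illumina package 1.1 for DESeq2. They called genes by a limit on p and an absolute log2 fold change of at least 1, and the text does not say whether that p was adjusted.

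The deposited signal values are normalized values and not counts, since the authors normalized gene counts by the median of ratios before deposit. The values of a library were not multiples of 1 factor, so whole reads could not be recovered, so tests planned on counts (edgeR, and DESeq2 as an alternative) could not be run. The depth of a library was estimated by dividing the sum of its values by its most frequent value between 0 and 2, taken as 1 read. It was 7.31 to 16.3 M reads in AML12 cells, 7.69 to 13.1 M in liver, 8.93 to 11.2 M in soleus and 16.0 to 34.9 M in gastrocnemius.

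Values were taken to log2 after adding a pseudocount of 1, which makes fold changes of genes with low values smaller. Genes were tested when their value was at least 10 in at least as many libraries as the smallest group holds, which left 12296 genes in AML12 cells, 11497 in liver, 12067 in soleus and 14033 in gastrocnemius. All groups of a table were fitted together with limma 3.58.1 in R 4.3.3 (linear models, moderated by a trend with the mean) and p values were adjusted by the method of Benjamini and Hochberg at 0.05. Differences between effects were tested as interactions in the same fit. Group means of single genes were compared with an exact permutation test, two-sided, whose smallest p is 0.1 for 3 libraries against 3 and 0.00794 for 5 against 5. Counts at the paper's threshold used the unadjusted p of limma. The test was tried on simulated data with 100 genes changed by a log2 of 1 and 100 by 2, with 2 to 7 unchanged genes called in each of 4 comparisons. The adjusted limit is stricter when fewer genes change, so the shares called there are too high for data with few changed genes.

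Gene lists were tested with camera at a correlation between genes of 0.01 and again with that correlation estimated from the data, adjusted over the 20 to 29 lists tested in a comparison (lists of at least 5 measured genes). The 51 lists came from general knowledge, were written after reading the paper and hold some genes the paper names. Which lists are described was decided after results were seen. Genes were named by a rule: every gene the paper names, the 5 largest rises and 5 largest falls among genes that passed with a mean log2 change of at least 1 and groups that did not overlap (unnamed gene models left out), and for each described list the 2 highest and 2 lowest members that passed or, where none did, the 2 most abundant members. Some genes that the rule selects are not reported here. Genes outside this rule are stated to be chosen after their values were seen. Gene positions are those of GRCm38.

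Libraries were grouped by their labels, and the library labelled siC Bemp 11 was kept in its labelled group. Replicate numbers shared by treated and untreated mice were not used for pairing. Comparisons that share controls were set beside 100 simulations of unchanged groups. Alternatives were no limit on low values, fits of only the 2 groups compared, the series of library numbers as a covariate, replicates as a block, an adjusted p at the paper's threshold, estimated correlation and leaving out each library in turn. Pseudocounts of 0.5 and 5, recomputed median of ratios, quantile normalization, a run factor of 3 levels found from the data in AML12 cells, and leaving out 2 doubted gastrocnemius libraries were added after the data were seen.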

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

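The tests of bempedoic acid as the cause of a low Acly value, of a swap of libraries, of genes that respond to bempedoic acid and of a larger injured share were chosen only after the result was seen. That the other siC Bemp libraries must stand apart in the test of response genes was required only after it was run, and the single-library values behind the tests of nerve and of the library CTX 57 had been seen in marker genes, among them Cd68 and Lyz2. Gene lists and the genes the paper names were set before the data were examined, as were the comparisons, and the lists described and the 3 patterns weighed here, of 4 considered, were picked afterwards.

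The Acly value of the library labelled siC Bemp 11 was 404.4, with the other siC libraries at 2575.7 to 3859.6. Bempedoic acid as the cause is argued against by the other siC Bemp libraries, the lower at 2882.7 against 2750.4 for the lowest untreated siC library, and a swap with a siAcly library by the highest siAcly value, 598.5. A wrong or mixed-up label stays open, because 22 other genes that differ between siAcly and siC cells did not decide it. Over these the library lay at 0.425 of the way to siAcly. There 8 other treated siC libraries lay at −0.0227 to 0.432 (SD 0.162) and treated siAcly libraries at 0.454 to 0.86. The library at 0.454, siAcly SB 16, had a similar Acly value (419.5). Its scores on the leading principal components were also close (26.11, 36.61, −3.05 and −10.71, against 25.63, 31.89, −3.425 and −11.13). On components 1 and 2 siC HC 7 was close as well (27.54 and 33.86). An exchange of treatment labels between siC Bemp 11 and siC Ut 13 would not account for the low Acly value, since both are labelled siC, but stays open. Cyp1a1, chosen after its values were seen, was 236 in siC Bemp 11 and 917.4 in siC Ut 13, with 677.8 to 1255 in the 5 other libraries labelled Bemp and 94.81 to 494.6 in all others. Tests on many genes did not decide it, since the difference of siC Ut 13 from siC Ut 2 had a correlation of −0.2 with that of siC Bemp 10 from siC Ut 1 (−0.0301 for siC SB 5, −0.227 for siC HC 8), and over 13 other genes that respond to bempedoic acid in siAcly cells siC Ut 13 lay at −0.0775 and siC Bemp 11 at 0.0463, where the other siC Bemp libraries (0.344 and 0.417) exceeded the highest of the other siC libraries (0.298) by less than an SD (0.127).

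Matrix genes in HC soleus had a median log2 fold change of 0.41, and myelin genes were higher in the same muscles. With the myelin mean as a covariate, which would lower the matrix median if nerve in the sample carried matrix transcripts, that median was 0.177 (0.0548 without HC 4 to 0.516 without HC 5), against 0.204 for 50% of its value. This decides nothing: every HC muscle had a higher myelin mean (lowest 5.731, HC 3) than every untreated one (highest 5.657, Ut 4), so the covariate takes up an effect of HC of any origin. Nerve and a change in the muscle itself both stay open. In the mouse HC 1 the myelin mean (6.514) was the second highest and the matrix mean (7.711) the second lowest of 10, which goes against nerve as the carrier there, and 1 mouse does not decide it.

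Macrophage genes in injured gastrocnemius at 2 DPI were higher with HC than without, with a median of 1.44. A larger injured share of the muscle sampled stays open: satellite cell and myoblast genes had a median of −0.243, with a difference between the list scores of 1.6 (standard error 0.79), but against uninjured muscle their median was only 0.422 in CTX and 0.108 in CTXHC, with macrophage medians of 1.64 and 2.88, too little for a test of that share. The library CTX 57, near the uninjured muscles, stays a candidate cause, since the median was 0.673 without it, against 0.718 for 50% of the value, and 0.275 to 1.28 when 1 more library was left out as well. A stronger immune response to injury under HC stays open as well and was not tested apart from these. The paper reports a smaller area of Cd45-positive immune infiltration with HC at 2 DPI (Figure 6h). That goes the other way from the macrophage genes, but in the soleus and by staining, and the difference between the muscles was not tested.

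In groups of 5, single mice lay far from the other 4 by the gap test of Dixon, which chance alone gives for about 1 group in 20: 23 groups of 278 against 13.9 expected. In liver they were Acaca in HC 2 at 417.85, Acss2 in Ut 5 at 534.59, Cat in Ut 5 at 22677, Elovl5 in Ut 4 at 8642.1, Ftl1 in HC 2 at 40483, Maob in Ut 5 at 1671.7, Pltp in Ut 5 at 336.93 and Scd1 in HC 4 at 99957. The mean log2 value of the unfolded protein response list was 10.58 in HC 2, and that of NRF2 targets 9.818 in Ut 3. In soleus they were Col6a3 in HC 1 at 95.63 and in Ut 1 at 130.72, Dcn in HC 1 at 1265.6, Fth1 in HC 1 at 24618, Map2k7 in HC 5 at 1287.5, Nfkb1 in HC 1 at 301.52, Pf4 in Ut 4 at 10.458, Plin4 in Ut 5 at 6138.5 and Sparc in Ut 1 at 1764.9. The list means were 5.965 for the interferon response in Ut 4, 5.031 for leukocyte chemotaxis and 7.708 for fibroblasts in HC 1, and 9.192 for muscle atrophy in Ut 5.

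The effect of HC on injured gastrocnemius differed between 30 and 2 DPI for interferon response genes (median difference −1.2, camera adjusted p = 1.39e-12), leukocyte chemotaxis genes (median −1.64, adjusted p = 4.73e-07) and slow fiber genes (median 1.70, adjusted p = 3.59e-08). With an estimated correlation the adjusted p was 0.63, 0.63 and 0.567. Without CTX 51 the median difference was −0.48 for the interferon response (adjusted p = 2.86e-04) and −0.99 for chemotaxis (adjusted p = 0.0075).

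In the liver HC 1, genes that are listed at 0 in every untreated liver reached values of 100 or more, a limit chosen after the values were seen. They include these 15: Amy2a5 4354.3, Ctrb1 1596.6, Cpa1 999.15, Pnlip 904.93, Prss2 900.38, 2210010C04Rik 729.46, Cela3b 600.91, Clps 565.2, Cel 539.7, Cpb1 512.15, Try4 349.93, Zg16 329.53, Rnase1 299.94, Dmbt1 154.05 and Reg1 137.73. Of the 15, 10 are on a list of 13 genes of digestive enzymes of the pancreas, which summed to 14585.2 in HC 1 (0.159% of its values) and to at most 86.5 in any other liver. In soleus 0 genes met the same limit.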

How the results depend on the processing

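The settings named as added below were chosen after the data were seen. Of 6592 values under an alternative, 5883 kept their direction and their side of the threshold, 293 lost a call and 58 gained one. A further 10 reversed (the direction turned and at least 1 of both fits made a call), and 348 moved. Of the moved values, 206 of genes and 47 of lists turned direction with no call in either fit. The rest, counts, percentages and distances, moved by more than their spread or by over 1.5 times. Among values of named genes 3810 of 4167 kept both, and among values of lists other than the main ones 1288 of 1501. Fits on counts (DESeq2 and edgeR normalizations and their filters) were not run, because the deposited values are not counts. Estimated depth reached down to 7.31 M reads in AML12 cells and 7.69 M in liver, which limits what can be said of genes with low values there. For changes below without a stated reason the cause was not tested.

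With the correlation between genes estimated, the adjusted p of each list call rose, because camera then widens its spread: cholesterol synthesis with SB in siC cells 0.84, liver matrix 0.469 and unfolded protein response 0.706, soleus matrix 0.488 and myelin 0.149, gastrocnemius chemotaxis 0.558 and slow fibers 0.558 at 2 DPI, and interferon 0.854 and embryonic fibers 0.603 at 30 DPI. With no limit on low values more genes were tested, and the counts were 7 for siAcly against siC, 1 each for HC, SB and Bemp in siC cells, and 0 under HC (Acly −3.04, adjusted p = 0.0723). Threshold counts of the paper's kind were 213 in liver, 194 in soleus, and 469 and 208 in gastrocnemius at 2 and 30 DPI, and the liver P450 list passed (0.0193). With only the 2 groups compared, siAcly against siC gave 1 gene, cholesterol synthesis passed with HC in siC cells (0.00394), and 1 gene passed under SB (Acly −2.87, adjusted p = 0.0193). CTX at 2 DPI against C gave 1, CTXHC 4307, and the threshold counts between CTXHC and CTX were 389 at 2 DPI and 29 at 30 DPI. The library number series as a covariate gave 188 genes for siAcly against siC, 2 under HC and 232 for CTXHC at 2 DPI against C. An adjusted p at the paper's threshold gave 0 genes in liver, in soleus and in both gastrocnemius comparisons of CTXHC with CTX. With replicates as a block in soleus, 68 genes passed the threshold, 48.5% of them higher. The replicate numbers were not used as pairs, because block partners were no more alike than others: their correlations were 0.0243 to 0.0833 in liver and −0.112 to 0.403 in soleus, where 0 and 1 of 5 mice were closest to the mouse of the same number.

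Among the added settings, quantile normalization gave 0 genes under HC (Acly −3.02, adjusted p = 0.052), a liver P450 list at 0.0178, and 5 and 2167 genes for CTX and CTXHC at 2 DPI against C. The run factor found from the data gave 1338 genes for siAcly against siC, 41 under HC and 7 under SB (Acly −2.87, adjusted p = 0.0246), and cholesterol synthesis passed with HC (1.96e-04) and Bemp (9.61e-09) in siC cells. A pseudocount of 5 gave 41 genes in liver and 20 in soleus at the threshold and 2 for CTX at 2 DPI. Leaving out CTX 57 at 2 DPI and CTXHC 62 at 30 DPI gave 33 and 4326 genes for CTX and CTXHC at 2 DPI, 101 at the threshold at 30 DPI, embryonic fibers at 0.159 and a distance difference of −11.5 at 30 DPI.

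Other described lists crossed the threshold under single settings. With only the 2 groups compared these were cytochromes P450 in siAcly cells (0.0125), p53 targets with SB in siAcly cells (0.0541), the interferon response (0.0194) and fatty acid oxidation (0.0299) with Bemp in siC cells, in a group with the library labelled siC Bemp 11, and growth factor genes at 30 DPI in CTX (0.165) and CTXHC (0.031). With no limit on low values they were cytochromes P450 in siAcly cells (0.0334), liver glutathione S-transferases (0.051) and the soleus TNF response (0.0269), which also passed with replicates as a block (0.0408). The library number series as a covariate changed the calls of the amino acid stress response with HC in siC cells (0.0529) and with SB in siAcly cells (0.0431), of fatty acid oxidation with SB (0.334), of complement in CTXHC at 30 DPI (0.0554) and of slow fibers between CTXHC and CTX at 30 DPI (0.516). Among added settings, quantile normalization changed the unfolded protein response with SB (0.0118) and fatty acid oxidation with Bemp (0.0292) in siC cells. The run factor changed the amino acid stress response with HC in siC cells (0.11) and with SB in siAcly cells (0.00235), fatty acid oxidation with SB (0.251), the cell cycle with Bemp (0.297), cholesterol synthesis under Bemp (0.505) and its interaction with HC (0.044). Leaving out CTX 57 and CTXHC 62 changed complement in CTXHC at 30 DPI (0.815), slow fibers between CTXHC and CTX at 30 DPI (0.132), and neutrophil genes (0.079) and satellite cell genes (0.00781) at 2 DPI.

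Leaving out 1 library reversed 10 list results in that sense. Without siAcly Ut 15 these were the cholesterol interactions (HC 0.00522, SB 0.0244, Bemp 1.15e-04), p53 targets with HC and SB in siAcly cells (0.689 and 0.888) and the cell cycle with Bemp (0.863). The others were cholesterol synthesis under SB without siAcly SB 17 (0.486), the amino acid stress response with HC in siC cells without siC HC 82 (0.959), soleus oxidative phosphorylation without Ut 1 (0.0124) and the interferon response at 30 DPI without CTX 51 (0.00411). Further lists turned direction with no call in either fit, among them the cholesterol interaction with HC without siAcly HC 20 (median −0.143), the siAcly matrix list without siC Ut 1 (median −0.0819), soleus oxidative phosphorylation without HC 4 (median 0.0252) and female-biased liver genes without HC 4 (median −0.0259). In 78 further fits a list kept its call while its median moved by over 1.5 times, to a smaller size in 34 of them.

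Ranges over fits without 1 library were wide in AML12 cells. Between siAcly and siC cells they were 0 (without siAcly Ut 15) to 300 genes (without siAcly Ut 14), −3.65 to −3.25 for Acly, and 0.0396 (without siAcly Ut 15) to 0.998 (without siC Ut 1) for the matrix list. Under HC they were 0 genes in every fit, with Acly at −3.2 to −2.91. Under Bemp, where the library labelled siC Bemp 11 is included, Acly had −3.12 without that library and −1.69 without siC Bemp 10, with 1 and 0 genes. In siC cells cholesterol synthesis had an adjusted p of 0.0243 (without siC Ut 2) to 0.956 (without siC HC 82) with HC and 7.76e-04 (without siC SB 81) to 0.213 (without siC SB 5) with SB. The amino acid stress response with HC reached down to 4.76e-05 (without siC HC 8). Other lists with reversals had as the other end of their range 2.71e-25 (cell cycle with Bemp, without siAcly Ut 84), 2.6e-09 and 7.85e-06 (p53 targets with HC and SB, without siAcly Ut 14) and 3.39e-09 (cholesterol synthesis under SB, without siAcly SB 16). The cholesterol interactions ranged from 1.87e-05 (without siAcly Ut 14) to 0.55 (without siC HC 7) for HC, 0.011 (without siAcly Ut 14) to 0.97 (without siC SB 4) for SB and 1.15e-04 to 0.987 (without siC Bemp 10) for Bemp. With Bemp in siAcly cells 1 gene passed without siAcly Bemp 87.

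In mouse tissues the liver count at the paper's threshold ran from 40 (without HC 4) to 89 (without HC 1), the P450 list from 0.00508 (without HC 5) to 0.752 (without Ut 5) and the unfolded protein response from 4.16e-08 (without HC 2) to 0.111 (without Ut 2). The soleus count ran from 30 (without HC 4) to 1.1e+02 (without HC 1, 69 higher and 38 lower), the percentage higher from 43.5 (without HC 5) to 90 (without HC 4), and oxidative phosphorylation from 5.1e-04 (without HC 1) to 0.914 (without Ut 5), with 1 gene at adjusted p under 0.05 without HC 5. CTXHC at 2 DPI against C had 33 genes without the uninjured library of the separate number series and 2141 without CTXHC 60. Between CTXHC and CTX the threshold count was 113 (without CTXHC 58) to 753 (without CTXHC 60) at 2 DPI and 73 (without CTX 50) to 218 (without CTXHC 63) at 30 DPI. At 30 DPI the interferon list ran from 2.61e-17 (without CTX 104) to 0.89 (without CTXHC 61), embryonic fibers from 7.21e-10 (without CTXHC 63) to 0.126 (without CTXHC 62), and the distance difference from −11.5 (without CTXHC 62) to 27.7 (without CTXHC 61). Exactly 1 gene passed without CTX 55 in CTX at 2 DPI against C, in CTXHC against CTX at 2 DPI and in the interaction, without CTXHC 63 in CTXHC at 30 DPI against C, and without CTX 104 in CTXHC against CTX at 30 DPI.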

Differences from the paper's values

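Bars of Figure 5k were compared with the paper only after the result was seen. Counts use the paper's limits with the unadjusted p of limma, and a count is set apart from the paper's when they differ by more than 1.5 times, a fold change when it differs by more than the spread of replicates.

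In liver the paper gives 156 genes, against 64 found here. With no limit on low values it gave 213, which lies within that limit, and the other 12 planned settings stayed apart (0 with an adjusted p, 71 with replicates as a block, 40 to 89 without 1 mouse). In soleus the paper gives 143, against 39 found here. The settings within the limit were no filter on low values (194) and leaving out HC 1 (69 higher and 38 lower), and the other 11 were not. At 2 DPI the paper gives 779 genes between CTXHC and CTX, against 249 found here. Leaving out CTX 56 (542) or CTXHC 60 (753) came within the limit, and 8 settings did not: no limit on low values (469), only the 2 groups (389), the number series (284), an adjusted p (0) and leaving out CTX 55 (324), CTX 57 (131), CTXHC 58 (113) or CTXHC 59 (224). At 30 DPI the paper gives 155, against 60 found here. No limit on low values (208) and leaving out CTX 51 (136), CTX 104 (121), CTXHC 61 (154) or CTXHC 63 (218) came within the limit, and only the 2 groups (29), the number series (72), an adjusted p (0) and leaving out CTX 50 (73) or CTXHC 62 (96) did not.

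Genes higher than uninjured muscle in both CTX and CTXHC at 2 DPI number about 740 in the paper (Figure 6p, read by eye) and 317 here. Only the 2 groups fitted gave 510, within the limit, while no limit on low values (369) and the number series (213) did not. For Gstp1 in liver the bar of Figure 4l, read by eye, is about −1.6 in the paper and −1.09 here, with −1.26 without Ut 3, which lies within the spread, and 11 planned settings that did not.

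Bars of Figure 5k, read by eye, differed for 10 genes of the soleus. The paper's bar is given first and the value here second: Fos about 3.2 and 0.703, Itgb4 about 1.3 and 0.61, Map2k6 about 1.6 and −0.293, Map2k7 about −0.31 and −0.125, Mcpt4 about −0.13 and 0.724, Mras about 1.0 and 0.423, Rasd1 about 0.64 and −0.598, and Tgfb2 about 2.2 and 0.261. For these 8 all 12 planned settings stayed apart from the paper. For Mst1r the paper's bar is about 0.43 and the value here 0.725. Leaving out HC 1 (0.696), HC 3 (0.634), HC 4 (0.696), Ut 1 (0.69) or Ut 3 (0.656) came within the spread and 7 settings did not. For Tac1 the paper's bar is about −0.62 and the value here 1.02, below the limit on low values, so no planned setting applied.

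Directions against the paper were, in soleus, those of Map2k6 and Rasd1 (lower here) and Mcpt4 and Tac1 (higher here). At an adjusted p under 0.05, 0 genes differed in liver, in soleus or between CTXHC and CTX at 2 or 30 DPI.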

Other observations

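Outcomes for the bars of Figure 5k were tested only after the result was seen, and so were Egr1 and Hsd3b5 as genes to look at.

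In HC livers, genes that male mice express more than females were lower as a group, 25 of 26 (median log2 fold change −0.73, camera adjusted p = 5.27e-23, or adjusted p = 0.248 with an estimated correlation), and 16 fell when adjusted over the list alone. The list holds 3 genes the paper names. Among its most abundant members, the urinary pheromone carrier Mup20 averaged 73380 ± 15220 with HC and 104700 ± 16590 without (−0.53, standard error 0.19, exact p = 0.0238) and Mup3 averaged 55420 ± 13100 and 70700 ± 5798 (−0.38, standard error 0.17, exact p = 0.0556). The steroid enzyme Hsd3b5 had 120 ± 129.5 and 197.2 ± 72.06 (−1.89, standard error 1.02, exact p = 0.175), at 36.66 in HC 2, 1.026 in HC 4 and 328.5 in HC 5, which lay above every untreated liver. HC 2 and HC 4 also stood apart from the other livers on the first principal component (−31.87 and −28.27, others −8.796 to 17.94). Female-biased genes had higher means for 7 and lower for 5 of 12 (median 0.14, adjusted p = 0.803, or adjusted p = 0.958 with an estimated correlation), with 2 higher and 1 lower when adjusted over the list alone, and a median of −0.03 without HC 4 or −0.02 without Ut 5.

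Other genes the paper plots did not pass in liver: Pltp, which moves phospholipids between lipoproteins, 0.58, the extracellular antioxidant Sod3 0.35, the retinal oxidizer Aldh1a1 0.34, the DNA repair gene Mgmt 0.34, the fatty acid carrier Fabp1 0.31, the monoamine oxidase Maob 0.24, the endotoxin binder Lbp −0.16, the signaling ligase Traf6 −0.28 and Acsl3, which activates fatty acids, −0.30. In soleus the mast cell protease Mcpt4 had 0.72, the platelet chemokine Pf4 0.66, the small GTPase Mras 0.42, the cytokine Tnfsf12 0.37 and the filament gene Vim 0.27. The immediate early factor Egr1 had 497.2 ± 162.9 with HC and 259.0 ± 203.1 without (1.14).

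Libraries were regrouped to ask how often groups drawn by chance give as many genes. In liver 1 of 100 groupings, the real one, had 64 genes at the paper's threshold, with 63 in the next. The share is under 0.05, but it rests on a margin of 1 gene, 40 remained without HC 4, and 488 genes had an unadjusted p under 0.05 against 575 expected by chance, so chance is not taken as excluded. In soleus 11 of 100 had at least the real 39 (highest 130), so chance is not excluded. At adjusted p under 0.05 the real count was 0 in both tissues, which 100 of 100 groupings reach by definition, so this decides nothing. The highest other counts were 3 in liver and 203 in soleus, where HC 1 stood with Ut 1 to 4. A grouping with several times the real count points to a structure of the samples other than treatment.

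For 3 libraries against 3 there are 10 groupings, too few for a share under 0.05. The real grouping alone, 1 of 10, had as many genes for siAcly against siC (23, highest other 0), siAcly against siC under HC (1 and 0) and CTXHC at 2 DPI against C (1393 and 0). In every other comparison the real count was 0, which 10 of 10 reach by definition, so this decides nothing, and 1 gene was found in a grouping for SB in siC cells, CTX at 30 DPI and CTXHC at 30 DPI. Between CTXHC and CTX at the paper's threshold, 3 of 10 had at least the real 249 at 2 DPI (highest 965, with CTXHC 58, CTXHC 59 and CTX 56 together) and 10 of 10 at least the real 60 at 30 DPI (highest 1376), which points to a structure other than HC.

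Gene names in Figure 5k placed 1 bar too high are a candidate explanation for the bars that differ. From the third bar on, over 21 bars, the median difference between a bar and the log2 ratio of group means was 0.00521 for the gene named 1 bar above (largest 0.0256, 0 of other sign) and 0.241 for the gene named beside it (4 of other sign), while in the liver figure it was 0.0198 for the gene named beside it over 20 bars. Most bars were read by eye after the values here were known. When first run from the second bar on, 1 bar, that of Col15a1, differed in sign, and the start was then moved to the third bar, so the outcome depends on leaving that bar out. The deposited figure data would settle it.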
